# Aboral cell types of *Clytia* and coral larvae have shared features and link taurine to the regulation of settlement

**DOI:** 10.1126/sciadv.adv1159

**Published:** 2025-05-16

**Authors:** Julia Ramon-Mateu, Anna Ferraioli, Núria Teixidó, Isabelle Domart-Coulon, Evelyn Houliston, Richard R. Copley

## Abstract

Larval settlement is of interest both for ecologists and for evolutionary biologists, who have proposed that anterior sensory systems for substrate selection provided the basis for animal brains. Nevertheless, the cellular and molecular regulation of settlement, including in Cnidaria (corals, jellyfish, sea anemones, and hydroids), is not well understood. We generated and compared anterior (aboral) transcriptomes and single-cell RNA sequencing datasets from the planula larvae of three cnidarian species: the jellyfish *Clytia hemisphaerica* and the corals *Astroides calycularis* and *Pocillopora acuta*. Integrating these datasets and characterizing aboral cell types, we defined common cellular features of the planula aboral end and identified clade-specific specializations in cell types. Among shared features were genes implicated in taurine uptake and catabolism expressed in distinct specialized aboral cell types. In functional assays using both *Clytia* and *Astroides* planulae, exogenous taurine inhibited settlement. These findings define the molecular and cellular architecture of the planula aboral pole and implicate localized taurine destruction in regulating settlement.

## INTRODUCTION

Settlement is a key event in the life cycle of cnidarians (jellyfish, hydroids, corals, sea anemones, etc.; Fig. 1, A and B) and other marine species, pivotal in the transition between a pelagic dispersive larval stage and a benthic adult stage. Cnidarian planula larvae from both of the main clades, Medusozoa and Anthozoa (Fig. 1A), are morphologically simple, consisting of outer ectoderm and inner gastroderm layers in the form of a tapered cylinder. Cells located at the anterior (aboral) end, the front relative to the swimming direction, are likely to mediate settlement. Aboral but not oral fragments of planulae from the hydroid *Hydractinia* (Medusozoa and Hydrozoa) are able to respond to environmental cues and start metamorphosis (*1*). Histological and ultrastructural analyses have described cells at the aboral pole of many cnidarian planulae containing secretory vesicles, implicated in substrate adhesion (*2*). An aboral concentration of putative sensory cells and an apical nerve plexus have also been described in various species (*3*–*5*), suggesting that sensory activity and integration of sensory information occur in the aboral region. Planulae of some anthozoan species, including the model *Nematostella vectensis*, bear a presumed sensory organ consisting of apical tuft cells carrying long specialized cilia, surrounded by flask-shaped neural cells (*6*, *7*). In hydrozoan planulae, the broad, aboral end of the larva is enriched with putative neurosensory cells producing GLWamide neuropeptides, known to be active in stimulating settlement and the accompanying marked cell reorganizations of metamorphosis (*3*, *8*–*11*).

**Fig. 1.**
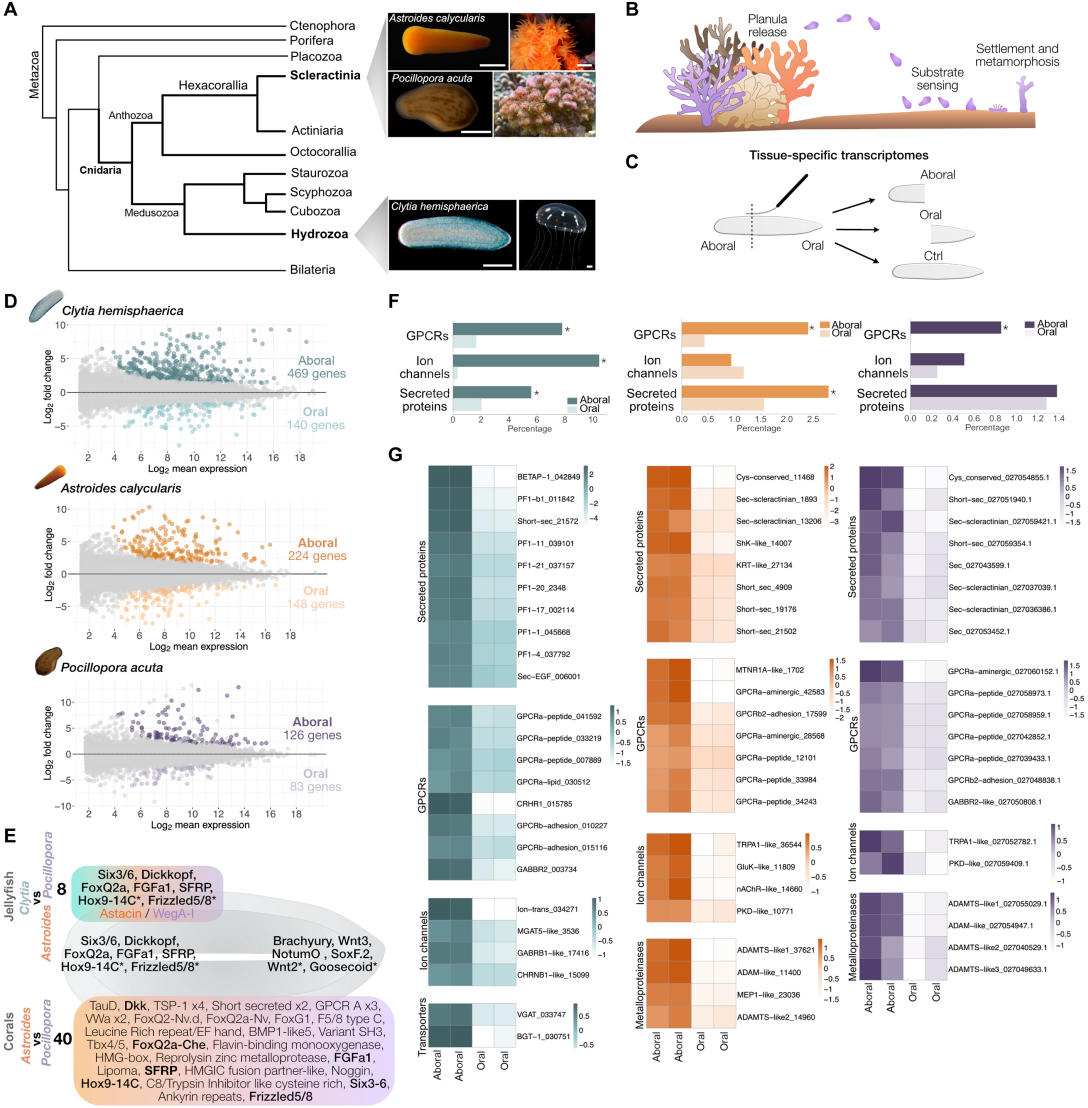
Planula aboral transcriptomes of a hydrozoan and two anthozoan species. (**A**) Phylogenetic placement of our cnidarian species of study. Topology adapted from (*111*, *112*). Images of *Clytia* reprinted from (*113*) with permission from Elsevier. *Astroides* adult colony image credit: C. Carbonne. Scale bars, 500 μm for *Astroides* and *Pocillopora* planulae; 100 μm for *Clytia* planula; and 1 mm for *Astroides*, *Pocillopora*, and *Clytia* adult stages. (**B**) Schematic of the phases of the settlement response in cnidarians. (**C**) Schematic of planula bisection. (**D**) MA plot showing differential gene expression between aboral and oral ends in each species. Each point represents a gene, with the *x* axis indicating average expression and the *y* axis showing log fold change. Significantly differentially expressed genes are highlighted in green (*Clytia*), orange (*Astroides*), and purple (*Pocillopora*). Adjusted *P* value (*P*_adj_) < 0.05; fold change (FC) > 1. *P* values were adjusted using the Benjamini-Hochberg method (DESeq2 default). (**E**) Schematic of a planula larva showing shared aborally and orally enriched genes from the differential gene expression analysis. The top panel highlights genes shared between *Clytia* and the two corals, and the bottom panel shows those shared between the two corals (*P*_adj_ < 0.05, FC > 1). Asterisks indicate fold change > 0 for one or more species. (**F**) Percentage of genes of selected types present in the aborally/orally enriched gene sets. Asterisks indicate significant differences between the aboral and oral sets (*P* < 0.05, Fisher’s exact test). (**G**) Heatmaps showing gene expression level (normalized counts) in the aboral/oral RNA-seq data for selected genes (see full aborally enriched datasets in table S1). Each condition (aboral/oral) includes two biological replicates. Gene names are based on orthology assignments or Pfam domains when orthology is unclear. Trailing numbers are unique gene identifiers from this project.

A more detailed understanding of the cellular and molecular composition of the planula aboral end would likely yield insights into the settlement response. As well as enabling inquiry into the origins of animal nervous systems, which may have arisen to coordinate this process (*12*, *13*), such knowledge could be valuable in the context of ecosystem management for coral reefs. In this study, we generated and compared bulk transcriptomes from the aboral and oral ends of bisected planula larvae and single-cell RNA sequencing (scRNA-seq) data of the same larval stages. We used three species from Medusozoa—the hydrozoan jellyfish *Clytia hemisphaerica*—and Anthozoa—the scleractinian brooding stony corals *Astroides calycularis* and *Pocillopora acuta* (Fig. 1A). *Clytia* is a laboratory model species with larvae available from daily spawnings (*14*). *Astroides* is an endemic Mediterranean coral for which larvae were obtained from the natural annual release produced by wild populations, and *Pocillopora* is an Indo-Pacific, aquarium-propagated tropical coral that releases larvae monthly (*15*, *16*). We identified and characterized aboral cell types of each species, with a focus on neural and neurosecretory cells. From cross-species comparisons, we identified a conserved aborally expressed gene likely to be involved in taurine catabolism, and we demonstrate that taurine itself inhibits larval settlement. Together, our results allow us to propose a possible mechanism by which taurine mediates settlement in cnidarian larvae.

## RESULTS

### Aborally enriched gene sets from the planula of three cnidarian species

We manually bisected planula larvae of *Clytia*, *Astroides*, and *Pocillopora* and generated bulk RNA-seq data from pooled separated halves (Fig. 1C; see the Materials and Methods for details). Principal component analysis (PCA) of the most variably expressed genes showed, in all cases, that aboral and oral transcriptomes were distinct (fig. S1). Differential gene expression analysis between the aboral and oral ends of each species detected 469, 224, and 126 genes significantly enriched in the aboral transcriptomes of *Clytia*, *Astroides*, and *Pocillopora*, respectively (Fig. 1D; gene lists provided in table S1). The lower number of aborally enriched genes detected from the coral transcriptome data compared to *Clytia* is likely to be due to a combination of biological and technical differences. These members of distantly related cnidarian groups show differences in planula architecture: The planulae of the two scleractinian coral species are substantially larger than those of *Clytia* larvae (both more than 1 mm in length versus 200 to 300 μm) and show greater variability in shape, so specific aboral pole cell types would be more diluted within the aboral “half” fragments. The pooling of larvae from multiple coral mother colonies—likely with different genotypes—and from slightly different developmental stages compared to the synchronously developing and genotypically homogeneous *Clytia* larvae may have also contributed to this difference. For all species, fewer genes (140, 148, and 83) were detected as preferentially expressed in the oral halves.

### Shared features of aboral transcriptomes across species

Analysis of one-to-one orthologs (see the Materials and Methods) in common identified a small set of genes that were aborally enriched across all three species (Fig. 1E). These are all known anteriorly/apically/aborally expressed genes coding for Wnt and fibroblast growth factor (FGF) signaling pathway components or transcription factors responsible for patterning the anterior region in cnidarians, protostomes, and deuterostomes: the transcription factors Six3/6, FoxQ2A (*17*–*23*), and Hox9-14C (*18*, *24*–*27*); the FGFa1 ligand (*28*, *29*); a Frizzled 5/8 receptor (*30*, *31*); and the small secreted antagonists of the Wnt pathway SFRP (*18*, *27*, *30*, *32*–*35*) and Dickkopf (*27*, *36*). These results demonstrate a conserved oral-aboral patterning system across diverse cnidarian planulae and confirm that our cutting data are able to identify known aboral markers.

In addition to patterning genes conserved in all three species, we found recurring enriched aboral expression of genes coding for members of other types of protein families. We found genes with potential roles in sensing and signaling as common features of the aboral pole, including a variety of small secreted proteins, G protein–coupled receptors (GPCRs) and ligand-gated ion channels (Fig. 1F).

Among the highest aborally enriched genes in the *Clytia* planula were several homologous genes coding a family of short secreted proteins, which we term PF1 (Fig. 1G and fig. S2). We were unable to detect significant sequence similarity to non-*Clytia* proteins, and structure prediction with AlphaFold2 followed by database searching with FoldSeek (*37*–*39*) did not reveal similarity to existing protein three-dimensional (3D) structures (fig. S2C). Analysis of PF1 expression across the *Clytia* life cycle using earlier bulk transcriptome data (*40*) showed that their expression is largely restricted to the planula stage. Different secreted proteins, apparently unique to Anthozoa, were similarly present in the planula aboral transcriptomes of the two corals (fig. S2, B and D).

GPCRs were enriched in the aboral gene sets relative to the oral gene sets in all three species (Fig. 1F). Comparison of the aboral GPCR sets between the three species identified shared receptors between the two coral species but did not find receptors shared between *Clytia* and the corals, either because of the absence of direct one-to-one orthologs or because, when present, these orthologs were not enriched in the aboral region. However, a few aborally enriched *Clytia* receptors did show a corresponding aborally enriched ortholog in one of the coral species. Notably, both *Clytia* and *Pocillopora* included a metabotropic-like class C GPCR related (although not as a one-to-one ortholog) to γ-aminobutyric acid type B receptors (GABA_B_Rs) (fig. S3). In addition, in *Clytia*, we identified a neurotransmitter-gated ion channel with similarity to GABA_A_Rs, one amino acid transporter similar to GABA/glycine vesicular amino acid transporters (vGATs), and one sodium:neurotransmitter symporter channel similar to the sodium- and chloride-dependent betaine/GABA transporter (BGT-1) (Fig. 1G). Sustained activation of GABA_B_R signaling has been found to arrest metamorphosis of the *Nematostella* planula (*41*). This suggests a conserved role of GABA (or a related molecule) in the planula nervous system, potentially involved in the regulation of the settlement response in both *Clytia* and the corals.

We noted that all three aboral datasets included genes encoding the Pfam TauD domain (“Taurine catabolism dioxygenase domain”), a subfamily of a broader class of 2-oxoglutarate–dependent oxygenases (*42*). The TauD domain is found in enzymes involved in the catabolism of taurine, an amino sulfonic acid involved in physiological functions, including cell volume regulation, neuroprotection, and neurotransmission (*43*–*45*), but also in other proteins. Genes encoding this domain are expressed in the apical organ of *Nematostella* (*30*) and the apical domain of the planula of two *Acropora* species (*27*). Phylogenetic analysis indicates that all are closely related (fig. S4).

### Aboral cells in the *Clytia* planula are specialized neural and neurosecretory types

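The planula is the swimming larva of the hydrozoan Clytia hemisphaerica. Its single-cell data came as 6 count matrices from 4 biological samples. Planulae at 52 hours postfertilization (hpf) gave 2051 and 1802 cell barcodes in 2 technical replicates, with 7388653 and 6647176 unique molecular identifier (UMI) counts, each standing for 1 captured RNA molecule. Planulae at 66 hpf gave 3589 and 3867 barcodes with 11470168 and 10977138 UMIs. The earlier dataset added 2 samples at 52 hpf, 4890 barcodes with 17628703 UMIs from 5 captures of cells dissociated in acetic acid and methanol (ACME), pooled in 1 matrix, and 2888 barcodes with 5398374 UMIs from cells fixed in methanol. The authors mapped the reads with STARsolo to the chromosome-level Clytia genome, called cells with its EmptyDrops procedure and a minimum of 300 UMIs, and deposited raw UMI counts for 18761 features, of which 1 holds all mitochondrial UMIs. The 52 hpf and 66 hpf cells of the new samples were also fixed in ACME and came from the same batch of medusae. Age and methanol fixation have no replicate samples, since 1 sample was taken at 66 hpf and 1 was fixed in methanol.
Cells were kept by the limits the study states, at least 300 UMIs and 200 genes, and at most 75000 UMIs, 5000 genes and 20% mitochondrial UMIs. Counts were scaled to 10000 UMIs per cell and log-transformed, 3297 variable genes were reduced to 22 principal components, the 6 matrices were integrated with the Harmony method, and cells were clustered with the Leiden method at resolution 1 on 50 nearest neighbors. The genes that the study names for a cell type and that are reported here were left out of the variable genes and took no part in naming that type. A cluster was called after a cell type, such as GLWamide-like, by naming genes of the type, taken from the study's own marker tables. At least 3 of them and at least 50% of that list had to be raised. The epidermis-like class, set after the clusters were seen, needed only 3 of its 14 naming genes raised. Because cells of one sample are not independent replicates, UMIs were summed in each biological sample over the cells of a type and over all its other cells. The pairs of sums were compared by edgeR's quasi-likelihood test with the sample as a block, TMM normalization and Benjamini-Hochberg adjustment over all genes with enough counts. A gene with an adjusted p under 0.05 and a log2 fold change above 1 is called a marker.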

For scRNA-seq, we dissociated and fixed cells from *Clytia* planulae, as previously described (*46*) at two time points, 52 hours postfertilization (hpf; late 2-day planulae) and 66 hpf (early 3-day planulae), and processed them using the 10x Genomics platform. We generated four libraries that were merged and integrated with our existing scRNA-seq dataset of the *Clytia* planula larva (*46*) using Harmony (*47*). 

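The filters kept 1409 and 1299 cells of the 52 hpf replicates, 2611 and 2835 of the 66 hpf replicates, and, in the earlier dataset, 4416 ACME cells and 2802 methanol cells. Their median was 1377 to 1643 UMIs per cell, and 941 in the methanol sample. Of 15372 cells, 876 were left out with 1 of 23 first clusters. The study left out a cluster that had no unique genes and expressed markers of all clusters. Here 3 clusters had no unique marker, and of these only the one with the fewest markers (20) was left out. The 14496 cells that remained held 54460443 UMIs of 17831 genes found in at least 3 cells, of which 16578 were found in at least 10. With no cluster left out, 15372 cells and 17840 genes remained.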

After filtering steps (see the Materials and Methods), the final dataset represented 14,627 cells expressing a total of 17,835 genes. 

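These cells fell into 25 clusters, 24 from the Leiden method and the rest from 1 of them that held the naming genes of more than 1 type and was clustered again. It gave 12 parts, and parts that took the same name, or none, were joined. A type found in it is therefore 1 cluster by that rule. At resolution 0.6 there were 22 clusters and at resolution 1.5 there were 30. The naming genes marked 367 neurosecretory-like cells, 178 GLWamide-like cells, 119 HFRIamide-like cells, 218 QYFamide-like cells and 205 Nk2d-like cells, each as 1 cluster. At the other resolutions, 0.6 and 1.5, the HFRIamide-like cluster, and at 0.6 the GLWamide-like cluster too, had fewer than 10 cells in a sample and was not tested for markers. A biological sample held 33 to 192, 22 to 93, 10 to 52, 27 to 90 and 22 to 97 cells of these types. The naming genes of the epidermal clusters of the study were raised together in 5 clusters, which are given by their numbers.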

Leiden clustering (*48*) generated 27 distinct clusters (fig. S5, A and B). These can be grouped into eight broad cell type classes: epidermal, gastrodermal, neural, neurosecretory, interstitial cells [“i-cells,” which are hydrozoan multipotent stem cells (*49*, *50*)], mucous, granular, and cnidocytes (cnidarian stinging cells, developing and mature) (Fig. 2, A and B). These are described in more detail elsewhere (*46*). All 27 clusters include cells from the different libraries including the two planula stages (fig. S5C).

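Of the 25 clusters found here, 25 held cells of all 6 matrices, and the fewest cells of a cluster in 1 matrix were 10. The share of a cluster still differed between matrices. The ratio of the highest to the lowest was largest in the unnamed cluster 5, from 0.982% to 9.78% of the cells of a matrix, and among the neural and neurosecretory aboral types in the HFRIamide-like cluster, from 0.384% to 1.31%. These shares carry no error over samples at 66 hpf, where the 2 matrices are technical replicates of 1 biological sample.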

**Fig. 2.**
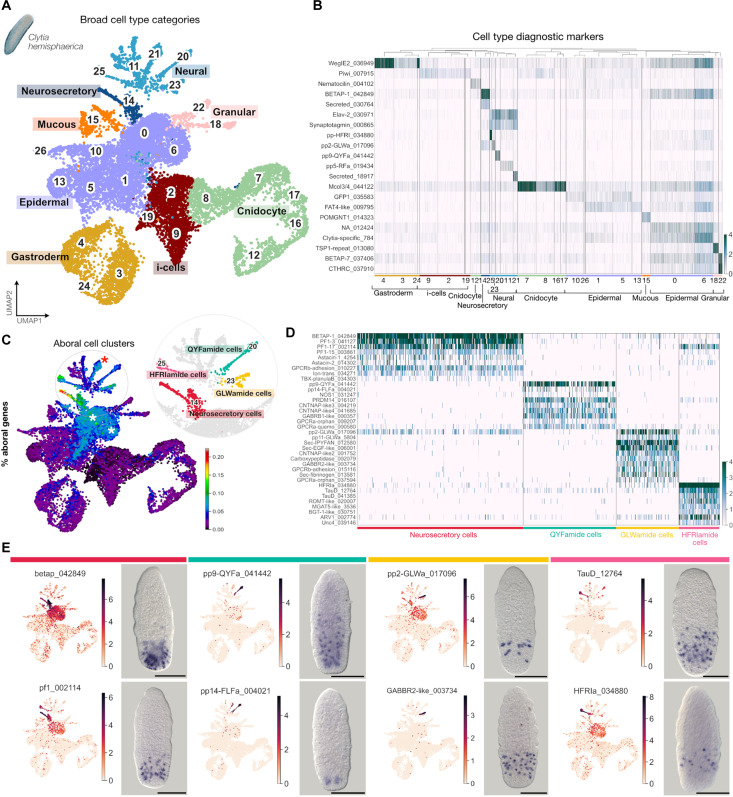
Aborally enriched cells in the *Clytia* planula. (**A**) Two-dimensional UMAP representation of *Clytia* planula scRNA-seq data with cell clusters color coded according to eight broad cell type classes: epidermal, gastrodermal, neural, neurosecretory, interstitial cells (i-cells), mucous, granular, and cnidocyte (developing and mature). Codes for class colors are retained in (B). (**B**) Heatmap of diagnostic marker genes for each cell type. Gene identifiers are plotted on the *y* axis, and cells are plotted on the *x* axis grouped by the annotation. Gene names are based on orthology assignments or Pfam domains when orthology is unclear. Trailing numbers are unique gene identifiers from this project. See full cluster marker gene lists in table S2. (**C**) UMAP plot of the *Clytia* planula cells, with cells colored on the basis of the percentage of expression of aborally enriched genes. Warmer colors indicate a higher proportion of aboral gene counts relative to total gene counts per cell. Aborally enriched gene cell clusters are highlighted in different colors in the upper right inset. The red asterisk indicates the “Nkd2d neural” cluster, and white asterisks indicate the two epidermal clusters. *P* values for aboral enrichment significance (Fisher’s exact test) are as follows: neurosecretory cells, 2.47 × 10^−72^; HFRIamide cells, 8.48 × 10^−23^; GLWamide cells, 4.12 × 10^−20^; QYFamide cells, 9.62 × 10^−10^; Nk2d cells, 8.47 × 10^−13^; epidermal cluster 0, 3.04 × 10^−10^; epidermal cluster 6, 2.41 × 10^−15^. (**D**) Heatmap of marker genes for each aboral cell cluster (complete gene list in table S3). Cell type annotation labels and colors correspond to (C). (**E**) UMAP plots highlighting log-normalized expression levels in each cell of selected aboral cell cluster markers and corresponding ISH patterns. Scale bars, 100 μm.

To identify aboral cell types, we examined the strength of association between aborally enriched genes (table S1) and our cell clusters (table S2). 

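For each cluster, the share of its markers that are among the 469 aborally enriched genes of the bisected planulae was compared with that among all genes in its fit, 9544 to 11560 genes of which 224 to 324 were aboral, by a one-sided Fisher's exact test. The neurosecretory-like cluster had 167 aboral genes among 947 markers, an odds ratio of 14.5 (exact p 1.8e-95). The odds ratio was 11.8 in the HFRIamide-like cluster (134 of 819 markers, p 9.6e-72 by the same exact test) and 7.25 in the GLWamide-like cluster (111 of 971, exact p 3.0e-44). In the Nk2d-like and QYFamide-like clusters it was 6.01 (102 of 963, exact p 6.4e-36) and 5.09 (107 of 1234, exact p 1.3e-31). Among 5 epidermis-like clusters, 3 were enriched, cluster 7 at 5.82, cluster 0 at 4.91 and cluster 1 at 3.95 (adjusted p at most 6.7e-26), and clusters 2 and 15 were not, at 0.725 and 1.17. Further enriched clusters were the mucous-like cluster at 3.60 and the neural-like cluster at 2.98. In all, 10 of 25 clusters had an adjusted p under 0.05. With a log2 fold change above 2 required of a marker, the odds ratio of the neurosecretory-like cluster rose to 34.4, and clustered at resolution 0.6 the epidermis-like cluster that holds most cells of cluster 2 was enriched at 4.14. From this association the paper identifies its aboral cell clusters (Fig. 2C).

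**Figure D1:**
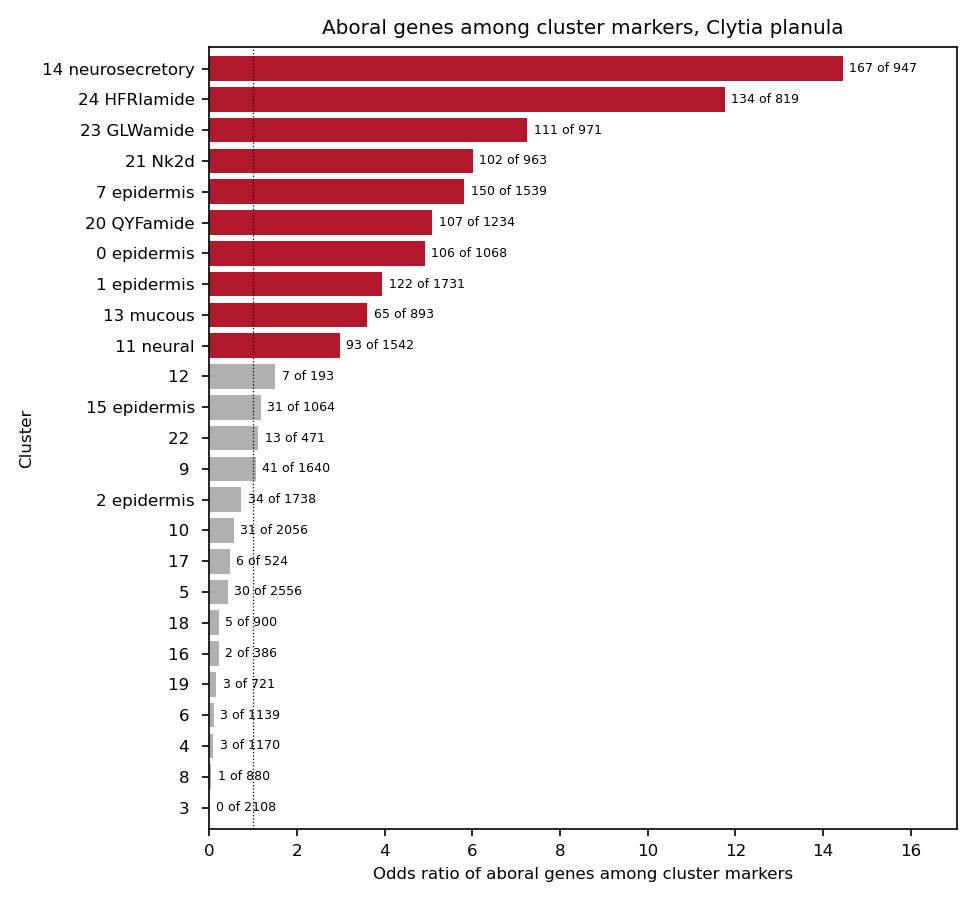
Odds ratio of aboral genes among the markers of each of the 25 Clytia clusters (x axis, linear; y axis, cluster number and name). Red bars have an adjusted p under 0.05, grey bars do not, the dotted line marks an odds ratio of 1, and the text beside each bar gives aboral markers of all markers. The neurosecretory bar is the longest at 14.5 and the HFRIamide bar follows at 11.8.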

Seven cell clusters showed an enrichment in aboral genes (Fig. 2C). Four of these showed a neural signature defined by expression of the pan-neural marker ELAV and other neural-related genes including synaptotagmin-like genes, neuropeptide precursors, and ion channels (cluster 20, QYFamide cells; cluster 21, Nk2d cells; cluster 23, GLWamide cells; cluster 25, HFRIamide cells). 

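ELAV-2 (XLOC_030971) and Synaptotagmin (XLOC_000865) were kept out of the clustering, and served only to name a general neural-like cluster, not these types. ELAV-2 was raised in the QYFamide-like cells by 4.93 log2 units (standard error 0.44, adjusted p 9.7e-28), where it had 2737 ± 1164 counts per 1000000 UMIs of the cells (CPM, mean ± SD, n = 4 samples) against 55.6 in all other cells. In the GLWamide-like, Nk2d-like and HFRIamide-like cells it was raised by 3.05, 2.84 and 1.92 (adjusted p at most 8.2e-08). UMIs of ELAV-2 were found in 60.5% to 86.2% of the cells of these 4 types and in 6.60% of mucous-like cells, at medians of 1306 or more and 1738 UMIs per cell. Synaptotagmin was raised by 4.28 in the QYFamide-like, 3.72 in the Nk2d-like, 3.49 in the HFRIamide-like and 2.72 in the GLWamide-like cells. For both genes all 4 samples had more in each of these types than in their other cells.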

Cells in the Nk2d cluster appear to be heterogeneous (fig. S6). 

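Heterogeneity was measured within the Nk2d-like cluster, over cells with at least 500 UMIs that were each thinned to 500. The 52 hpf, 52 hpf ACME and 66 hpf samples, each with at least 20 such cells, were used. In each, UMIs of 7 genes were set against UMIs of the genes that named the cluster. The 7 genes, Nk2d among them, are those that the study places in the aboral part (fig. S6). The methanol-fixed sample gave no value, although its 41 Nk2d-like cells had a median of 509 UMIs. Spearman's correlation across cells was -0.67 in the 52 hpf sample (22 cells), -0.61 in the 52 hpf ACME sample (43 cells) and -0.45 in the 66 hpf sample (90 cells), a mean of -0.57 ± 0.11 (SD, n = 3 samples). In 1000 shuffles of the cells of a sample, 95% of values fell between -0.44 and 0.39 at the widest. Cells are not replicates, so the shuffles describe the range and give no p. The study also shows a single pair (fig. S6), Nk2d and 1 of the naming genes. Over all cells of the cluster and without thinning, Nk2d was found in 3, 14 and 22 cells of these samples and both genes in 3, 13 and 21, where chance gives 2.86, 12.8 and 17.7. Thinned to 500 UMIs the cells with both were 1, 1 and 5, where chance gives 0.818, 2.42 and 3.93. Without thinning the naming gene was found in 21 of 22, 41 of 45 and 78 of 97 cells. Thinned cells with Nk2d were only 1, 4 and 6. Detection of this pair could thus hardly show a separation, and nothing is concluded from it. Detection of the gene sets shows little, as thinned cells with a UMI of both sets were 11, 14 and 44, where chance gives 11.2, 18.2 and 46.9. The negative correlation is thus in how many UMIs a cell has of each set, more than in whether it has any.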

Individual marker genes for this cluster showed one of two profiles in both the aboral/oral transcriptome data (either aborally enriched or uniform) and the single-cell atlas [enriched in cells on left versus right sides of the cluster’s uniform manifold approximation and projection (UMAP) projection]. 

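Within each gene set the correlation was positive. The odd-numbered and even-numbered naming genes correlated at 0.38 ± 0.09, and the parts of the aboral set at 0.23 ± 0.20, from 0.01 to 0.42 over the same samples. Without thinning, the correlation between the sets was -0.62, -0.17 and -0.21 in the 3 samples, a mean of -0.33 ± 0.25. The lower ends of the shuffled ranges were then -0.44, -0.30 and -0.18, so the 52 hpf ACME sample lay within its range and the 66 hpf sample just outside, and the 22 cells of the 52 hpf sample gave most of the mean. Deeper cells have more UMIs of both sets, but whether depth alone weakens the correlation was not tested. The naming genes were among the variable genes that made the cluster, so cells joined it partly by them.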

Cells of this cluster may thus be widely distributed but include an aboral subpopulation expressing the Nk2d transcription factor, a short secreted protein, two class A GPCRs, and two ion transporters. 

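Nk2d (XLOC_043740) had 145 ± 88.7 CPM in the Nk2d-like cells, 6.31 log2 units above all other cells (standard error 0.49, adjusted p 1.8e-34), from 81 UMIs in 20.0% of 205 cells. Mucous-like cells had it in 4.75%. The secreted protein gene XLOC_030186 had 9715 ± 6109 CPM and a log2 fold change of 7.85. Those of the class A GPCR genes XLOC_007889 and XLOC_007968 were 6.08 and 6.76, and those of the ion transporter genes MSTRG.12245 and XLOC_004388 were 5.61 and 5.51. MSTRG.12245 was above all other cells in 3 of 4 samples, the other genes in 4 of 4.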

A fifth cluster was assigned as neurosecretory (cluster 14); it also expressed genes associated with neural function including synaptotagmin-like and calcium signaling–related genes, but also many secreted proteins.

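In the neurosecretory-like cells Synaptotagmin had 117 ± 19.6 CPM, a log2 fold change of 2.07 (adjusted p 3.6e-08 by edgeR over 4 samples), below its level in 5 other clusters. ELAV-2 was not raised there, at 50.5 ± 15.1 CPM against 81.5 in all other cells (log2 fold change -0.17, adjusted p 0.8). It was found in 10.4% of these cells at a median of 2047 UMIs, and in 6.60% of mucous-like cells at 1738.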

In addition to these neural/neurosecretory aboral cell clusters, two clusters with epidermal-type signatures (clusters 0 and 6) showed high expression of aborally enriched genes. A few genes, notably ones coding for short secreted peptides, showed very high expression in these clusters, while others were expressed across many clusters (fig. S7A). 

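The clearest case was XLOC_044949. Its mean per cluster was 57343 CPM in cluster 7, 40803 CPM in cluster 0 and 50102 CPM in cluster 1, the aborally enriched epidermis-like clusters, and it gave 5.67, 3.94 and 5.31% of all their UMIs. It was found in 90.1% of the cells of all epidermis-like clusters and in 71.0% of mucous-like cells, where free RNA and expression of their own were not separated. Over all 5 epidermis-like clusters together its log2 fold change was 4.39 (adjusted p 3.4e-05), and those of XLOC_006232 and MSTRG.21572 were 4.29 and 4.30. All aboral genes together gave 11.9 ± 0.475% of the UMIs of cluster 7, 8.38 ± 1.92% of the UMIs of cluster 0 and 7.93 ± 1.88% of the UMIs of cluster 1 (SD, n = 4), and 2.58, 1.86 and 1.16% without the 10 aboral genes with the most UMIs in each.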

In situ hybridization (ISH) for some of these genes revealed expression throughout the aboral epidermis, with a more intense signal in a band positioned about two thirds along the oral-aboral axis (fig. S7B). These clusters may thus represent specialized epidermal cells positioned at this location. However, the marker gene lists for clusters 0 and 6 also include genes highly expressed in other clusters, so we cannot rule out that they contain cell barcodes associated with ambient mRNA during sample preparation.

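The depth of these clusters bears on that question. Their median was 1674 UMIs per cell in cluster 7, 476 UMIs per cell in cluster 0 and 990.5 UMIs per cell in cluster 1, or 1.13, 0.335 and 0.743 of the median of the matrices their cells came from. Oral genes of the bisected planulae were enriched among their markers too, with odds ratios of 9.09, 8.64 and 11.8 (one-sided Fisher's exact test, adjusted p at most 4.9e-22). Epidermis-like clusters 2 and 15, not enriched in aboral genes, had oral odds ratios of 6.01 and 3.74 (adjusted p 3.6e-16 and 1.5e-06 by the same test). Oral enrichment thus does not set the aborally enriched clusters apart from the other epidermis-like ones.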

### Specializations of the aboral neural and neurosecretory cells

We further investigated the distinct character of each of our *Clytia* aboral cell types.

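PF1 genes encode short secreted proteins with conserved cysteines, and 10 of them were measured without having been used to define the neurosecretory-like cells. PF1_11 (XLOC_039101) was the most abundant at 38741 ± 20662 CPM (mean ± SD, n = 4 samples) against 138 in all other cells, a log2 fold change of 8.34 (standard error 0.66, adjusted p 7.1e-34). A UMI was found in 63.2% of the 367 cells and in 16.1% of mucous-like cells, at medians of 2047 and 1738 UMIs. The other log2 fold changes were PF1_1 9.59, PF1_2 8.87, PF1_3 7.95, PF1_5 9.65, PF1_12 9.04, PF1_13 6.30, PF1_14 9.47, PF1_15 7.46 and PF1_17 8.02. Astacin-1 (MSTRG.4254) had 975 ± 153 CPM (8.03) and Astacin-2 (XLOC_014302) 418 ± 35.7 CPM (7.33). The next highest cluster for both was the HFRIamide-like cluster, with 54.7 CPM of Astacin-1 and 279 of Astacin-2. Over the 44 Clytia genes reported for a type, 44 were markers, and 44 when p was adjusted over the list alone, a list the study chose on these samples and so not independent evidence.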

Neurosecretory cells (Cluster 14) were characterized by high expression of many PF1 family secreted proteins, as well as specific expression of two *Clytia*-specific astacin family extracellular metalloproteases (Fig. 2D). ISH revealed dense populations of these cells in the epidermis of the aboral tip of the planula, with a flask-shape morphology and tapered apical section, typical of secretory cells (Fig. 2E). Fluorescence ISH (FISH) for a marker gene combined with Hoechst staining (Fig. 3A) further revealed basally positioned nuclei, in contrast to the apical nuclei of the neighboring epithelial-muscular cells. Basal projections were detected connecting to the apical nerve plexus (Fig. 3A), suggesting potential signal exchange with other neural cells.

**Fig. 3.**
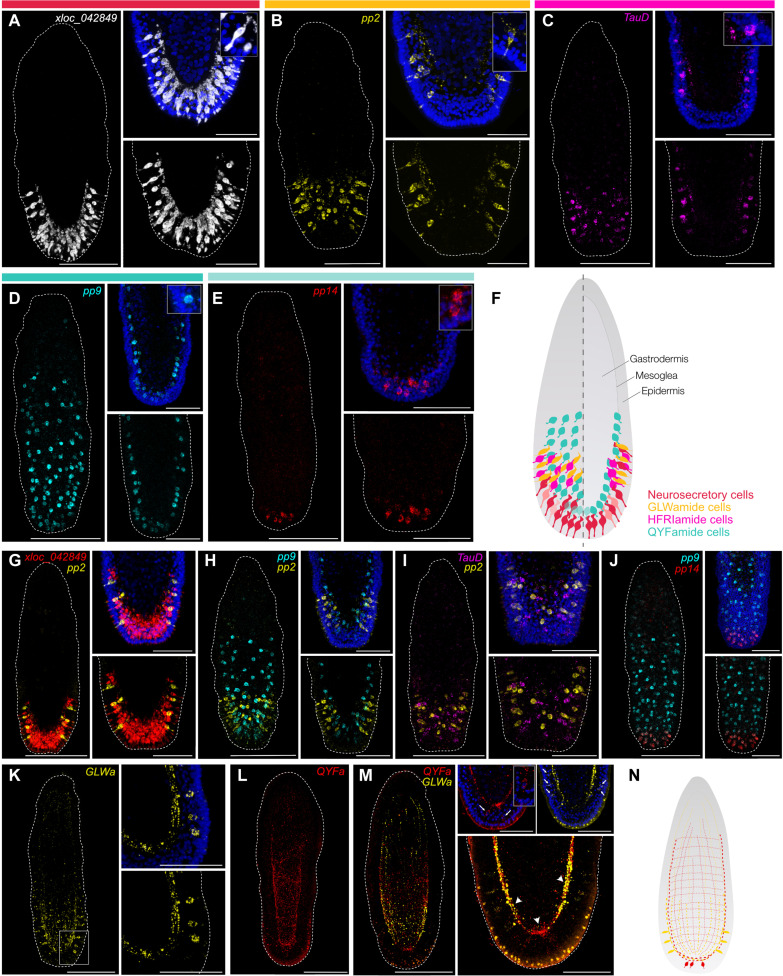
Distinct morphologies of specialized aboral cell types in the *Clytia* planula. (**A** and **B**) FISH for xloc_042849 (white) and pp2 (yellow). (**C** to **E**) HCRs for TauD (magenta), pp9 (cyan), and pp14 (red). In all panels (A) to (E), magnifications of the aboral ends are shown in the right panels; blue in upper right panels corresponds to Hoechst staining. Insets show examples of individual cell bodies. (**F**) Schematic of aboral cell type distribution in the *Clytia* planula: surface view (left) and medial view (right). The color code of the cells matches the bars above panels (A) to (E). (**G** to **J**) Double HCRs for xloc_042849 (red), pp2 (yellow), pp9 (cyan), TauD (magenta), and pp14 (red). Magnifications of the aboral ends are shown in the right panels. Blue staining in upper right panels of (G) to (J) corresponds to Hoechst staining. (**K** to **M**) Neural networks stained with anti-GLWa (yellow) and anti-QYFa (red). Right panels in (K) show a magnification of the zone outlined in the left panel. Right panels in (M) show a magnified view of the aboral pole, with the upper panels corresponding to individual channels combined with Hoechst staining (blue). The inset shows an individual cell body. Arrowheads in (M) indicate the aboral nerve plexus, while arrows point to individual cell bodies. (**N**) Schematics of the GLWa and QYFa neural networks and cell bodies in the *Clytia* planula. All images are maximum intensity projections of confocal *Z*-stacks. Left panels in (B) to (D), (H), and (K), and panels (E), (I), and (J) include both surface and medial stacks; Right panels in (B) to (D), (H), and (K), and panels (A),(G), (L), and (M) include only medial stacks. Planulae all oriented with the oral pole uppermost. Scale bars, 100 μm in full planulae; scale bars, 50 μm in aboral magnifications.

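The GLWamide-like cells, 178 in all, gave 209 UMIs of pp11 (MSTRG.5804), or 664 ± 318 CPM over 4 samples against 1.38 in all other cells. Its log2 fold change was 8.36 (standard error 0.44, adjusted p 5.7e-76), no other cluster exceeded 9.54 CPM, and it was found in 34.3% of these cells, at a median of 1306 UMIs, beside 0.528% of mucous-like cells. The pp2 gene served to name the cluster, so its level is no result here.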

The GLWamide cells (cluster 23) express two precursor genes for GLWamide family neuropeptides, pp2 and pp11 (*51*). GLWamides have strong settlement and/or metamorphosis inducing activity in planulae from several cnidarian species including *Clytia* (*14*, *52*). This cluster also contains cells expressing a gene encoding multiple repeats of the amino acid motif “IPYFAN” followed by dibasic cleavage-like sites, although without the glycine typical of amidated neuropeptides. 

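The IPYFAN gene (XLOC_012580) gave 3109 UMIs in 75.3% of the GLWamide-like cells, 6912 CPM in the mean, with 1350.2 in the lowest and 13703 in the highest of 4 samples. It was raised by 7.53 log2 units (adjusted p 2.5e-43), and came next in the neural-like cluster at 499 CPM. It was above every other cluster in 3 of the 4 samples.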

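GABBR2-like (XLOC_003734) had 918 ± 123 CPM in the GLWamide-like cells, 9.69 log2 units above all other cells (standard error 0.46, adjusted p 6.3e-92), and at most 6.08 CPM in any other cluster. The adhesion receptor GPCRb2-adhesion (XLOC_015116) had 1229 ± 663 CPM (8.55), with 35.0 in the next cluster. The others rest on fewer UMIs. The orphan receptor genes XLOC_037594 and XLOC_001010 gave 162 and 35 UMIs with log2 fold changes of 7.41 and 6.06, and GPCRa-aminergic (MSTRG.16269) gave 31 with 5.60 (adjusted p at most 1.3e-24). XLOC_037594 reached 31.7 CPM in the HFRIamide-like cluster and GPCRa-aminergic 11.3 in the mucous-like cluster.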

The GLWamide cells also express five GPCRs, none of which are detected in other clusters, including a class B GPCR of “adhesion type” and the aborally enriched metabotropic receptor GABA_B_R-like (Fig. 2D). ISH revealed a ring of sensory-like cells coexpressing pp2 and GABA_B_R-like in the epidermis around the aboral pole (Fig. 2E and fig. S8). These cells have club-shaped bodies with apical processes extending toward the outer surface and basal neurites connecting to the apical nerve plexus (Fig. 3B). Immunostaining with an anti-LWamide antibody revealed a concentration of neurite processes at the apical end of the larva, with projections extending longitudinally toward the oral end (Fig. 3, K and M).

HFRIamide cells (cluster 25) are characterized by expression of high levels of a gene that we identify as a putative precursor for a previously undescribed neuropeptide, HFRIamide. The predicted amino acid sequence contains a signal peptide and HFRI sequence followed by a glycine, suggesting amidation (*53*), preceding the dibasic cleavage site. The characteristic protein sequence, including a signal peptide and cleavage site, is conserved in other cnidarian species from both Medusozoa and Anthozoa (fig. S9). 

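The 119 HFRIamide-like cells gave 1051 UMIs of TauDa (MSTRG.12764) and 445 of TauDb (XLOC_041385). TauDa had 1836 ± 1243 CPM (mean ± SD, n = 4) and a log2 fold change of 8.19 (standard error 0.39, adjusted p 3.0e-96), its mean being raised by 3686 CPM in the ACME sample of the earlier dataset beside 1006 to 1348 in the others. TauDb had 723 ± 314 CPM and a log2 fold change of 9.52 (2.7e-93). TauDa UMIs were found in 75.6% of the HFRIamide-like cells and 0.528% of mucous-like cells, at medians of 3606 and 1738 UMIs per cell. The next highest cluster had 158 CPM of TauDa, the QYFamide-like cluster, and 19.9 of TauDb. VGAT (XLOC_033747) had 259 ± 80.5 CPM (7.94) and BGT-1 (XLOC_030751) 286 ± 157 CPM (8.98), from 131 and 141 UMIs. A pair of peptide receptor genes, XLOC_002325 and XLOC_041592, were markers as well at 8.08 and 6.43. All 6 genes were higher in these cells than in every other cluster in each of the 4 samples.

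**Figure D2:**
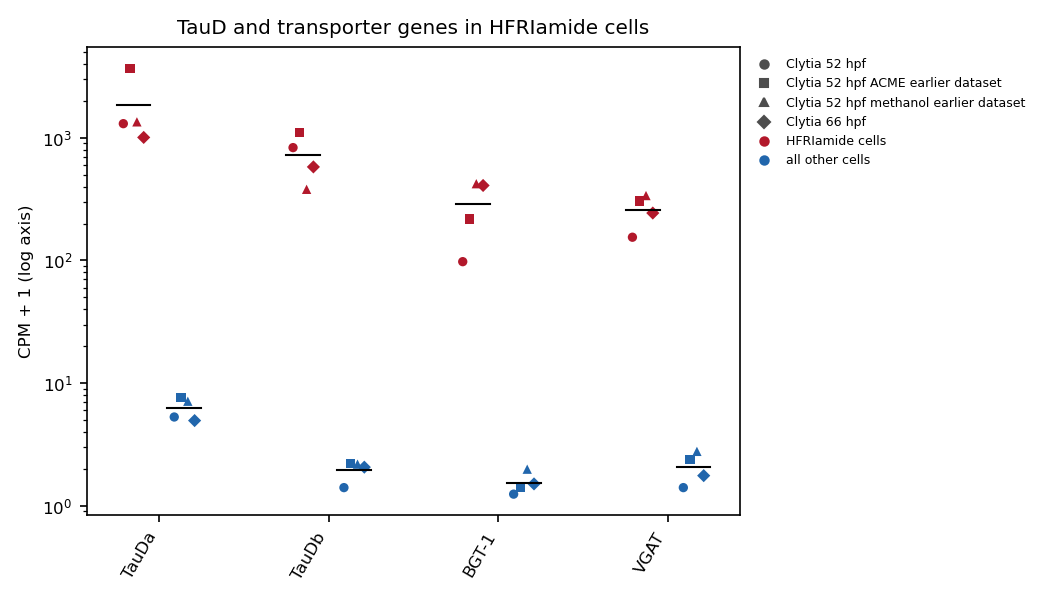
Levels (CPM + 1, log axis) of the TauD and transporter genes named on the x axis in HFRIamide-like cells (red) and in all other cells (blue) of the 4 biological samples (marker shape). Black lines are means. For TauDa the means are 1836 and 5.23.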

Other markers for this cluster include the two aborally enriched TauD genes, as well as the aborally enriched vGAT-like and BGT-1–like transporters (Fig. 2D). These cells show a similar sensory-like morphology and distribution to the GLWamide cells, forming a ring at the surface of the aboral epidermis (Fig. 3C). Double in situ hybridization chain reaction (HCR), however, shows distinct cell populations (Fig. 3I).

QYFamide cells (cluster 20) are defined by the high and specific expression of the neuropeptide precursor gene pp9 (*54*) predicted to generate pyroGluYFamide as well as other amidated neuropeptides. Their transcriptome also shows enriched expression of a nitric oxide (NO) synthase. In addition, specific markers include two contactin-associated proteins, a zinc finger transcription factor ortholog to the *Nematostella* Prdm14d, shown to be involved in nonectodermal neurogenesis (*55*), and several receptors, including a ligand-gated ion channel with homology to a GABA_A_R subunit, and two class A GPCRs, one of which is very divergent (Fig. 2D). 

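The nitric oxide synthase gene NOS1 (XLOC_031247) gave 57 UMIs in the 218 QYFamide-like cells, 141 ± 107 CPM against 3.52 in all other cells (log2 fold change 4.40, standard error 0.42, adjusted p 8.2e-24). It was found in 13.8% of these cells and 1.85% of mucous-like cells. The unnamed cluster 5 had 40.6 CPM.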

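PRDM14 (XLOC_016107), the zinc finger gene, had 1461 ± 498 CPM and was raised by 8.90 log2 units (adjusted p 3.6e-69). The methanol-fixed sample had 716 CPM of it and the others 1669.7 to 1758. The contactin-associated genes CNTNAP-like4 (XLOC_041685) and CNTNAP-like3 (XLOC_004219) had 1018 ± 208 and 489.8 ± 387 CPM, with log2 fold changes of 9.38 and 8.86, and at most 21.2 CPM in another cluster. GABRB1-like (XLOC_000357) was a marker at 6.25 and 1048 ± 219 CPM, but mucous-like cells had 169.8 CPM of it and a UMI in 21.1% of cells, beside 65.6% here, at medians of 1738 and 1596. The receptors GPCRa-quemo (XLOC_000580), GPCRa-orphan (XLOC_009207) and CRHR1 (XLOC_015785) were raised by 7.28, 6.92 and 7.76, and each exceeded 10% of that level in 1 other cluster.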

QYFamide cells are located in a zone between the aboral tip and the medial region of the planula. Another neuropeptide precursor, pp14 (likely generating the peptide GPGSRFLFamide) (*54*), shows expression in a subpopulation of the QYFamide cells, concentrated at the aboral tip (Fig. 2E). pp9-expressing cells have a ganglionic-like appearance, distinct from the other neural aboral cell types and characterized by large cell bodies positioned at the base of the epidermis, just above the mesoglea—the basal lamina separating the epidermis from the gastrodermis (Fig. 3, D and E). 

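UMIs of pp14 (XLOC_004021) were in 23.9% of the QYFamide-like cells and 0.264% of mucous-like cells, at medians of 1596 and 1738 UMIs. With each cell thinned to 1000 UMIs the share was 22.7% of 129 cells. The mean was 1245 ± 724 CPM (SD, n = 4), a log2 fold change of 8.02 (adjusted p 3.9e-63), and the Nk2d-like cluster had 297 CPM.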

Double HCR for pp9 and pp14 confirmed their coexpression in an aboral subpopulation of cells in the neural plexus region (Fig. 3J). Staining with an anti-pyroGluYFamide antibody showed dense concentration in the aboral nerve plexus and nerve fibers extending the length of the planula body in the mesoglea layer (Fig. 3L). A few individual cell bodies associated with the apical nerve plexus were also stained (Fig. 3M). Their neurites are organized as an array of perpendicular bundles, in contrast to the GLWamide fibers that run only longitudinally along the planula cell body (Fig. 3M). The observed organization of these ganglionic-type QYFamide cells suggests that they regulate contraction of the myofibrils that extend from the basal sides of the ectodermal and gastrodermal epithelial cells in longitudinal and circular directions, respectively, to control the planula shape.

### Aboral cell types of two coral planula larvae

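The planulae of the corals Astroides calycularis, which carries no symbionts, and Pocillopora acuta each gave 3 count matrices that belong to 2 biological samples. In Astroides, cells captured without sorting gave 4566 barcodes with 5138992 unique molecular identifier (UMI) counts. Cells sorted by flow cytometry gave 6973 barcodes with 9359884 UMIs in run 1, which holds 2 captures mapped together, and 9966 barcodes with 13849472 UMIs in run 2. In Pocillopora, planulae of colony C3 gave 4902 barcodes with 5906922 UMIs, and planulae of colony C6 gave 2609 and 2506 barcodes with 3022760 and 2716763 UMIs in 2 technical replicates. The authors mapped the reads with STARsolo, the Astroides reads to a genome they assembled and the Pocillopora reads to the genome of P. damicornis, and they deposited raw UMI counts for 28330 and 19923 features. No step that draws on the reads, such as cell calling, could be repeated from these files. Technical replicates were summed, so each coral comparison rests on 2 biological samples, and its test has 1 residual degree of freedom before edgeR pools the variance across genes. In Astroides the 2 samples also differ in sorting. Cells were filtered by the limits the study states, at least 300 UMIs and 200 genes, at most 10000 UMIs, 3000 genes and 0.4% mitochondrial UMIs in Astroides, and at most 20000 UMIs, 4000 genes and 5% mitochondrial UMIs in Pocillopora. Clusters were made without correction for the matrix, from 26 principal components at resolution 0.9 in Astroides and 23 components at resolution 1 in Pocillopora. A cluster was called after a cell type, such as apical-like, only where at least 3 naming genes of the type and the larger part of its list were raised in it. Those naming genes come from the study's own marker tables, and none of the genes reported for a type was among them or among the variable genes that made the clusters.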

For *Astroides* and *Pocillopora*, we dissociated planula collected from natural releases and carried out three rounds of 10x Genomics scRNA-seq cell capture for each species. After analysis, we retained 18,964 *Astroides* and 9733 *Pocillopora* planula cells expressing a total of 21,952 and 17,112 genes, respectively. 

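In Astroides, 3869 unsorted cells and 6682 and 9382 sorted cells of runs 1 and 2 passed the filters, with a median of 814, 961.5 and 1041 UMIs per cell. The study left out a cluster with no unique genes and with markers of all clusters. Here 1 of 31 first clusters had none and was left out, 1186 cells with 9 markers. The 18747 cells that remained held 25908107 UMIs of 21863 genes detected in at least 3 cells, or 18767 genes detected in at least 10 cells. In Pocillopora, 4809 cells of colony C3 and 2517 and 2408 cells of the 2 technical replicates of colony C6 passed, with a median of 820.0, 788 and 745.5 UMIs. No cluster was left out there, and the 9734 cells held 11325130 UMIs of 17111 genes in at least 3 cells, 15182 of them in at least 10 cells.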

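Clustering gave 29 clusters in Astroides and 31 in Pocillopora, where 1 cluster that held the naming genes of more than 1 type was clustered again. Of its 8 parts, those that took the same name, or none, were joined. The number depends on the resolution. It was 24 in Astroides and 26 in Pocillopora at resolution 0.6, and 42 and 41 at resolution 1.5, and no Pocillopora cluster met the rule for the apical name at resolution 0.6. In Astroides the naming genes marked 950 gland mucous-like cells, 204 neurosecretory 1-like cells, 479 neurosecretory 2-like cells, 224 GLWamide-like cells and 251 apical-like cells, each as 1 cluster. The unsorted sample held 44 of the GLWamide-like cells and 46 of the apical-like cells. Pocillopora had 643 gland mucous-like cells in 2 clusters, 73 neurosecretory 1-like cells, 246 neurosecretory 2-like cells in 2 clusters, 59 GLWamide-like cells and 708 apical-like cells. The apical-like cells made up 7.36% and 7.19% of the cells of colonies C3 and C6, against 1.35% of the sorted and 1.29% of the unsorted Astroides cells.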

Using Leiden clustering, we resolved 31 clusters in the *Astroides* planula cell atlas and 30 clusters in the *Pocillopora* planula cell atlas with distinct expression signatures (fig. S10). Clusters were grouped into 10 broad cell classes, consistent with previously published cell atlases of anthozoan larvae [*Stylophora pistillata* (*56*) and *N. vectensis* (*57*, *58*)]: epidermal, specialized epidermis, gastrodermal, digestive filaments, neural, secretory, gland mucous, neurosecretory, apical cells, and cnidocytes (Fig. 4, A and D, and figs. S11 and S12).

**Fig. 4.**
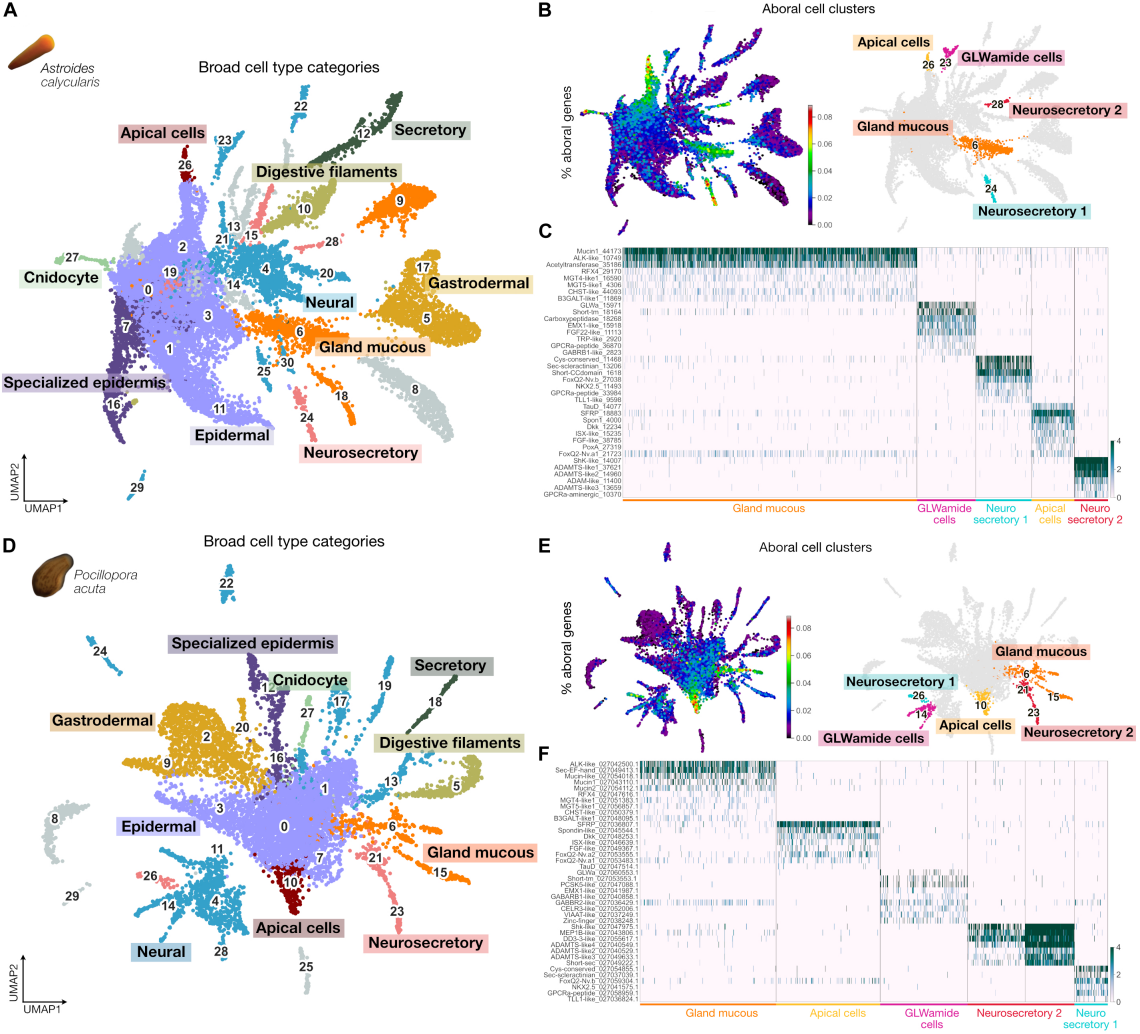
Transcriptomic characterization of aboral cell types in *Astroides* and *Pocillopora* planulae. (**A** and **D**) UMAP representation of *Astroides* and *Pocillopora* planula cells respectively labeled by cell type classes: epidermal, specialized epidermis, gastrodermal, digestive filaments, neural, secretory, gland mucous, neurosecretory, apical cells, and cnidocytes. Gray clusters have not been annotated. (**B** and **E**) Aborally enriched cell clusters in the *Astroides* and *Pocillopora* planula cell atlases, respectively. On the left, UMAP of *Astroides*/*Pocillopora* planula cells, with cells colored on the basis of the percentage of expression of aborally enriched genes. Warmer colors indicate high proportions of aboral gene counts relative to the total gene counts in each cell. On the right, *Astroides*/*Pocillopora* planula cell atlas with aboral cell clusters highlighted in distinct colors. *P* values for aboral enrichment significance (Fisher’s exact test) were as follows: gland mucous, 1.75 × 10^−06^; GLWamide cells, 0.71; neurosecretory 1, 3.38 × 10^−22^; neurosecretory 2, 8.97 × 10^−05^; apical cells, 1.38 × 10^−30^ for *Astroides*; gland mucous_6, 2.71 × 10^−05^; gland mucous_15, 0.09; GLWamide cells, 0.73; neurosecretory 1, 5.06 × 10^−05^; neurosecretory 2_21, 6.57 × 10^−04^; neurosecretory 2_23, 0.71; apical cells, 8.92 × 10^−20^ for *Pocillopora*. (**C** and **F**) Heatmap of marker genes for each *Astroides*/*Pocillopora* aboral cell cluster, with cell type annotation labels and colors corresponding to (B) and (E), respectively (complete gene list in table S3). Gene names are based on orthology assignments or Pfam domains when orthology is unclear. Trailing numbers are unique gene identifiers from this project.

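Markers of a cluster were the genes whose UMI counts, summed in each biological sample over the cells of the cluster and over all other cells, were higher in the cluster by more than 1 log2 unit at an adjusted p under 0.05 (edgeR quasi-likelihood test with the sample as a block). A one-sided Fisher's exact test asked whether the aboral genes of the bisected planulae, 224 in Astroides and 126 in Pocillopora, were more frequent among these markers than among the genes in the fit, which numbered 9507 to 11401 and 11796 to 12351 per cluster. In Astroides, 74 of 230 markers of the apical-like cluster were aboral, an odds ratio of 55.3 (one-sided exact p 4.7e-82, adjusted over 29 clusters to 1.4e-80). The neurosecretory 1-like cluster had 37 of 192 (odds ratio 21.0, adjusted p 1.3e-30), the gland mucous-like cluster 41 of 740 (5.64, 9.4e-15) and the neurosecretory 2-like cluster 11 of 164 (5.57, 8.1e-05). In the GLWamide-like cluster 14 of 433 markers were aboral (2.61, 0.0075). That value depends on how markers are defined, since with markers ranked over single cells by the Wilcoxon test, as in the study, the odds ratio was 2.14 (exact p 0.072). Among the enriched types that kept a value, the neurosecretory 1-like one moved most, to 6.39 when the aboral genes were left out of the variable genes. No Astroides cluster met the rule for the apical name in that setting. The apical-like odds ratio of 55.3 therefore has no value there and was not tested against that choice.
In Pocillopora, the apical-like cluster had 35 aboral genes among 551 markers (odds ratio 13.0, adjusted p 1.0e-21 over 29 clusters). The 2 gland mucous-like clusters had 31 of 466 (13.3, 3.7e-20) and 7 of 413 (2.59, 0.09), and the neurosecretory 1-like cluster 11 of 212 (8.60, 1.7e-06). Of the 2 neurosecretory 2-like clusters, 1 had 6 aboral genes among 127 markers (7.15, 0.0016) and the other 0 among 214, where 1.51 would fall by chance. The GLWamide-like cluster had 3 of 217 (2.02, 0.41), so no enrichment was detectable there. In both species other clusters were enriched as well, 8 of 29 in Astroides and 6 of 29 in Pocillopora in all.

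**Figure D3:**
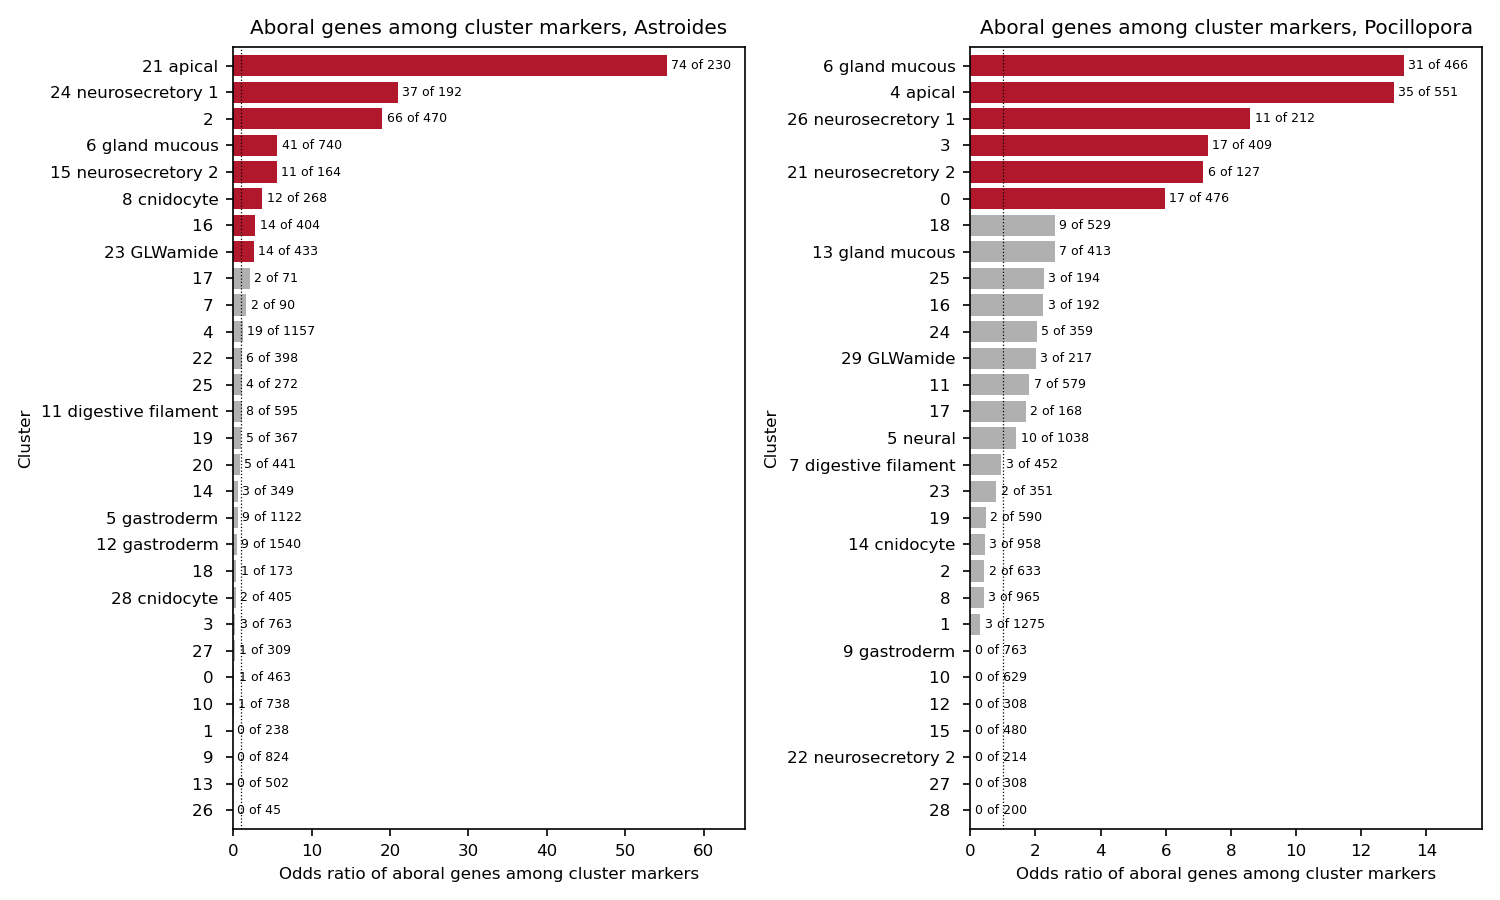
Odds ratio of aboral genes among the markers of each cluster (x axis, linear) for the 29 Astroides clusters and the 29 Pocillopora clusters with at least 10 cells in every biological sample (y axis, cluster number and name). Red bars have an adjusted p under 0.05, grey bars do not, the dotted line marks an odds ratio of 1, and the text beside each bar gives aboral markers of all markers. The apical-like bar is the longest in Astroides at 55.3, and in Pocillopora the apical-like bar at 13.0 is second to a gland mucous-like bar at 13.3.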

By integrating our *Astroides* and *Pocillopora* aboral transcriptomes with the planula scRNA-seq data, we identified five aboral cell clusters for each species showing equivalent transcriptomic signatures: three cell clusters with a secretory signature (gland-mucous, neurosecretory 1, and neurosecretory 2), one neural cluster (GLWamide cells), and one epidermal-like cluster (apical cells) (Fig. 4, B and E).

### Transcriptomic and morphological characterization of the coral planula aboral cell types

*Astroides* and *Pocillopora* planula scRNA-seq clustering shows strong similarity to the *Astroides* dataset containing a larger number of cells. We used *Astroides* planulae, which lack symbionts, for morphological characterization of the five aboral cell types using HCR of selected marker genes and antibody staining.

The gland-mucous cell transcriptome is characterized by the expression of mucins and different types of enzymes with potential roles catalyzing posttranslational modifications to glycoproteins and glycans including two α-1,3-mannosyl-glycoprotein 4-β-*N*-acetylglucosaminyltransferase–like proteins, two β-1,3-galactosyltransferase–like proteins, one α-1,6-mannosylglycoprotein 6-β-*N*-acetylglucosaminyltransferase–like protein, and one carbohydrate sulfotransferase–like protein. These cells also specifically express an ALK-like tyrosine kinase receptor and the RFX4 transcription factor, both of which are also markers for the mucous cells in *Clytia* (*46*) and the gland-mucous cells in the *Nematostella* planula (*58*) (Fig. 4, C and F). 

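Mucin2 of Astroides (STRG.44173), itself aborally enriched, reached in the gland mucous-like cells 6910.2 ± 1908 counts per 1000000 UMIs of the cells (CPM, mean ± SD, n = 2 samples) against 193 in all other cells, a log2 fold change of 5.39 (standard error 0.27, adjusted p 7.1e-86). A Mucin2 UMI was found in 91.4% of these cells, at a median of 1670 UMIs per cell, and in 9.75% of gastroderm-like cells, at a median of 881. The 5 genes for enzymes that modify glycans were all markers, with log2 fold changes of MGT4-like1 6.33, MGT4-like2 6.63, MGT5-like1 5.06, CHST-like 5.73 and B3GALT-like1 4.28. They are much less abundant, between 62.4 and 149 CPM. In Pocillopora the highest of 3 mucins was Mucin1 (XP_027043110.1) at 4982 ± 896 CPM, 6.61 log2 units above all other cells, followed by Mucin-like at 4.70 and Mucin2 at 4.25. The 6 genes for such enzymes had log2 fold changes of MGT4-like1 5.32, MGT4-like2 5.41, MGT5-like1 4.69, CHST-like 6.68, B3GALT-like1 5.00 and B3GALT-like2 6.06, from 38 to 100 UMIs each. With p values adjusted over the list alone, as with those adjusted over all genes, 8 of 8 Astroides and 11 of 11 Pocillopora genes of this type were markers. The study chose the list on these samples, so this count is not independent evidence.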

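ALK-like (STRG.10749) had 5299 ± 1198 CPM in the Astroides gland mucous-like cells (log2 fold change 4.90, adjusted p 5.8e-79), with 2671 CPM in the unnamed cluster 10, the next highest of 28 other clusters. RFX4 (STRG.29170) was a marker at 2.83, but 3 clusters had a higher mean than its 109 ± 44.0 CPM, the highest the unnamed cluster 10 at 179.6 CPM. In Pocillopora ALK-like (XP_027042500.1) reached 2309 ± 784 CPM (5.95) and RFX4 (XP_027047616.1) 90.6 ± 16.9 CPM (5.13), and both were highest in the gland mucous-like cells. The unnamed cluster 11 came next for both, at 598 and 17.3 CPM.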

HCR for a gland-mucous cell marker gene shows staining in club-shaped cells densely covering the whole aboral epidermis (Fig. 5A). They bear apical extensions that reach the surface, consistent with a secretory function.

**Fig. 5.**
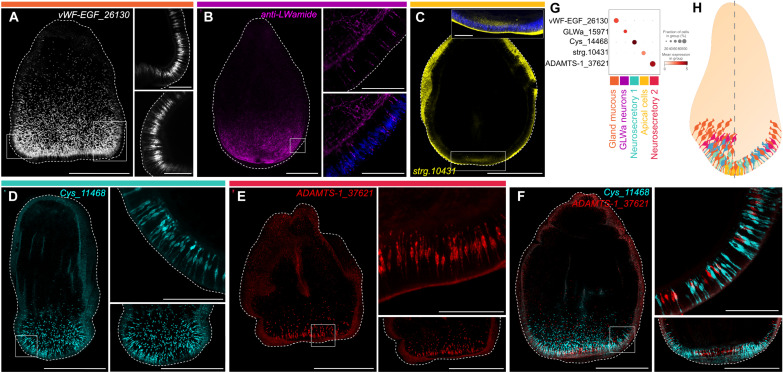
Morphology of aboral cell types in the *Astroides* planula. (**A** and **C** to **E**) HCRs for vWF-EGF_26130 (white), strg.10431 (yellow), Cys_11468 (cyan), and ADAMTS-1_37621 (red). (**B**) Anti-LWamide staining (magenta). Blue staining in the lower right panel in (B) and upper right inset in (C) shows Hoechst staining. (**F**) Double HCR for Cys_11468 (cyan) and ADAMTS-1_37621 (red). Squares in (A) to (F) outline the areas shown in higher magnification to the right. All images are maximum intensity projections of confocal *Z*-stacks. Scale bars, 500 μm in full planulae and 100 μm in the high-magnification panels. (**G**) Dot plot of expression of the marker genes shown in (A) to (F) across the aboral cell clusters. (**H**) Schematics showing the distribution of aboral cell types in the *Astroides* planula. The left part corresponds to a surface view, and the right part corresponds to a medial section. The color code of the cells matches the bars above the (A) to (E) panels and the annotation labels in (G).

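ELAV, an RNA-binding protein used as a pan-neural marker, and AshA, a proneural transcription factor, took no part in making the coral clusters or in naming these types. In the neurosecretory 1-like cells, AshA had 706 ± 213 CPM in Astroides (STRG.10864, log2 fold change 1.81, adjusted p 0.082 by edgeR) and 1698 ± 121 CPM in Pocillopora (XP_027048862.1, 2.08, 0.097). It was higher there than in all other cells in both samples of each species, but not beyond the error that 2 samples leave. ELAV was at 270.3 ± 47.8 CPM in these Astroides cells (STRG.3504, -0.12, 0.99) and at 341 ± 81.0 in Pocillopora (XP_027049686.1, 1.09, 0.42). In the neurosecretory 2-like cells neither gene was raised over all other cells. Those other cells include the neural types, so a fold change against them does not tell whether a gene is expressed. AshA had log2 fold changes of -0.96 and 0.42 in Astroides and Pocillopora, and ELAV of -0.21 and -0.62, with adjusted p of 0.095 or more. A UMI of ELAV was found in 16.7% of the neurosecretory 2-like and 11.6% of the gastroderm-like Astroides cells, at medians of 827 and 881 UMIs per cell. The Pocillopora shares were 6.91% and 8.54%, at medians of 737 and 1114.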

The two “neurosecretory” clusters show expression of neural markers, including ELAV and the transcription factor AshA (*58*, *59*), and several genes potentially encoding secreted proteins. The “neurosecretory 1” cells are characterized by high expression of two short secreted proteins. 

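In Astroides, the cysteine-containing protein gene STRG.11468 gave 163145 ± 44948 CPM in the neurosecretory 1-like cells and its log2 fold change was 10.35 (standard error 1.59, adjusted p 1.4e-08). The next highest cluster had 579 CPM. STRG.13206 had 12283 CPM with a spread between samples of 11686, and a log2 fold change of 9.84. A UMI of STRG.11468 was found in 67.6% of the 204 cells at a median of 1300 UMIs, and in 6.42% of gastroderm-like cells. A further short secreted protein gene, Short-CC (STRG.1618), was a marker at 8.92, with 2545 CPM in the unnamed cluster 26 against 7708. The Pocillopora gene pair, XP_027054855.1 and XP_027037039.1, had 33016 ± 7467 and 7079 ± 247 CPM in 73 neurosecretory 1-like cells, with log2 fold changes of 8.34 (adjusted p 0.012) and 5.76 (2.7e-04).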

One is specific to Anthozoa and, like the PF1 secreted proteins expressed in *Clytia* neurosecretory cells, contains conserved cysteines (fig. S2). The other is exclusively found in other scleractinian coral species (see table S3). 

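The neurosecretory 1-like cells of Astroides gave 82 UMIs of GPCRa-peptide (STRG.33984), a class A G protein-coupled receptor (GPCR), which made 214 ± 52.2 CPM, and no other cluster exceeded 3.29 CPM. Its log2 fold change was 8.51 (standard error 0.89, adjusted p 2.2e-18). The metalloprotease gene TLL1-like (STRG.9598) gave 44 UMIs, 99.0 ± 56.4 CPM and a log2 fold change of 5.01 (adjusted p 6.6e-11), and its next highest cluster had 16.0 CPM. In Pocillopora GPCRa-peptide (XP_027048848.1) rested on 20 UMIs and TLL1-like (XP_027036824.1) on 12, with log2 fold changes of 6.87 and 8.01 (adjusted p 4.3e-10 and 1.5e-06).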

In both coral species, these cells also specifically express a class A GPCR of peptide-binding type and a metalloprotease related to the Tolloid family, involved in cleaving proteins in the extracellular matrix. They also express two transcription factors: Nkx2.5, identified as apical enriched in *Nematostella* and two *Acropora* species (*27*), and a forkhead transcription factor that is a paralog of the aboral FoxQ2a in *Nematostella* (Fig. 4, C and F).

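FoxQ2b, the forkhead gene, was found in 61.3% of Astroides (STRG.27038) and 67.1% of Pocillopora (XP_027059304.1) neurosecretory 1-like cells, at 1366 ± 702 and 1307 ± 214 CPM and log2 fold changes of 5.65 and 6.18 (adjusted p 7.6e-12 and 2.2e-13). In gastroderm-like cells of Astroides the share was 0.787%. Nkx2-5 had 319.6 ± 34.0 CPM in Astroides (STRG.11493) and 294 ± 100.0 CPM in Pocillopora (XP_027041575.1), at log2 fold changes of 4.62 and 4.77. It was less restricted than FoxQ2b in Astroides, where 3 other clusters had more than 10% of its level and the unnamed cluster 22 had 135 CPM.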

The “neurosecretory 2” cells are characterized by the high expression of a cysteine-rich secreted protein with an ShK-like domain, characteristic of the potassium channel–blocking toxin found in the sea anemone *Stichodactyla helianthus* (*60*). These types of domains have also been identified in cnidocyte venom components and in toxin-like neuropeptides in *Nematostella* (*61*–*63*). This neurosecretory type also shows specific expression of four metalloproteinases of the ADAM family, three of which also detected as significantly enriched in the aboral end (Figs. 1G and 4, C and F). 

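The 4 Astroides genes of this family were markers of the neurosecretory 2-like cells, with log2 fold changes of ADAMTS-like1 7.49, ADAM-like 8.78, ADAMTS-like2 6.78 and ADAMTS-like3 6.44 (adjusted p at most 1.8e-42). ADAMTS-like2 (STRG.14960) was the most abundant at 2707 ± 1939.9 CPM (mean ± SD, n = 2), with 1335 CPM in one sample and 4079 in the other. No other cluster exceeded 77.2 CPM for any of the 4, against 265 to 2707 CPM in the neurosecretory 2-like cells. The share of these cells with a UMI ran from 12.9% for ADAM-like to 40.5% for ADAMTS-like2, and was at most 1.39% in gastroderm-like cells. In Pocillopora 5 genes of the family and the meprin-related MEP1B-like had log2 fold changes of ADAMTS-like1 8.11, ADAM-like 9.39, ADAMTS-like2 8.46, ADAMTS-like3 9.17, ADAMTS-like4 8.94 and MEP1B-like 7.53. The most abundant of the 5, ADAMTS-like4 (XP_027040549.1), had 5086 ± 1368 CPM.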

The two neurosecretory cell types show a very similar secretory-like morphology to the gland mucous cells as shown by HCR (Fig. 5, D and E). They are also concentrated at the apical tip, although in lower numbers. Double HCR for marker genes of each neurosecretory type confirmed expression in distinct populations (Fig. 5F).

The aboral neural cell cluster is defined by the expression of the GLWamide neuropeptide precursor gene. 

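The GLWamide-like cells, 224 in Astroides and 59 in Pocillopora, had ELAV at 2473 ± 179 and 992 ± 18.7 CPM, log2 fold changes of 3.18 and 2.45 (adjusted p 6.8e-32 and 1.4e-14). AshA was raised by 2.02 and 1.45 log2 units (adjusted p 2.2e-11 and 2.5e-07). The carboxypeptidase gene of Astroides (STRG.18268) had 1091 ± 306 CPM and a log2 fold change of 7.07 (standard error 0.34, adjusted p 3.4e-88), with at most 76.1 CPM in another cluster. Its UMIs were found in 58.9% of the GLWamide-like cells and 0.242% of gastroderm-like cells, at medians of 1380 and 881 UMIs. In Pocillopora the proprotein convertase gene PCSK5-like (XP_027047088.1) had 14174 ± 2806 CPM and a log2 fold change of 8.82 (standard error 0.22), and was found in 93.2% of the cells. The Pocillopora carboxypeptidase (XP_027051936.1) was a marker at 3.99 but reached 484 CPM in a neurosecretory 2-like cluster against 352 here.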

In both *Astroides* and *Pocillopora*, the transcriptome of these GLWamide cells shows specific expression of neural-related genes, including enzymes involved in the processing of propeptides into their biologically active form: a carboxypeptidase in *Astroides* and a proprotein convertase in *Pocillopora* (Fig. 4, C and F). Among the few genes that show cluster-specific expression is a neurotransmitter-gated ion channel with similarity to GABA_A_Rs (fig. S13) and a homeobox transcription factor EMX-like. 

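EMX-like was confined to the GLWamide-like cells in both corals, at 563 ± 111 CPM in Astroides (STRG.15918, log2 fold change 8.22, adjusted p 2.9e-86) and 589 ± 53.8 CPM in Pocillopora (XP_027041987.1, 7.38, 3.3e-22). No other cluster exceeded 17.4 and 30.4 CPM. The ligand-gated channel GABRB1-like was a marker at 4.41 in Astroides (STRG.2823, adjusted p 1.3e-15) and 4.48 in Pocillopora (XP_027040858.1, 3.4e-07), from 38 and 21 UMIs. In Astroides the unnamed cluster 16 had 53.7 CPM beside 63.9 ± 69.6 CPM here, a difference smaller than the spread between samples, and in Pocillopora 5 other clusters had more than 10% of its 293 ± 47.2 CPM.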

Staining with an anti-LWamide antibody revealed a dense nerve plexus at the aboral end of the planula, associated with individual cell bodies within the epidermal layer in an aboral-lateral zone (Fig. 5B). No cell bodies were detected at the apical tip where neurosecretory cells are more abundant.

The coral planula scRNA-seq analysis revealed one aboral cell type clearly distinct from any of those in the *Clytia* planula, the cluster that we term “apical cells.” This cluster expresses the highest proportion of aborally enriched genes (Fig. 4, B and E). 

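The proportion can be taken over marker genes or over UMIs. Over markers, aboral genes made up 32.2% in the Astroides apical-like cluster and 6.35% in the Pocillopora one. Over UMIs, aboral genes gave 3.46 ± 0.109% of the counts of the Astroides apical-like cells (SD, n = 2), rank 7 of 29 clusters, and 1.67 ± 0.787% in Pocillopora, rank 11 of 31. The highest shares of UMIs were 25.5 ± 0.835% in the neurosecretory 1-like cells of Astroides and 19.8 ± 3.25% in a gland mucous-like cluster of Pocillopora, where single transcripts gave 13.8% and 18.6% of all counts. In the GLWamide-like cells of Astroides the share differed between the 2 samples from 7.43% to 26.3%. Without the 10 aboral genes with the most UMIs in each cluster, the apical-like cells ranked 2 in Astroides at 1.65% and 3 in Pocillopora at 0.351%, and the neurosecretory 1-like cells ranked 1 in both.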

Its transcriptomic signature is closely related to the epidermal clusters as shown by the expression of shared marker genes, including a tropomyosin-like and the transcription factor Sox3, expressed in the ectoderm of *Nematostella* (*58*). Among specific apical cell cluster markers are many of the genes forming the gene regulatory network directing the formation of the apical organ in the *Nematostella* planula. These include known aborally/anteriorly expressed genes required for the development of the apical organ, including Six3/6, FoxQ2a (*17*), FGFa1 (*28*), and ISX-like (*6*); and other apical markers shown to have specific expression in the apical domain of *Nematostella* planula including Frizzled 5/8, Dickkopf-like, SFRP, Nkx3, Tbx4-5, and BMP1-like5 (*27*, *30*). 

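In Astroides, 12 of the 14 apical genes, TauDa included, were markers of the 251 apical-like cells, and 12 with p values adjusted over the list alone. SFRP (STRG.18883) was the most abundant at 2321 ± 248 CPM, against 95.8 in all other cells (log2 fold change 4.11, standard error 0.52, adjusted p 5.3e-13). A UMI of SFRP was found in 81.7% of the apical-like cells and 9.87% of gastroderm-like cells, at medians of 887 and 881 UMIs per cell. The other log2 fold changes were ISX-like 6.10, FoxQ2a-clytia 4.16, DKK3 3.50, FGF-like 4.78, FGFa1 4.80, NKX3 4.44, FoxQ2a1 2.03, TBX5 3.57, POXA-like 6.90 and BMP1-like 3.94. The apical-like cells had the highest mean of all clusters for each of these. Only 4 of the 14 genes had no other cluster above 10% of their apical level, and FoxQ2a1 exceeded it in 11 other clusters. Six3/6 (STRG.44164) had 346 ± 60.4 CPM, a log2 fold change of 0.25 (adjusted p 0.88), and 1239 CPM in the gland mucous-like cells. Frizzled5/8 (STRG.44114) gave 2 UMIs in the apical-like cells, too few to test.
In Pocillopora, 10 of 14 genes, TauD genes included, were markers of the 708 apical-like cells, 11 with the adjustment over the list alone, and the fold changes were smaller. SFRP (XP_027036807.1) had 1259 ± 645 CPM (2.61, adjusted p 3.8e-08) and a UMI in 27.7% of these cells, against 21.5% of gastroderm-like cells. The medians were 627.5 UMIs per apical-like and 1113.5 per gastroderm-like cell, so these shares are not at equal depth. The fold changes of the others were ISX-like 2.54, DKK3 2.47, FGF-like 2.67, NKX3 1.86, FoxQ2a1 1.40, FoxQ2a2 2.30, TBX5 1.96, POXA-like 2.13 and Frizzled5/8 1.63. Of these, NKX3, FoxQ2a1, TBX5 and Frizzled5/8 (XP_027048131.1) had a higher mean in another cluster. Six3/6 (XP_027043093.1) was lower in the apical-like than in all other cells, at 76.9 ± 6.77 CPM (-1.28, adjusted p 3.5e-04), with 2342 CPM in the unnamed cluster 19. When the apical genes were allowed among the variable genes, the apical-like cells changed and its log2 fold change was 1.25 (adjusted p 3.9e-04). With DESeq2 in place of edgeR, NKX3, FoxQ2a1, TBX5 and Six3/6 of Pocillopora were no longer past an adjusted p of 0.05 (0.32, 0.7, 0.16 and 0.067).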

For some of these genes, distinct expression patterns have been observed in one of the two cell types forming the apical organ of *Nematostella*—the apical tuft cells and the larva-specific neurons (*6*, *7*, *57*). However, all apical organ markers are found coexpressed in the same apical cell cluster of the coral planulae (fig. S14). 

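Whether these genes share single cells was counted from UMIs within the apical-like cluster. For each pair of the 14 genes, the number of cells with a UMI of both was divided by the number that chance would give within quartiles of total UMIs, and 0.5 was added to both. Pairs with at least 2 cells by chance were kept. In Astroides the median log2 ratio was 0.15 over 78 pairs in 205 sorted cells and 0.10 over 51 pairs in 46 unsorted cells, so pairs were found together about as often as chance gives. The ratios ran from -0.87 to 0.94 and from -1.34 to 0.68. A cell had UMIs of 4 of the genes in the median in both samples, and 88.8% and 93.5% had at least 2. In Pocillopora 10 pairs in colony C3 and 28 in colony C6 could be counted, each colony with 354 apical-like cells, and their median log2 ratios were 1.32 and 1.08. There the median cell had none of the genes, and 14.4% and 22.3% had at least 2, so the genes fell together in a part of the cluster. Cells are not independent replicates, so no p is given. From these markers in 1 cluster and a comparison with another coral, the paper takes these observations as pointing to homology of the coral apical cells and the Nematostella apical organ.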

Comparison of planula data from another scleractinian coral, *S. pistillata*, identified a cluster directly corresponding to the *Astroides* and *Pocillopora* apical cells (*27*, *56*). Together, these observations indicate the homology of the coral apical cells to the *Nematostella* apical organ. A cell type with the “apical cell” signature possibly emerged before the divergence of Actiniaria and Scleractinia, and the subdivision of the apical organ into two distinct cell types evolved subsequently in actinarian sea anemones.

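TauDa of Astroides (STRG.14077) had 148 UMIs in the apical-like cells, 392 ± 148 CPM in the mean of 2 samples, against 8.95 in all other cells, a log2 fold change of 5.03 (standard error 0.43, adjusted p 7.2e-28 by edgeR). Its UMIs were found in 38.6% of the apical-like and 0.303% of the gastroderm-like cells, and no other cluster exceeded 36.5 CPM. In Pocillopora TauDa (XP_027047514.1) gave 6 UMIs in 708 apical-like cells, 10.4 ± 5.41 CPM against 1.39, and its log2 fold change of 2.49 had an adjusted p of 0.11, so a difference was not detectable at this depth. Among cells with at least 500 UMIs it was 2.77 (adjusted p 0.004). A second Pocillopora TauD gene, XP_027047515.1, also aborally enriched in the bisected planulae, gave 1 UMI.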

Another notable marker for the coral planula apical cells is a gene containing a TauD domain (Fig. 4, C and F), orthologous to the TauD gene identified in the apical domain of *Nematostella* (*30*) and closely related to the two *Clytia* TauD genes expressed in the HFRIamide cells (fig. S4). HCR for a coral apical cell marker gene in *Astroides* larvae showed signal in a localized region of the epidermis at the most aboral tip (Fig. 5C). The cell bodies are positioned slightly below the aboral surface, their nuclei being less densely packed and positioned deeper than the surrounding epithelial cells (Fig. 5C). This pattern indicates that specialized epidermal cells at the aboral tip in these coral larvae have a distinct structure.

### Taurine inhibits settlement in both medusozoan and anthozoan planulae

The cnidarian TauD-containing genes emerged from our analyses as a notable common feature of the planula aboral ends, albeit expressed in distinct cell types. 

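In the apical-like cells of both corals the neural genes were lower than in all other cells. ELAV was at 136 ± 0.884 CPM in Astroides (log2 fold change -1.43, adjusted p 0.014) and 63.4 ± 10.8 CPM in Pocillopora (-1.24, 9.2e-04), and AshA at 5.68 ± 8.04 and 5.05 ± 2.12 CPM (-4.63 and -6.19). AshA gave 3 UMIs in the apical-like cells of each coral, which is 0.398% of these cells in Astroides beside 2.42% of the gastroderm-like cells, and 0.424% beside 0.407% in Pocillopora.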

The two *Clytia* genes are expressed in the HFRIamide cells, while in the coral larvae, a closely related gene is expressed in apical epidermal-like cells lacking a neural signature. The HFRIamide cells in *Clytia* also express the vGAT-like and BGT-1–like transporters, potentially able to mediate uptake of GABA/glycine/taurine–related amino acids. The expression of TauD orthologs in specialized cells at the aboral end of other anthozoan planulae (*27*, *30*) suggests a shared and possibly ancestral role across cnidarian larvae. Although the molecular function of these particular TauD proteins remains to be determined, one intriguing possibility is that they are involved in regulating settlement via catabolism of taurine. Complex prediction using the TauD protein from *Clytia* with taurine, 2-oxoglutarate (α-ketoglutarate), and Fe^2+^ as inputs to boltz-1 (*64*) placed the ligands in essentially the same positions as that found in the *Escherichia coli* crystal structure of TauD (*65*), with no obvious steric clashes (fig. S15).

Taurine is an amino sulfonic acid widely implicated in many processes of cell metabolism, including osmoregulation, calcium modulation, and antioxidation (*66*, *67*). In the mammalian brain, it can act as an agonist at receptors of the GABAergic and glycinergic neurotransmitter systems (*45*), so it is a potential ligand for the GABA_B_R-type receptors expressed in the GLWamide cells. It has been reported to function as a fast neurotransmitter in the scyphozoan “lion’s mane” jellyfish *Cyanea capillata* (*68*). Furthermore, a study in hydrozoan larvae has implicated taurine in maintaining the planula state (*69*).

We tested the effect of taurine on larval settlement using *Clytia* in the presence of natural biofilms and *Astroides* in the absence of active aeration, conditions that both promote settlement. More extensive testing was possible with *Clytia*, for which larvae are readily available from laboratory cultures. Exogenous taurine impaired settlement in both species—with nearly 100% inhibition observed when planulae were incubated in 10^−3^ or 10^−4^ M taurine (Fig. 6, A to C). Using *Clytia*, we could show that the taurine inhibition could be overridden by treatment with GLWamide, placing inhibition by taurine upstream of GLWa secretion (Fig. 6B).

**Fig. 6.**
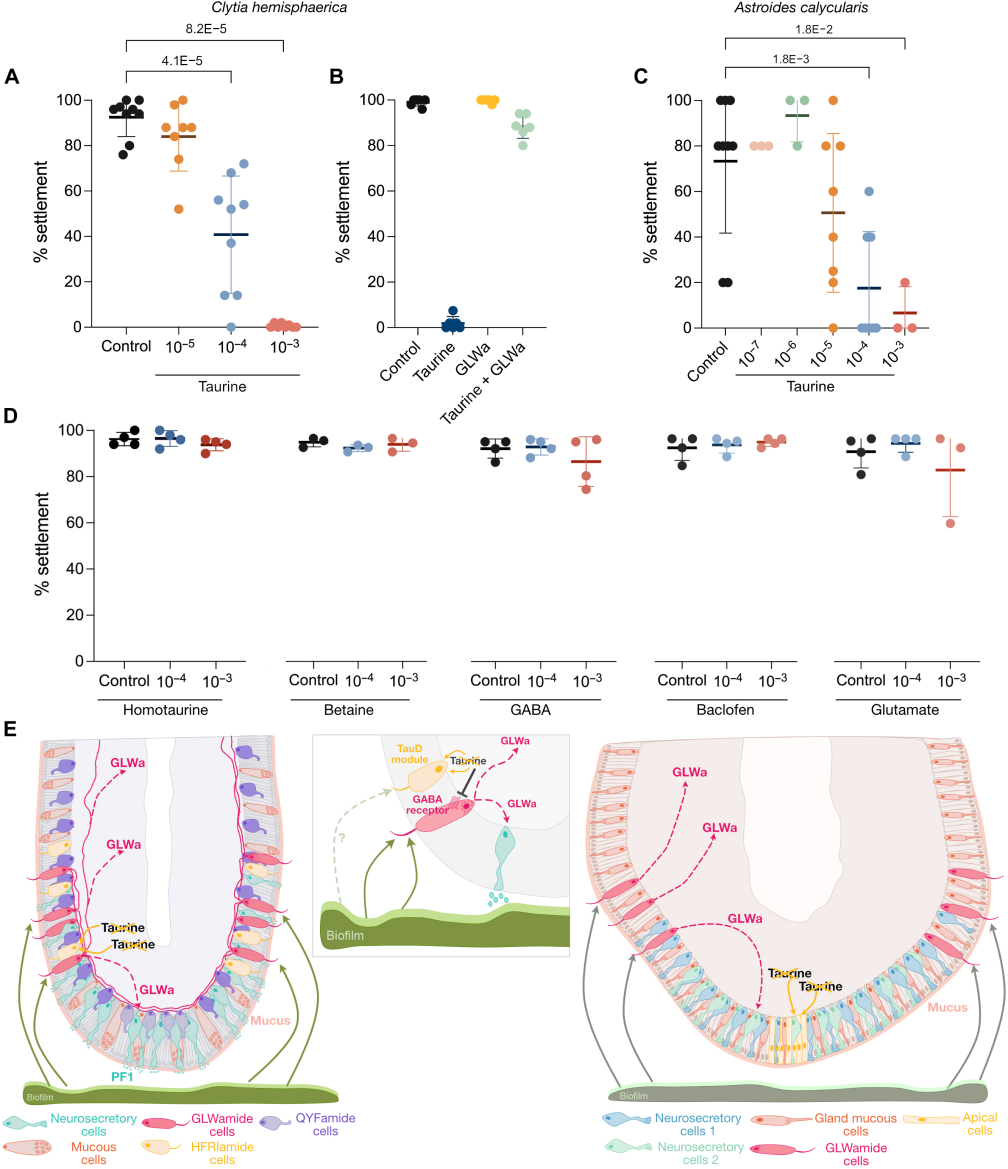
Taurine inhibition of settlement in hydrozoan and coral planulae. (**A** and **B**) Effect of taurine treatment on *Clytia* settlement. Plots show means ± SD, with concentration units expressed in molarity (M). Each dot represents the percentage of larvae settled in an individual well after overnight treatment (100 or 50 planulae per condition). *P* values are indicated for significant differences with respect to the control condition (Mann-Whitney *U* test). (B) Combined treatment with taurine (10^−3^ M) and GLWamide (10^−6^ M). Eight independent experiments were done for taurine and six for taurine + GLWamide (see raw treatment data in table S4). (**C**) Effect of taurine treatment on *Astroides* settlement. Plots show means ± SD, with concentration units expressed in molarity (M). Each dot corresponds to the percentage of larvae that had settled in an individual well on the first day >50% of control larvae settled (five planulae per condition). Eight independent experiments were carried out for taurine at 10^−4^ and 10^−5^ M and three for taurine at 10^−3^, 10^−6^, and 10^−7^ M (see raw treatment data in table S4; see fig. S16 for settlement plots across all days of treatment). *P* values are indicated for significant differences with respect to the control condition (Mann-Whitney *U* test). (**D**) Effect of other molecules on *Clytia* settlement. Plots show means ± SD. Each dot represents the percentage of larvae settled in an individual well after overnight treatment (100 or 50 planulae per condition). Four experiments for homotaurine, GABA, baclofen, and glutamate and three for betaine (see raw treatment data in table S4). (**E**) Proposed model of the cells and molecules involved in cnidarian larval settlement. The schematic shows the aboral end of *Clytia* (left) and coral planula (right), with an inset illustrating the proposed regulatory interactions between HFRIamide cells and GLWamide cells within the *Clytia* planula.

In the hydroid *Hydractinia echinata*, taurine and molecules with *N*-methyl groups, such as *N*-methylpicolinic acid (homarine), *N*-methylnicotinic acid (trigonelline), and *N*-trimethylglycine (betaine), were detected in high concentrations in the larvae, the levels decreasing upon settlement induction (*70*), and inhibit metamorphosis when present in micromolar concentrations (*71*, *72*). Other structurally similar molecules, including GABA and the GABA agonist baclofen, inhibit the planula-to-polyp transition in the sea anemone *Nematostella* (*41*). In our tests using *Clytia* planulae, neither homotaurine, betaine, GABA, baclofen, nor glutamate impaired settlement when present at the same concentrations used for taurine treatments (Fig. 6D), indicating that, at least in *Clytia*, taurine is a specific settlement inhibitor. One possible interpretation of these findings is that specialized aboral cells in cnidarian planulae contribute to regulating settlement by decreasing taurine levels locally, a hypothesis discussed in more detail below.

## DISCUSSION

We have identified shared molecular and cellular features of planula aboral domains of the hydrozoan *C. hemisphaerica* and the scleractinian corals *A. calycularis* and *P. acuta*. As illustrated in Fig. 6E and fig. S17, two broad cell type classes—the secretory-like and the neural-like—have a similar arrangement at the aboral ends of both types of planulae.

The secretory cell types all show flask-shaped morphology with a tapered apical section extending toward the surface to secrete molecules into the environment, as previously deduced from histology (*2*, *73*, *74*). Neurosecretory cell types in both *Clytia* and coral planulae are characterized by high expression levels of taxon-restricted, short secreted proteins that share similar features, including conserved cysteines indicative of disulfide bonding. These include the PF1 secreted proteins in *Clytia*, and a distinct secreted protein with a unique 3D structure in one of the neurosecretory cell types of the coral planulae. The function of these highly abundant proteins is unknown. They could potentially have antimicrobial peptide activities, but another possibility is that, together with the secreted mucins, they help mediate larval adhesion to the substrate. A family of small, cysteine-rich secreted proteins is involved in forming a specialized attachment holdfast in mussels, facilitating cross-linking within the cuticle (*75*). Small proteins with cysteines in conserved positions have also been identified in barnacle cement (*76*), and multiprotein secreted adhesion systems are similarly responsible for the adhesion of *Drosophila* pupae (*77*). In each of these examples, the genes involved are species specific.

Cnidarian larvae also bear another specialized type of secretory cell, the mucous cells, concentrated in aboral and lateral regions. Mucous secretion has been implicated in many facets of cnidarian biology including innate immunity and management of associated microbial communities (*78*). Other roles for mucus secreted by the larva include protection of the larvae against suspended particles (*79*) and potentially also promotion of settlement by slowing down larval swimming at substrate interfaces, promoting adhesion, and/or enhancing bacterial biofilm production (*73*, *80*).

GLWamide cells in both *Clytia* and *Astroides* planulae surround the aboral pole and show the same sensory-like morphology and associated neurite network. Enrichment of GLWamide immunoreactive cell bodies and their neurites has been observed in aboral domains of various medusozoan planulae (*3*, *8*, *9*, *81*), and GLWamide-expressing cells have been detected across an aboral-central domain of the epidermis in the coral *Acropora* planula (*5*). GLWamide has been widely implicated in triggering planula cells to undergo metamorphosis, being released downstream of unknown sensory inputs (*69*). The shared expression of GPCRs and ligand-gated ion channels showing homology to GABA receptors in aboral cells of *Clytia* and coral planulae is thus of note. We identified a GABA_B_R-like expressed in *Clytia* and *Pocillopora* GLWamide cells and a GABA_A_R-like in both corals *Astroides* and *Pocillopora.* Both receptors come from gene families expanded in cnidarians, so it is possible that ligand binding specificity has altered. 

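Of 3 Pocillopora genes related to GABA B receptors, 2 were markers of the GLWamide-like cells. GABBR2-like (XP_027036429.1) had 521 ± 186 CPM there (log2 fold change 2.49, adjusted p 6.0e-09) and 980.1 CPM in the unnamed cluster 19, and GABBR1-like (XP_027040334.1) 588 ± 85.9 CPM (2.58, 4.0e-10), its highest mean of all clusters. The other GABBR2-like gene (XP_027040340.1) gave 8 UMIs (2.97, 0.08). A vesicular transporter gene, VIAAT-like, was a marker at 4.13 and was higher in the unnamed cluster 18 at 432 CPM than here at 221. The GPCRa-peptide gene of these cells was a marker in Astroides (STRG.1904, 3.36, 3.8e-10) and had 3 UMIs in Pocillopora, too few to tell. At resolution 0.6 XP_027040340.1 (2.29, adjusted p 1.2e-05) and the Pocillopora GPCRa-peptide gene XP_027051642.1 (5.77) were markers, and XP_027040334.1 was not (0.42, 0.2). It was not with aboral genes left out of the variable genes either (0.53, 0.098), nor with Harmony, where it was past 0.05 at a log2 fold change of 0.67.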

Treatment with GABA_B_R agonists has been shown to inhibit metamorphosis in *Nematostella* (*41*). Together, these findings suggest a conserved role of GABA-like receptors in the planula nervous system, potentially involved in the regulation of the settlement response, although not necessarily via GABA. In our assays, neither GABA nor its agonist baclofen had any effect on settlement in *Clytia*. This suggests that a distinct ligand may bind the “GABA-like” receptors in *Clytia.*

A number of observations point to taurine as the substrate of the TauD proteins expressed aborally in *Clytia* and coral planulae. First, our findings and others have directly implicated taurine in cnidarian planula biology (*4*, *27*, *30*, *70*). Furthermore, cnidarian larvae for which appropriate data are available show aboral expression of genes encoding Pfam TauD domains (*27*, *30*). These take their name from *E. coli* taurine dioxygenase, although there is no direct evidence that taurine is the endogenous substrate in cnidarians. Two human genes, BBOX1 (γ-butyrobetaine dioxygenase) and TMLHE (trimethyllysine dioxygenase), encode a TauD domain. These are both involved in carnitine biosynthesis, but both have more plausible cnidarian orthologs than the genes we have identified as aborally enriched. In *Clytia* planulae, the aboral TauD-expressing cells are neural and coexpress genes potentially involved in taurine uptake, including vGAT-like and BGT-1–like transporters. The same TauD-encoding genes are also specifically expressed in neurons in the *Clytia* medusa stage (*54*), and it is of note that taurine is an agonist of GABA receptors, close homologs of which we find in GLWamide cells. Last, we have shown that taurine has a common effect in inhibiting settlement in planulae of both *Astroides* coral and *Clytia*. Taking these observations together, we find it reasonable to hypothesize that taurine is a candidate substrate of the TauD proteins.

Putting together the different lines of evidence concerning the aboral TauD protein expression and GLWamide cells, we propose one possible model for settlement regulation (Fig. 6E). High levels of taurine present in larval tissue premetamorphosis (*70*) inhibit spontaneous settlement by binding to metabotropic GABA_B_R-type GPCRs and/or ionotropic GABA_A_R-type receptors in the plasma membranes of GLWamide cells, thereby preventing GLWamide secretion. To allow settlement, aboral cells specialized in the uptake and catabolism of taurine—the HFRIamide cells in *Clytia* and the apical cells in the corals—would act to deplete extracellular taurine locally, thus relieving the inhibition on GLWamide cells and permitting secretion of GLWamide neuropeptides. This mechanism may have been selected during the evolution of planulae to regulate settlement, potentially preventing this process either when the planula is not physiologically ready and/or because environmental conditions are unsuitable. The taurine catabolism genes are expressed in distinct specialized aboral cell types in hydrozoan and coral planulae as well as in the planula of the sea anemone *Nematostella* where it is expressed in the apical organ cells (*30*). The current situation may have evolved from an ancestral broader expression of taurine catabolism–related genes in an aboral domain, for example, under regulation of aboral domain transcription factors such as Six3/6 or FoxQ2a (*17*). Throughout the evolution of planulae across diverse species, the TauD proteins may have been selectively retained in different cell types within the aboral end as they diversified independently across species. Alternatively, the involvement of these TauD proteins in settlement regulation may have converged independently in different cnidarian groups, accounting for their expression in distinct cell types in *Clytia* and corals.

The mechanism proposed in Fig. 6E, in which local lifting of taurine-mediated inhibitory action around GLWamide-secreting cells allows cnidarian larvae to respond to environmental cues, integrates our findings but is obviously speculative. In any case, settlement induction is likely to require multimodal input (*69*, *82*) acting on sensory cells such as GLWamide cells, HFRIamide cells, and potentially, aboral Nk2d cells in *Clytia*. NO produced by the *Clytia* QYFamide cells is a candidate settlement-inducing signal, these ganglionic-type cells of the aboral neural plexus potentially integrating signals from distinct secreted molecules emitted by the sensory cells. NO is implicated, positively or negatively, in the regulation of settlement and metamorphosis in diverse marine invertebrates (*83*–*89*). Overall, this study provides the foundations for a full cellular and molecular understanding of the settlement response in cnidarians through functional analysis of the various candidate receptors and signaling molecules identified in these distinct aboral cell types.

## MATERIALS AND METHODS

No animal experimentation performed required ethics approval.

### Larva collection

*Clytia* larvae were obtained from fertilizations of laboratory Z strain adults (*40*). Gametes collected following light-induced spawning of male and female medusae were mixed, and cleaving embryos were transferred into small glass dishes filled with Millipore-filtered artificial seawater (MFSW; Red Sea Salt brand) (*14*). Embryos were left to develop at temperatures of 17° to 18°C. Development to the larval stage is rapid and reproducible in the laboratory; once the two body cell layers are fully established and all cell types present, at around 48 hpf, the larva is already able to settle in response to biofilm cues.

*Astroides* larvae were obtained following release from wild colonies. Fragments of adult female colonies were collected from three sampling sites on the island of Ischia, with permission for larva sampling of *A. calycularis* granted by the Marine Protected Area “Regno di Nettuno” [Sant’Angelo (40°41′31.1″N, 13°53′35.0″E), San Pancrazio (40°42′6.30″N, 13°57′17.8″E), and Punta Vico (40°45′33.4″N, 13°53′1.51″E)], a few days before the full moon of June 2021, 2022, and 2023. They were maintained in a 30-liter tank with water motion provided by a NEWA mini 606 pump and kept under dim-light conditions. Larvae were observed by transparency in the gastrovascular cavity and tentacles of the female colonies (*90*). Mature larvae fully developed inside the mother colonies were released 1 to 2 days after collection. Larvae were transferred into 300-ml plastic bottles filled with seawater and transported to the Villefranche laboratory in less than 24 hours. At the laboratory, larvae were kept in a temperature-controlled room at 24°C in 10-liter plastic containers filled with seawater and constant aeration. We consider these batches of larvae to be competent to settle, because in the absence of aeration, spontaneous settlement and metamorphosis were observed in the tanks. Larvae collected in June 2021 were used for generating the aboral/oral transcriptomic data and the scRNA-seq data. Larvae collected in June 2021, 2022, and 2023 were used for immunostaining, ISHs, and settlement assays.

*Pocillopora* larvae were collected following release from *P. acuta* (formerly assigned to lineage type β in the *Pocillopora damicornis* species complex) parent colonies, long-term cultured and asexually propagated by fragmentation at the Océanopolis Brest aquarium facility (six tagged colonies, ~15 to 20 cm diameter, corresponding to six phenotypes of the same genotype). Brooding colonies were placed individually in plankton net (200-μm mesh)–fitted polyvinyl chloride cylinders each evening and transferred back to the holding tank the following morning for a few successive days before the full moon. Night-released planula larvae were buoyant and actively swimming, hosting endosymbiotic *Cladocopium* sp. dinoflagellates (Symbiodiniaceae family) vertically transmitted from each parent colony (*91*). They were collected with a glass Pasteur pipette, transferred to 300-ml polyethylene bottles filled with 0.2 μm–filtered seawater (FSW) (separate batches per each parent colony), and transported to the laboratory within 2 days from release (*15*, *91*). FSW was renewed daily (50% of the total volume) and aerated using orbital agitation (Infors incubator, 25 rpm, MCAM laboratory, Paris) at 24°C under a 12-hour day:12-hour night photoperiod (~70 μmol photons/m^2^ per second, white and blue light) or by gentle air bubbling (LBDV laboratory). Larvae were sorted daily by developmental stage under a stereomicroscope to remove early metamorphic (disk-flattened) stages, retaining only the elongated, swimming planulae. Larvae released from individual colonies “C3” and “C5” around the time of the full moon of February 2020 were used for the generation of the aboral/oral bulk RNA-seq data. Larvae released from the “C3” colony around the full moon of December 2022 (6 and 7 December 2022) and from colony “C6” around the full moon of February 2023 (5 and 6 February 2023) were used for the generation of scRNA-seq data.

### Dissection of aboral/oral ends

Aboral and oral ends of *Clytia* larvae (52 hpf) were separated manually in MFSW using handmade tungsten wire loops and 2% agarose/MFSW–lined plastic petri dishes. Larvae were anesthetized by placing the dish on ice for 10 min and bisected under a stereomicroscope. For *Astroides* and *Pocillopora*, aboral and oral ends were separated using microdissection scissors under a stereomicroscope. Dissected tissues were transferred to lysis buffer (Ambion, RNAqueous MicroKit), vortexed, immediately snap frozen in liquid nitrogen, and stored at −80°C until mRNA extraction. *Clytia* larvae were dissected in rounds of maximum 30 min, pooled and placed in lysis buffer, and snap frozen. *Astroides* and *Pocillopora* larvae were dissected for 5 to 10 min, immediately placed in the lysis buffer, and snap frozen.

### Bulk RNA-seq and differential gene expression analysis

For RNA extraction, tissue samples from several aboral/oral dissections were pooled to ensure sufficient RNA yield for sequencing. For the *Clytia* samples, RNA was extracted from 321 aboral halves, 314 oral halves, and 140 uncut larvae for biological replicate 1 and 320 aboral halves, 317 oral halves, and 140 uncut larvae for biological replicate 2. For the *Astroides* samples, RNA was extracted from 20 oral and aboral halves and 10 uncut larvae for each of the two biological replicates. For the *Pocillopora* samples, RNA was extracted from four aboral halves and two oral halves for biological replicate 1 and eight aboral halves and six oral halves for biological replicate 2. Because *Clytia* larvae are much smaller than those of the corals, more larvae were pooled to achieve the equivalent quality and quantity of purified mRNA, allowing equivalent sequencing depth. Note that our strategy was to use these oral versus aboral bulk mRNA comparisons primarily as an entry point to identify and explore thoroughly aboral cells through scRNA-seq. Total RNA was isolated from each sample using the RNAqueous Total RNA Isolation Kit (Ambion, Thermo Fisher Scientific). Treatment with deoxyribonuclease I (Q1 DNAse, Promega) for 20 min at 37°C (2 U per sample) was followed by purification using the RNeasy minElute Cleanup kit (Qiagen). The RNA quality of all samples was checked using the Agilent 2100 Bioanalyzer with an Agilent RNA 6000 Nano Kit. Library preparation and sequencing were outsourced (BGI, DNBseq), generating 30 million 100–base pair (bp) paired-end reads per replicate. Gene counts for each sample were obtained by mapping the RNA-seq reads to the corresponding genomes [a chromosome level genome assembly for *Clytia*, an in-house–generated genome for *Astroides* (see below), and the *P. damicornis* genome (*92*) for *Pocillopora*] using STAR (version 2.7.11a) (*93*) with default mapping parameters and the option --quantMode GeneCounts. The gene counts were imported into R, and count matrices integrating the gene counts for each condition were generated. Differential gene expression analyses were performed using the DESeq2 R package (*94*). Batch effects in *Pocillopora* samples, collected from two distinct mother colony phenotypes (see the “Larva collection” section for details), were corrected by incorporating the batch factor into the design formula. PCA and heatmaps were generated using normalized counts obtained with the variance stabilizing transformation (DESeq2 “vst” with blind = F). For the *Pocillopora* dataset, the “removeBatchEffect” function from the limma R package was used to visualize the transformed data with batch variation removed.

### Cell dissociation

For *Clytia*, we prepared single-cell suspensions from planulae obtained from two fertilizations using the same batch of mature jellyfish, one let to develop at 17°C until 52 hpf (late 2-day planulae) and the other until 66 hpf (early 3-day planulae). For each condition, we used ~1000 larvae for a single-cell dissociation, with each dissociation serving as a biological replicate. Larvae were transferred into a 40-μm mesh strainer and placed inside a small plastic petri dish filled with Ca/Mg–free artificial seawater (ASW; 530.5 mM NaCl, 10.7 mM KCl, 3.45 mM NaHCO_3_, and 11.26 mM Na_2_SO_4_, pH 8.0). The larvae were washed several times with Ca/Mg–free ASW to remove any residual cations from the seawater. In the final wash, they were transferred to a small petri dish filled with Ca/Mg–free ASW containing SUPERase·In RNase Inhibitor (40 U/ml; Invitrogen), where they were allowed to incubate for 10 min. Gentle pipetting with a p1000 tip was used to help dissociate the cells.

For the *Astroides* and *Pocillopora* samples, between 10 and 15 larvae were used for each cell dissociation, with each dissociation serving as a biological replicate. Larvae were transferred into a 40-μm mesh strainer and placed in a small plastic petri dish filled with Ca/Mg–free ASW and SUPERase·In RNase Inhibitor (40 U/ml; Invitrogen) for 10 min. Mechanical disruption of the tissue was achieved by gently rubbing the larvae against the mesh using the interior cap of the plunger of a 1-ml syringe. Once the epidermis was disrupted, the tissue was dissociated by gentle pipetting using a p1000 tip.

In all cases, dissociated cells were recovered in 1 ml of low-Ca/Mg-free ASW (460 mM NaCl, 9.93 mM KCl, 1.44 mM CaCl_2_, and 10 mM Hepes, pH 7.6) containing SUPERase·In RNase Inhibitor (40 U/ml). Cell viability following dissociation was evaluated through preliminary testing by diluting the cell suspension with a 1:1 erythrosin B solution (0.5 mg/ml). The dissociation protocol was optimized to ensure a cell mortality rate below 20%. Dissociated cells were immediately fixed in ice-cold ACME solution (*95*) containing SUPERase·In RNase Inhibitor (40 U/ml) for 30 min on ice under rotation. Fixed cells were kept in the ACME solution for up to a month at −20°C until further processing. To wash out the ACME fixative, 0.2 μm–filtered phosphate-buffered saline (PBS)/1% bovine serum albumin (BSA) containing SUPERase·In RNase Inhibitor (40 U/ml) was added 1:1 to the cell suspension and mixed gently by pipetting. Then, samples were centrifuged at 1000*g* for 10 min at 4°C using a swinging bucket centrifuge. The pellet was resuspended by adding 900 μl of 0.2 μm–filtered PBS/1% BSA containing SUPERase·In RNase Inhibitor (100 U/ml). To cryopreserve cells, 100 μl of dimethyl sulfoxide (DMSO) was added per tube and samples were stored at −80°C until further processing.

### Single-cell RNA sequencing

scRNA-seq for all samples was performed using 10x Genomics technology at the France Genomique functional genomics platform, IPMC, Nice-Sophia Antipolis. We conducted four capture runs for the *Clytia* samples, with one biological replicate per planula stage, each split into two technical replicates; and three capture runs each for the *Astroides* and *Pocillopora* samples, consisting of two biological replicates, one of which was split into two technical replicates.

Single-cell suspensions kept at −80°C were thawed on ice. To wash out the DMSO, cells were centrifuged twice at 1000*g* for 10 min at 4°C using a swinging bucket centrifuge. The supernatant was discarded, and the pellet was resuspended in 0.2 μm–filtered PBS/1% BSA containing SUPERase·In RNase Inhibitor (100 U/ml) after the first centrifugation and in 0.2 μm–filtered PBS/0.1% BSA containing SUPERase·In RNase Inhibitor (100 U/ml) after the second centrifugation. Cell concentration was roughly assessed using the Countess 3 Automated Cell Counter (Invitrogen). For one of the two *Astroides* biological replicates, cells were stained with 1/300 DRAQ5 (Thermo Fisher Scientific; stock, 5 mM) and sorted using a BD Influx cell sorter to discard debris and doublets. The other *Astroides* biological replicate and the *Clytia* and *Pocillopora* samples were processed directly after having optically examined the cell suspensions and discarded debris and cell clumps. Cells were loaded into the 10x Genomics platform for encapsulation with the capture goal between 7000 and 10,000 cells per sample. cDNA libraries were prepared according to the Chromium Next GEM Single Cell 3′ library preparation protocol version 3.1. Details of the four *Clytia*, four *Astroides*, and three *Pocillopora* libraries are provided in table S6. Sequencing was performed on an Illumina NextSeq2000 device with NextSeq 2000 P3 Reagents (100 cycles). Paired-end read lengths: read1 = 28 bp, Index1 = 10 bp, Index2 = 10 bp, and read2 = 90 bp (Index Kit TT SetA).

### Single-cell transcriptomic analysis

Individual 10× sample libraries were demultiplexed using Cell Ranger Makefastq version 7.0.0 with default settings. Reads for each sample were mapped using STARsolo (*96*) with the --soloCellFilter EmptyDrops_CR option and applying a 300 unique molecular identifier (UMI) cutoff using the genomes and gene models described above. Output count matrices were analyzed with Scanpy 1.9.1 (*97*). To exclude low-quality cells from downstream analysis, we filtered cells with fewer than 200 genes expressed and genes detected in fewer than three cells. In addition, we removed cells with high mitochondrial counts by setting thresholds for filtering based on visual examination of the percentage of mitochondrial counts across cells within each species’ dataset. *Clytia* cells were found to be more fragile upon dissociation. The percentages of mitochondrial counts were set to a maximum of 20% for *Clytia*, 0.4% for *Astroides*, and 5% for *Pocillopora*. Following this initial filtering, we ran each dataset through a standard Scanpy analysis, as follows, using default parameters. Counts per cell were normalized and log transformed, and highly variable genes were computed. Then, datasets were scaled and principal components (PCs) were computed on highly variable genes. Clustering was performed by first running the neighbors function using 50 neighbors, adjusting the number of PCs individually for each dataset (22 PCs for *Clytia*, 26 PCs for *Astroides*, and 23 PCs for *Pocillopora*), and then applying the Leiden graph-clustering algorithm (resolution of 1 for *Clytia* and *Pocillopora* and resolution of 0.9 *for Astroides*) (*48*). Cluster “marker genes” were identified by extracting significantly differentially expressed genes per cluster using the Scanpy’s rank_genes_groups function with the Wilcoxon rank-sum test method.

For the *Clytia* analysis, the Harmony algorithm (*47*) was used to correct the batch effects during the integration of datasets generated in this study with previously produced datasets for *Clytia* planula (*46*). For *Clytia* and *Astroides*, a cluster with no unique significantly represented genes when compared to other clusters and expression of marker genes across all clusters was removed from the datasets. The resulting datasets were reclustered and used for all downstream analyses.

### *A. calycularis* genome

Genomic DNA was extracted from the tissue of an isolated polyp of an adult colony. An individual polyp was separated from the colony by breaking its calcareous skeleton using pliers. The isolated polyp was snap frozen in liquid nitrogen and immediately thawed. Polyp tissue was then separated from the skeleton using an airbrush, collected in a tube, snap frozen in liquid nitrogen, and stored at −80°C until it was processed for DNA extraction. For DNA extraction, frozen polyp tissue was thawed on ice. Two ml of DNA extraction buffer [200 mM tris-HCl, pH 8.0, 20 mM EDTA, 0.1% SDS, 0.5 mg ml^−1^ proteinase K (Qiagen), and ribonuclease A (0.2 mg ml^−1^; Qiagen)] was added and incubated at 50°C for 2 hours until the solution became uniform and clear. An equal volume of phenol was added, mixed by inversion, and centrifuged for 30 min at 14,000 rpm (room temperature). Then, the upper layer was transferred to a clean tube and the same volume of chloroform was added. The solution was mixed by inversion and centrifuged for 30 min at 14,000 rpm (room temperature). A second chloroform wash was performed. The upper layer was transferred into a clean tube, and ×1/10 volume of 5 M NaCl and 0.7 volumes of isopropanol were added. The solution was gently mixed by pipetting, incubated for 30 min at room temperature, and centrifuged for 40 min at 14,000 rpm (room temperature). The DNA precipitate was rinsed with ice-cold 70% ethanol, dried, and dissolved into tris-EDTA buffer (10 mM tris-HCl, pH 8.0, and 1 mM EDTA, pH 8.0). A total of 30 μg of DNA was obtained from 28 mg of polyp tissue. In collaboration with M.-J. Arguel at the France Genomique platform, IPMC, Nice-Sophia Antipolis, longer DNA fragments were selected using The Short Reads Eliminator (SRE) Medium kit (Circulomics). Sequencing library preparation was performed at this platform using the Oxford Nanopore Ligation Sequencing Kit version14 (SQK-LSK114), and sequencing was done using a R10.4.1 PromethION flow cell.

Nanopore reads were assembled using Flye (2.9.1-b1780) (*98*) and https://github.com/fenderglass/Flye: “flye --nano-hq all.fastq.gz --scaffold --no-alt-contigs --out-dir scaff_flye --threads 64,” yielding a contig N50 of 205,099. We aligned all larval RNA-seq reads (101,361,743 100-bp paired-end reads) to this assembly using STAR (version 2.7.10b) (*93*). A total of 86% of reads was uniquely mapped. A sorted BAM file of these alignments was used as input to Stringtie (version 2.1.0) (*99*), with default parameters, to produce gene and transcript models. Protein sequences were predicted from these using Transdecoder (version 5.5.0), with the option to retain Pfam hits [http://transdecoder.github.io; (*100*)]. For further protein level analyses such as phylogeny inference, we retained the longest transcript per gene, giving 29,524 proteins. These data were 89% complete for BUSCO metazoa_odb9 (*101*).

### Orthology assignment and functional annotation

Orthologous pairs between all genes of our species of study were inferred from reciprocal best hits using the Smith-Waterman algorithm implemented in ssearch36 from the FASTA package (*102*). For selected genes, orthology assignments were refined by phylogenetic analysis. Tree inference (as opposed to pairwise orthologs) for particular protein families used the method outlined in (*103*). Alignments were constructed using programs from the HMMER3.3 package (http://hmmer.org/). Pfam hidden Markov models were searched against a protein database of representative metazoans (hmmsearch) using gathering threshold cutoffs (“--cut_ga”), and sequences were aligned (hmmalign) and then filtered and trimmed (esl-alimask “--pavg 0.5” and esl-alimanip “--minpp 0.3,” followed by “--lnfract 0.7”) on the basis of posterior probabilities of correct alignments and the length of the remaining sequence. Phylogenies were constructed using IQ-TREE, allowing the optimum model to be selected from the LG set (i.e., “-mset LG” in IQ-TREE).

For functional annotation, protein conserved domains were identified using hmmscan of the HMMER 3.3 package against the Pfam database (*104*). Analysis of GPCR and ion channels includes genes annotated with the following Pfam domains: 7tm_1, 7tm_2, and 7tm_3 (for GPCR); and Ion_trans, Lig_chan, Neur_chan_memb, and Neur_chan_LBD (for ion channels). Secreted proteins were annotated by the presence of a signal peptide using SignalP 5.0b (*105*).

### Protein 3D structure prediction

We used AlphaFold2 via ColabFold to predict the structure of PF1 (*37*, *38*). Structural novelty was assessed with Foldseek (*39*). We used boltz-1 (*64*) to predict the structure of putative cnidarian TauD with a bound ligand represented by SMILES strings.

### Fixation of specimens

For ISH, *Clytia* planulae were fixed in 3.7% formaldehyde/0.2% glutaraldehyde in PBS for 2 hours on ice, washed five times in PBST (PBS containing 0.1% Tween 20) for 10 min, then dehydrated in increasing concentrations of methanol in PBST (50, 75, and 100%), and stored at −20°C. For FISH, HCR, and immunostaining, *Clytia* planulae were fixed in a two-step incubation with (i) HEM buffer (0.1 M Hepes, pH 6.9, 50 mM EGTA, and 10 mM MgSO_4_) containing 3.7% formaldehyde and 0.2% glutaraldehyde for 5 min at room temperature and (ii) HEM buffer containing 3.7% formaldehyde for 2 hours at room temperature. After fixation, samples were washed four times for 5 min in PBST, dehydrated in increasing concentrations of methanol in PBST, and stored at −20°C in absolute methanol until use.

*Astroides* and *Pocillopora* planulae were first relaxed using 0.4 M menthol in 0.2-μm MFSW on ice for 5 min. Then, larvae were incubated for 5 min at room temperature and fixed for 1 hour in 3.7% formaldehyde in MFSW buffered to pH 8 with Hepes buffer (on ice). After four rinses with PBST, specimens were dehydrated through a graded series of methanol in PBST and stored at −20°C in absolute methanol until use.

### Whole-mount ISH, FISH, and in situ HCR

ISH was performed, as previously described (*36*), except that 4 M urea was used instead of 50% formamide in the hybridization buffer (*106*). ISH probes were synthesized from either pGEM-T Easy plasmids (following insert amplification by polymerase chain reaction) or expressed sequence tag clones (*107*).

FISH was performed for xloc_042849 and pp2 using DIG (digoxigenin)–labeled probes. Signal development was carried out with incubation overnight with a peroxidase-labeled anti-DIG antibody followed by washes in MABT (100 mM maleic acid, pH 7.5, 150 mM NaCl, and 0.1% Triton X-100). The fluorescence signal was developed using the TSA (Tyramide Signal Amplification) kit (TSA Plus Fluorescence Amplification kit, PerkinElmer, Waltham, MA) and Cy5 fluorophore (diluted 1/400 in TSA buffer: PBS/0.0015% H_2_O_2_) at room temperature for 30 min. The development reaction was stopped by replacing the solution with PBST. After three washes for 5 min in PBST, nuclei were stained using 1:2000 Hoechst dye 33258 (1 mg/ml stock; Sigma-Aldrich) in PBST overnight at 4°C.

HCRs were performed for *Clytia* and *Astroides* planulae in Eppendorf tubes using Bruce *et al.*’s protocol (*108*). Probes for HCR were designed using the probe generator program created by R. Null (https://github.com/rwnull/insitu_probe_generator). Between 12 and 38 probe pairs using the full coding sequence as a template were designed for each gene, ordered as oligo pools from IDT (Integrated DNA Technologies) and suspended in tris-EDTA buffer (10 mM tris, pH 8.0, and 0.1 mM EDTA) at 1 μM. Fixed specimens kept at −20°C were progressively rehydrated in PBST and permeabilized in detergent solution [1.0% SDS, 0.5% Tween 20, 150 mM NaCl, 1 mM EDTA (pH 8), and 50 mM tris-HCl at pH 7.5] for 1 hour. After four washes for 5 min in PBST at room temperature, the specimens were prehybridized in hybridization buffer (Molecular Instruments) for 1 hour at 37°C. The probes were then added to the hybridization buffer at a final concentration of 0.02 μM, and the samples were left to hybridize at 37°C overnight with gentle agitation. After hybridization, the samples were washed four times for 15 min in probe wash buffer (Molecular Instruments) at 37°C, followed by two washes in 5× saline sodium citrate buffer containing 0.1% Tween 20 (5× SSCT) for 5 min and two washes in 1× SSCT for 5 min at room temperature. They were then preamplified in amplification buffer (Molecular Instruments) for 30 min at room temperature. Meanwhile, H1 and H2 components of HCR hairpins B1 and B2 coupled to either Alexa 546 or Alexa 647 fluorophores (Molecular Instruments) were incubated separately at 95°C for 90 s, cooled down to room temperature in the dark, and then pooled together in the amplification buffer at a final concentration of 60 nM. The amplification was carried out overnight in the dark and at room temperature. Excess hairpins were removed through two 5-min washes and two 30-min washes in 1× SSCT, followed by two 5-min washes in PBST. Nuclei were stained using 1:2000 Hoechst dye 33258 (1 mg/ml stock; Sigma-Aldrich) in PBST overnight at 4°C.

### Immunostaining

Fixed specimens were gradually rehydrated from 100% methanol to PBST. *Clytia* larvae were extracted by performing two washes with PBS/0.2% Triton X-100 for 10 min on rotation. *Astroides* larvae were not extracted and instead were washed twice in PBST for 10 min on rotation. Samples were blocked in 0.2 μm–filtered blocking solution (3% BSA in PBST) for 1 hour at room temperature (on rotation). After blocking, they were incubated overnight at 4°C in the primary antibody solution. The primary antibodies used in this study were as follows: a mouse anti-LWamide antibody used at 1/20 [provided by O. Koizumi (*109*)]; a custom-made, affinity-purified rabbit polyclonal anti-QYFamide peptide antibody (produced by Covalab, Lyon) used at 13.5 ng/ml in blocking solution; and a custom-made, affinity-purified rat polyclonal anti-GLWamide antibody (Covalab) used at 2.45 ng/ml in blocking solution. Following primary antibody incubation, samples were washed five times for 30 min each in PBST and incubated with fluorophore-conjugated secondary antibodies diluted 1:200 [anti-mouse immunoglobulin (Ig), anti-rat Ig, and anti-rabbit Ig; the Jackson Laboratory] and Hoechst dye 33342 1:2000 in PBST overnight at 4°C. Samples were then washed twice in PBST for 10 min and twice in 1× PBS for 5 min before mounting.

### Microscopy

Colorimetric ISH samples were mounted in 50% glycerol and imaged using a Zeiss Axio Imager 2 microscope. Images were processed with ImageJ version 2.3.0/1.53f (*110*). For fluorescently labeled samples (FISH, HCR, and immunohistochemistry), *Clytia* samples were mounted in Citifluor antifade mountant (Citifluor-EMS) and *Astroides* samples were dehydrated through a glycerol series and mounted in 90% glycerol/1× PBS. Images were acquired using Leica Stellaris 5 or Sp8 laser scanning confocal microscopes, and *Z*-stack maximum intensity projections were generated using ImageJ software.

### Settlement assays

To test the effect of different molecules on *Clytia* settlement, four-well 1-ml plastic culture dishes (Thermo Fisher Scientific) were conditioned to generate a settlement-inducing biofilm. Culture dishes were left incubating in a sea urchin tank of the IMEV/EMBRC-Fr Aquarium Service with a continuous flow of natural seawater containing different types of algae and microorganisms for a week. After this time period, a biofilm was generated on the surfaces of the wells, which efficiently induces *Clytia* planula settlement after overnight incubation (>90% of settlement). Treatments were performed in conditioned culture wells with each well containing 100 or 50 late 2-day planulae (52 hpf). Taurine, glutamate, betaine, GABA, baclofen, and homotaurine (Sigma-Aldrich) were dissolved in nonfiltered ASW at concentrations of 10^−3^, 10^−4^, and 10^−5^ M diluted from 10^−2^ M stocks in H_2_O just before use. Each replicate contained a control condition with larvae incubated in nonfiltered ASW. Settlement was scored about 16 to 20 hours after the start of the incubation. For *Astroides*, incubations were in 24-well plastic dishes containing five planulae per well. Settlement was scored after 1 week. Taurine and glutamate were dissolved in natural seawater at concentrations of 10^−3^, 10^−4^, 10^−5^, and 10^−6^ M. Each replicate included a control condition with larvae incubated in natural seawater only. Solutions were replaced daily to compensate for molecule degradation. To assess the rate of settlement, settled larvae were counted daily.

# Supplementary material for: Aboral cell types of Clytia and coral larvae have shared features and link taurine to the regulation of settlement
**Source:** Sci Adv. 2025 May 16;11(20):eadv1159. doi: 10.1126/sciadv.adv1159
**Supplement:** Supplementary file 1 — Figs. S1 to S17 Legends for tables S1 to S6 References

Supplementary Materials for  
**Aboral cell types of *Clytia* and coral larvae have shared features and link taurine to the regulation of settlement**

Julia Ramon-Mateu *et al.*

*Sci. Adv.* **11**, eadv1159 (2025)  
DOI: 10.1126/sciadv.adv1159

**The PDF file includes:**

Figs. S1 to S17  
Legends for tables S1 to S6  
References

**Other Supplementary Material for this manuscript includes the following:**

Tables S1 to S6

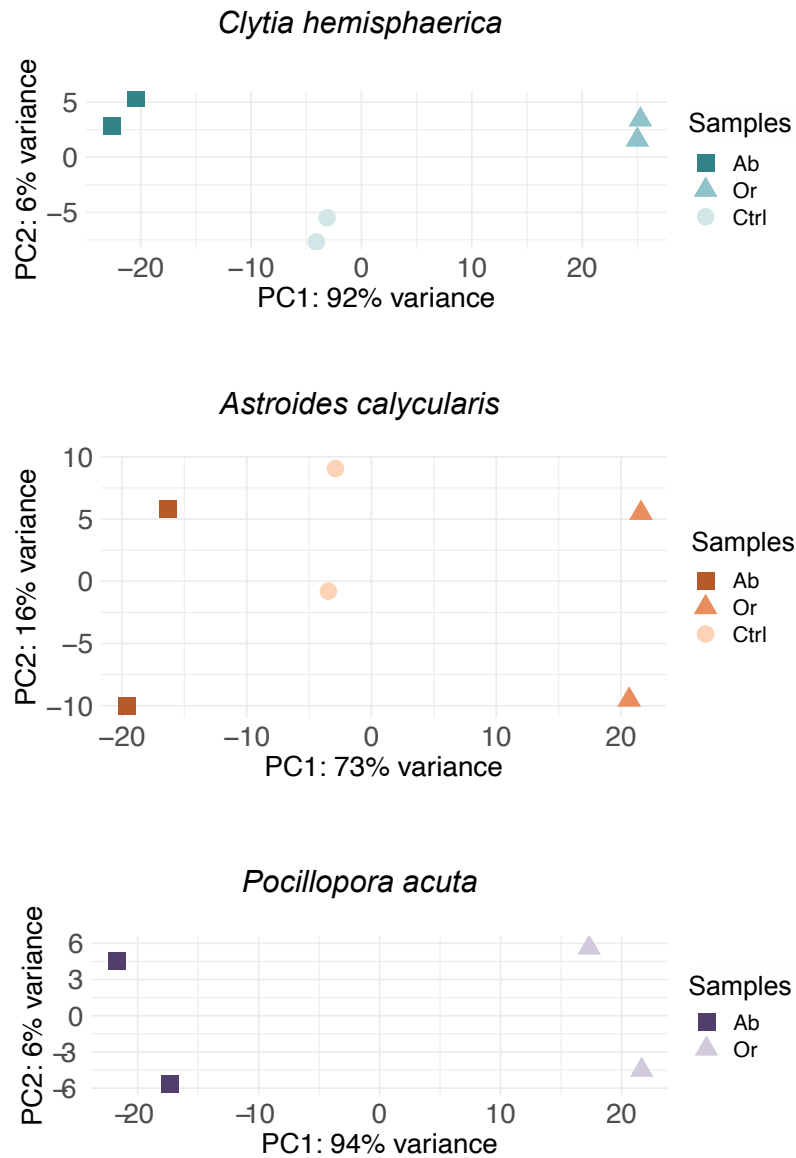

**Fig. S1. Principal Component Analysis (PCA) of planula Aboral/Oral transcriptomes.** PCA plots of RNA-seq libraries for each species generated using normalized counts (see Methods). Samples for *Clytia* (top) and *Astroides* (middle) are aboral (Ab), oral (Or), and uncut control (Ctrl); for *Pocillopora* (bottom), the samples are aboral (Ab) and oral (Or).

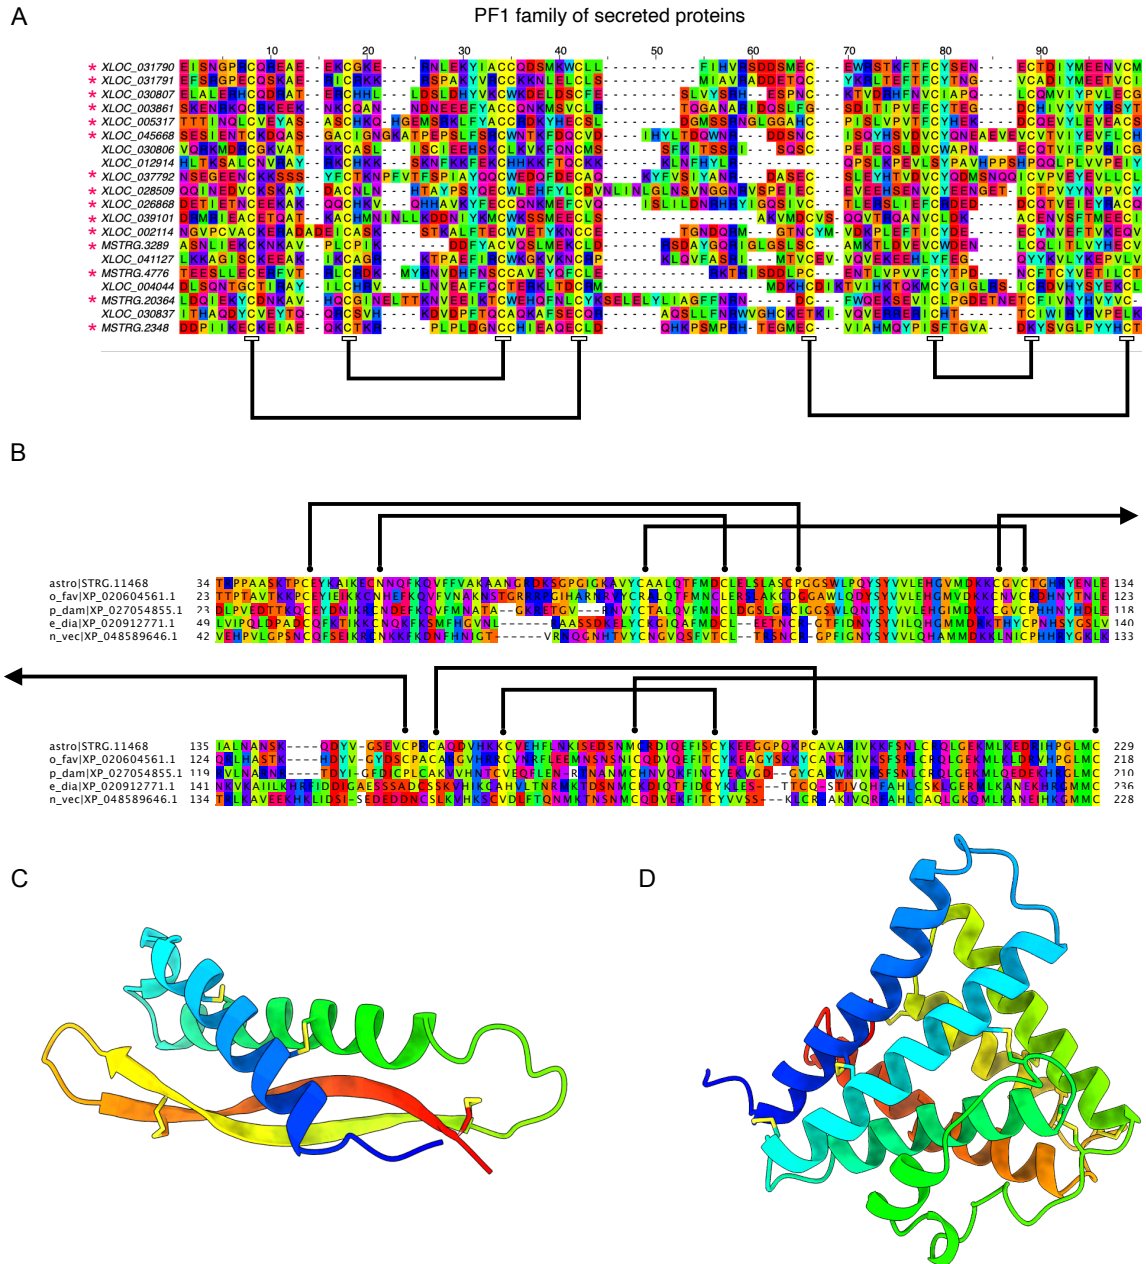

**Fig. S2. Aboral-enriched short secreted proteins with similar features.** (A and B) Protein sequence alignments of the *Clytia* PF1 family of secreted proteins (A) and an anthozoan-specific secreted protein (B). Alignments have been trimmed to the conserved cores. Cysteine residues are colored yellow. Potential disulfide bridges, inferred from predicted 3D structures, are indicated with black bracket lines. Red asterisks mark PF1 members enriched at the aboral end. (C and D) Predicted three-dimensional structures of PF1 secreted proteins and the anthozoan secreted protein, respectively. The N-terminus is colored blue, and the C-terminus is red. Disulfide bridges are shown as sticks, with cysteines in yellow.

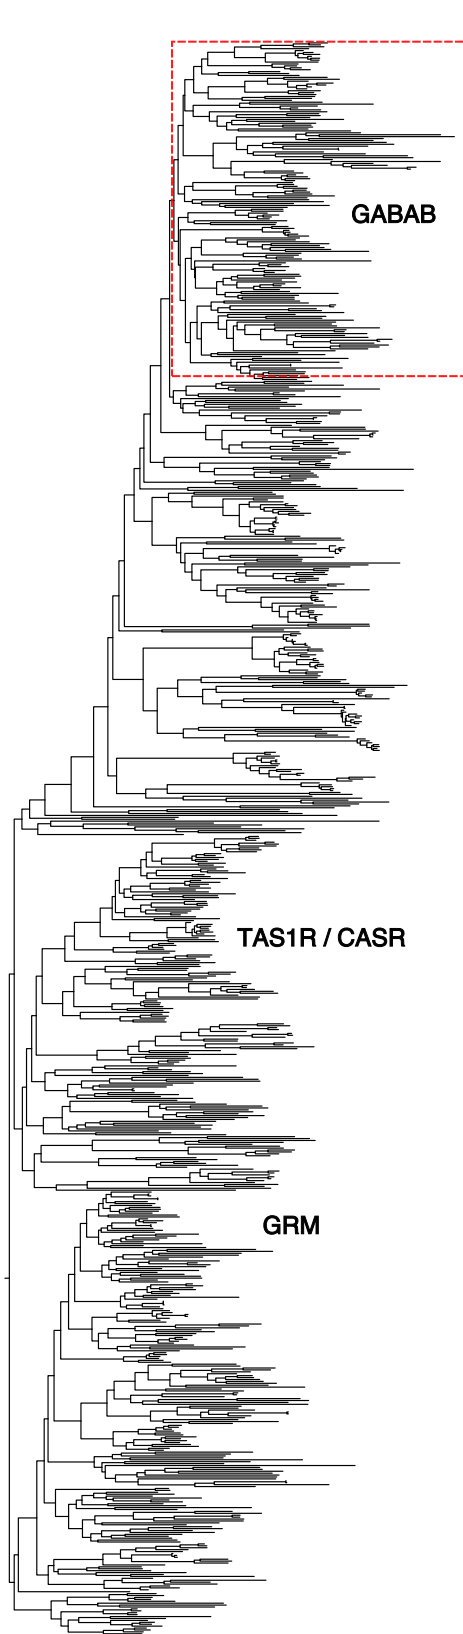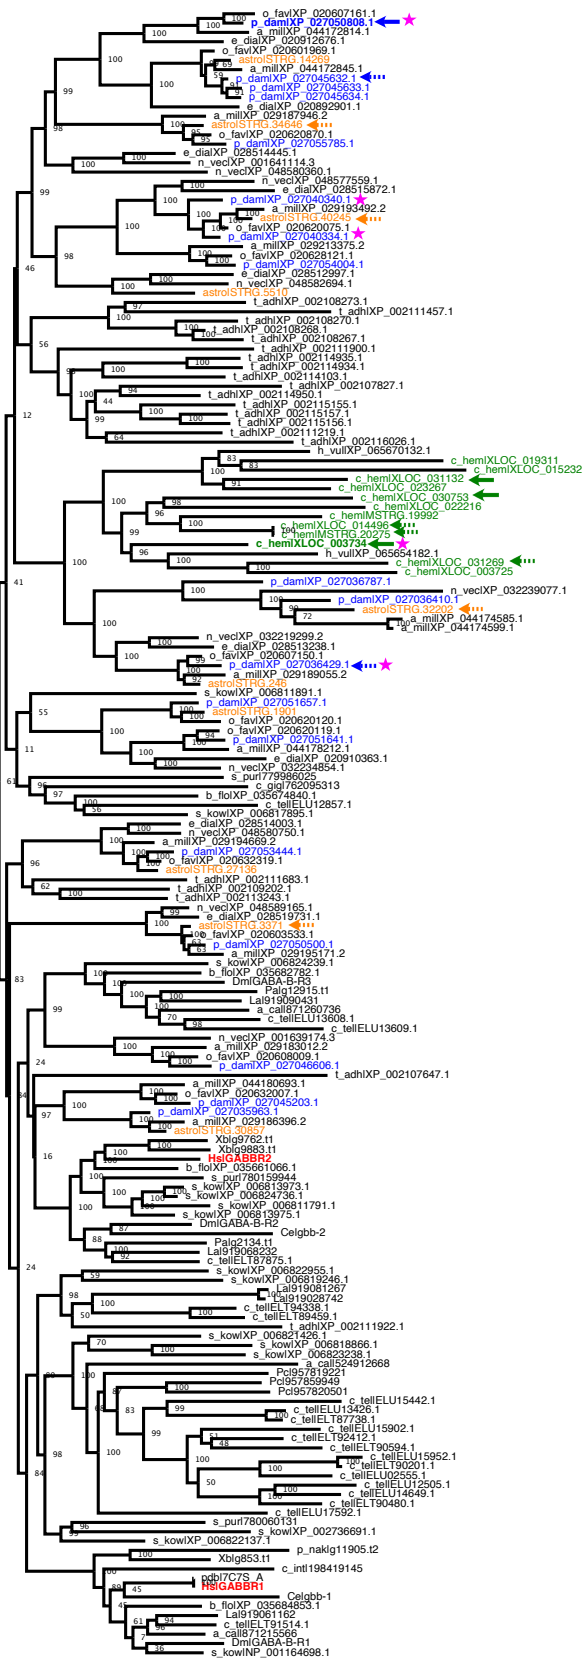

**Fig. S3. Maximum Likelihood phylogenetic analysis of metabotropic-type GPCRs.** The tree on the left includes putative metabotropic receptor sequences categorized by including the Pfam domains ANF\_receptor and 7tm\_3. GABAB: Metabotropic GABA receptor; TAS1R/CASR: Taste Receptors type 1/Calcium-Sensing Receptors; GRM: Metabotropic Glutamate receptors. The tree on the right is a zoomed view of the region outlined by the dotted red box. Values on nodes = Ultrafast bootstrap values from IQ-TREE (1000 replicates). Sequences from *Clytia*, *Astroides*, and *Pocillopora* are highlighted in green, orange, and blue, respectively, and human sequences are marked in red. Arrows indicate aboral-enriched sequences (continuous lines lfc>1, dotted lines lfc>0). Magenta stars indicate expression in GLWamide cells. p\_dam = *Pocillopora damicornis*; o\_fav = *Orbicella faveolata*; astro = *Astroides calycularis*; a\_mil = *Acropora millepora*; e\_dia = *Exaiptasia diaphana*; n\_vec = *Nematostella vectensis*; t\_adh = *Trichoplax adhaerens*; s\_kow = *Saccoglossus kowalevskii*; Dm = *Drosophila melanogaster*; a\_cal = *Aplysia californica*; c\_tel = *Capitella teleta*; La = *Lingula anatina*; Xb = *Xenoturbella bockii*; p\_nak = *Praesagittifera naikaiensis*; b\_flo = *Branchiostoma floridae*; Hs = *Homo sapiens*; pdb = Protein Data Bank (3D structures); c\_int = *Ciona intestinalis*; Ce = *Caenorhabditis elegans*; s\_pur = *Strongylocentrotus purpuratus*; Pc = *Priapulus caudatus*; Pa = *Phoronis australis*; c\_hem = *Clytia hemisphaerica*; h\_vul = *Hydra vulgaris*.

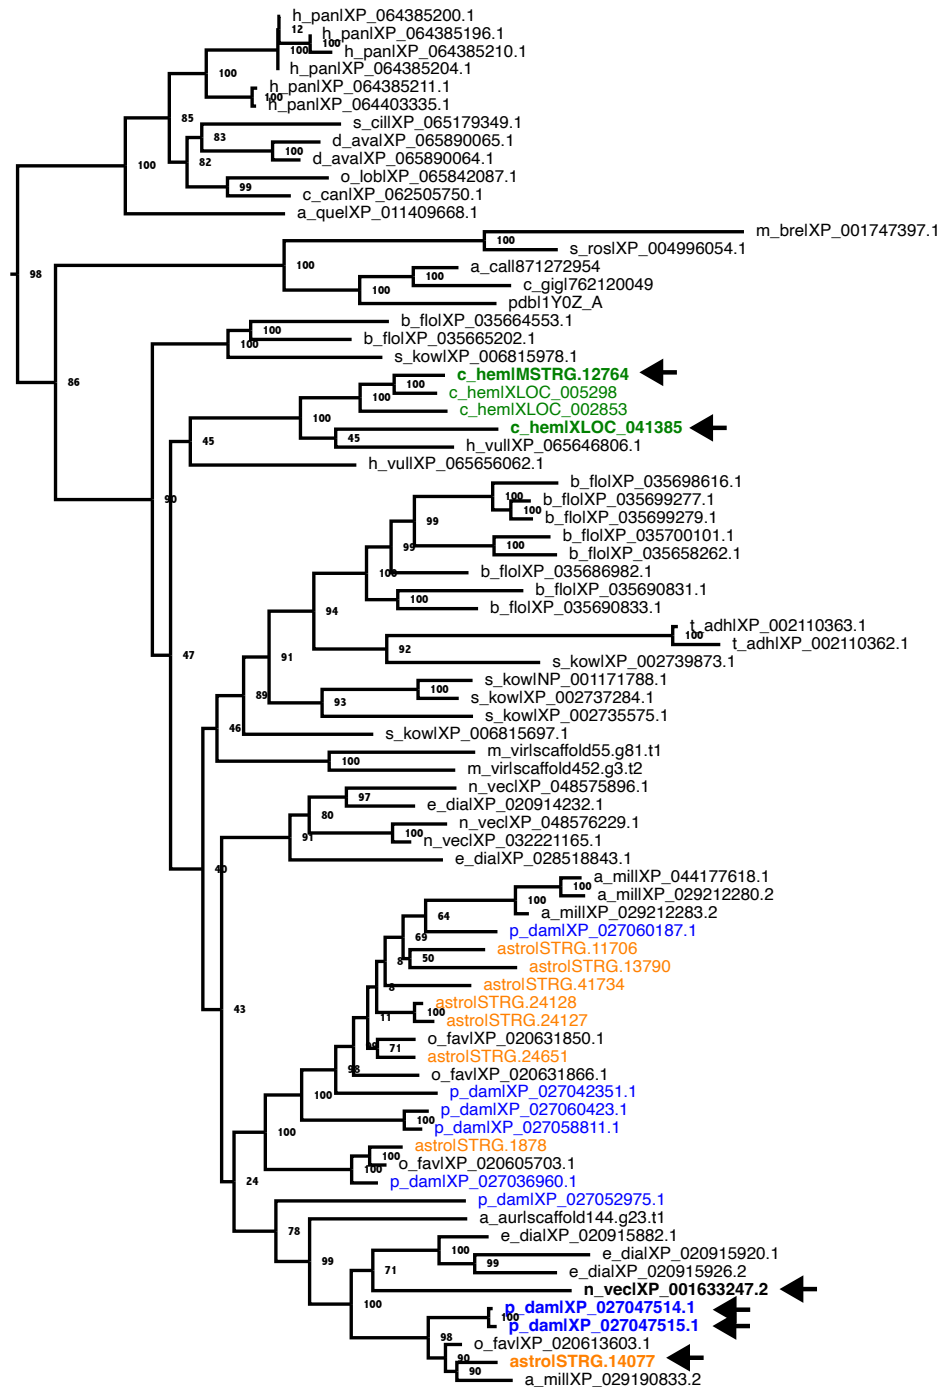

**Fig. S4. Maximum Likelihood phylogenetic analysis of TauD proteins.** A robust subclade of the overall TauD phylogeny is shown. Sequences from *Clytia*, *Astroides*, and *Pocillopora* are highlighted in green, orange, and blue, respectively. Black arrows indicate expression enriched in the aboral end. The *Nematostella* sequence (in bold black) is equivalent to the one in (33). Values on nodes = Ultrafast bootstrap values from IQ-TREE (1000 replicates). h\_pan = *Halichondria panicea*; s\_cil = *Sycon ciliatum*;

d\_ava = *Dysiea avara*; o\_lob = *Oscarella lobularis*; c\_can = *Corticium candelabrum*; a\_que = *Amphimedon queenslandica*; m\_bre = *Monosiga brevicollis*; s\_ros = *Salpingoeca rosetta*; a\_cal = *Aplysia californica*; c\_gig = *Crassostrea gigas*; pdb = Protein Data Bank (3D structures); b\_flo = *Branchiostoma floridae*; s\_kow = *Saccoglossus kowalevskii*; c\_hem = *Clytia hemisphaerica*; h\_vul = *Hydra vulgaris*; t\_adh = *Trichoplax adhaerens*; m\_vir = *Morbakka virulenta*; N\_vec = *Nematostella vectensis*; e\_dial = *Exaiptasia diaphana*; p\_dam = *Pocillopora damicornis*; a\_mil = *Acropora millepora*; astro = *Astroides calycularis*; o\_fav = *Orbicella faveolata*; a\_aur = *Aurelia aurita*.

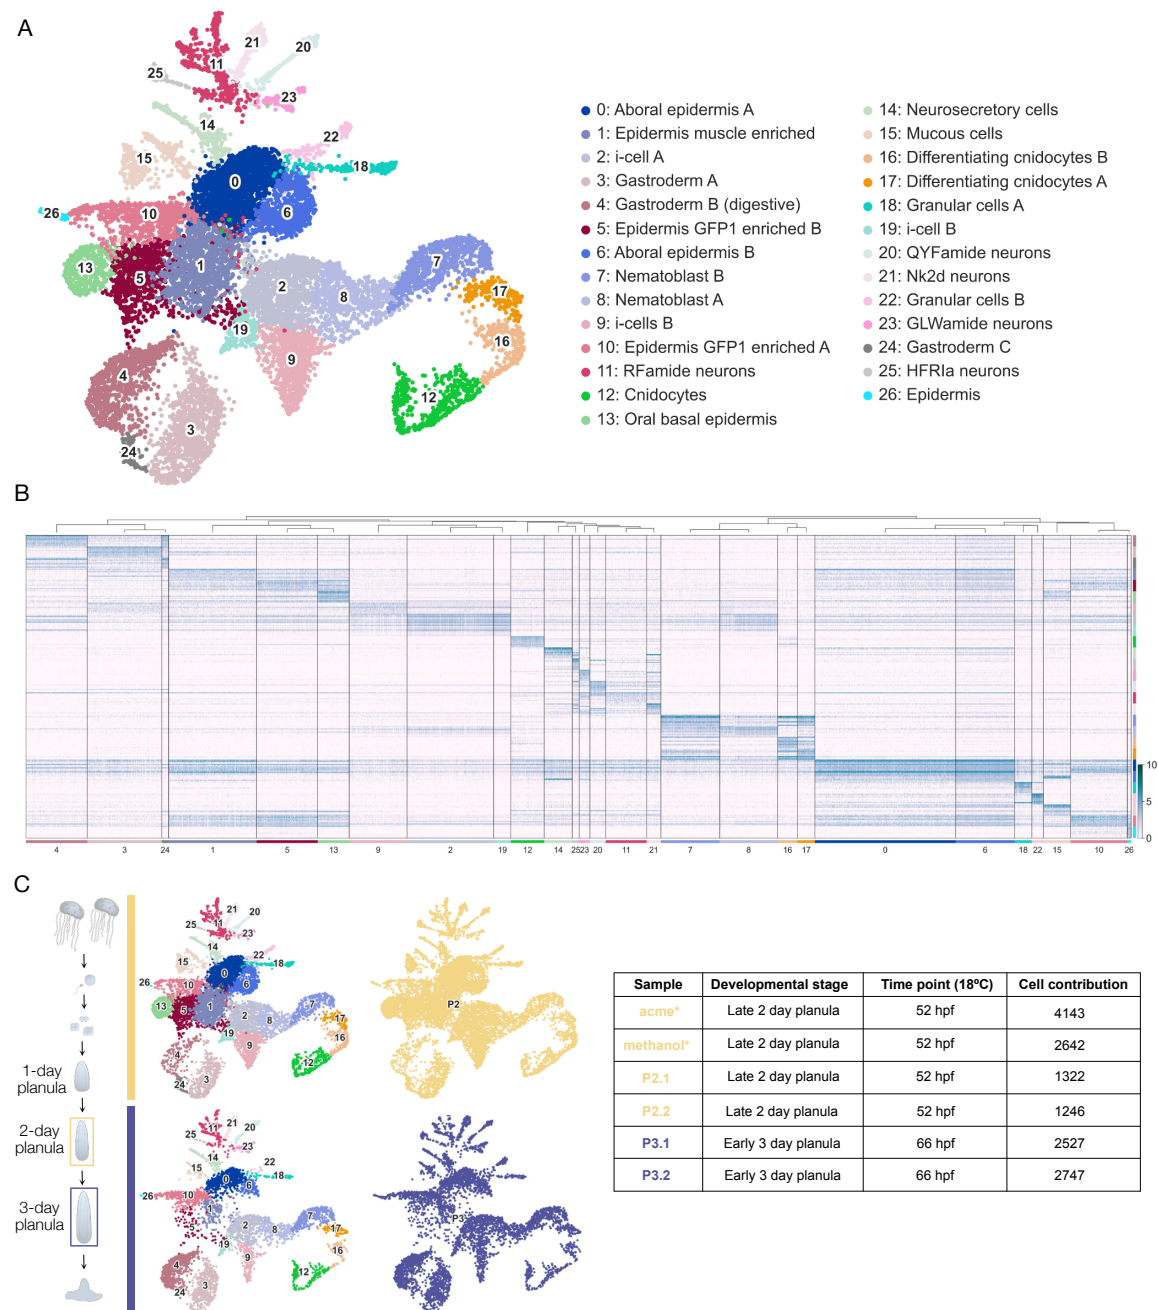

**Fig. S5. Cluster annotation and sample contribution for the *Clytia* planula scRNA-seq dataset.** (A) UMAP representation of *Clytia* planula scRNA-seq data with all 27 clusters labeled by cell type identity. (B) Heatmap of the 10 top marker genes for each cluster. Cluster color labels correspond to (A). (C) On the left, UMAP representation of cells sampled from 2-day (top) and 3-day planulae (bottom). Left plots are labeled by cell cluster and right plots are labeled by developmental stage (color code matching to the schematics on the left). On the right, a table with information for each library contributing to the dataset.

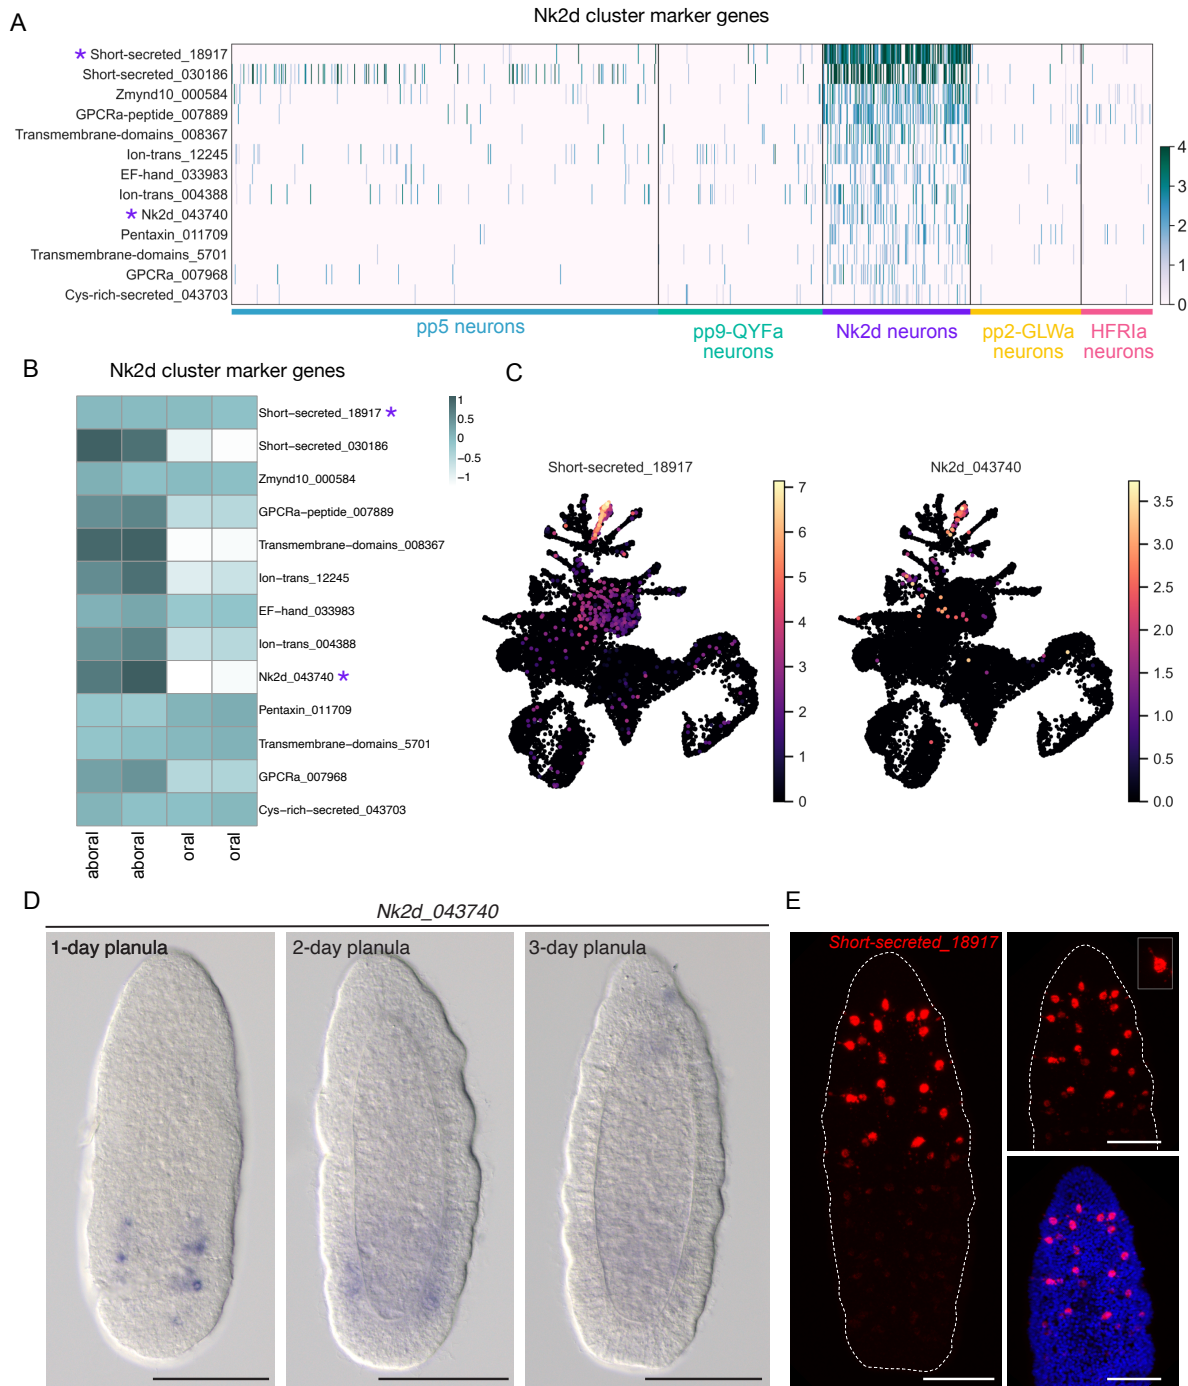

**Fig. S6. Characterization of the “Nk2d neural” cluster.** (A) Heatmap of the marker genes for the Nk2d cell cluster. Purple asterisks indicate the genes shown in (C, D, E). Only neural clusters are included. Cell cluster annotation labels correspond to Fig. 2C and Fig. S4. (B) Heatmap of aboral/oral expression (normalized counts) for the genes shown in (A). The “Nk2d cell” cluster marker genes included a mixture of aboral-enriched genes and genes with no aboral or oral enrichment. (C) UMAP plots of an aboral

enriched marker gene (Nk2d\_043740) and a homogeneously expressed marker gene (Short-secreted\_18917). Expression of these two genes maps to subpopulations within the cluster. (D) ISH for Nk2d\_043740 in 1-day, 2-day planula and 3-day planula stages. Expression is detected at the 1-day stage in cells at the base of the epidermis at the aboral end. Fainter signal was seen in the same area at 2-day planula. (E) HCR for Short-secreted\_18917 in a 2-day planula showing expression in ganglionic-like neurons brightly stained in the oral half. Panels on the right show a magnification of the oral end. Inset shows close-up of an individual cell body. Short-secreted\_18917 (red) and Hoechst nuclear stain (blue). Planulae all oriented with the oral pole uppermost. Scale bars, 100  $\mu$ m.

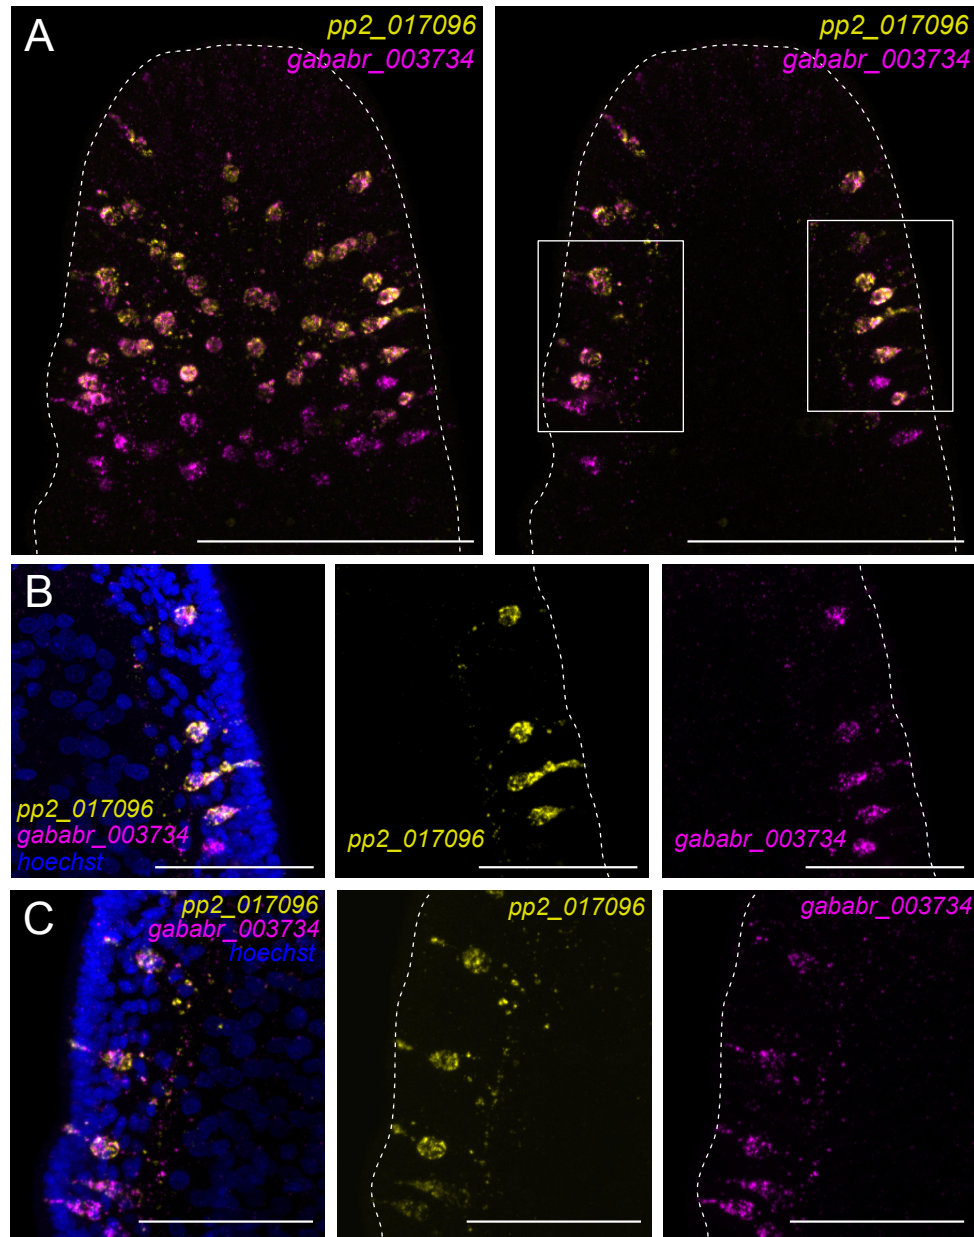

**Fig. S8. Co-expression of the GLWamide precursor pp2 and GABA<sub>B</sub>-like in aboral cells of the *Clytia planula*.** Double FISH showing co-expression of pp2 (yellow) and GABA<sub>B</sub> (magenta) mRNAs in the same cells of the aboral epidermis. (A) Maximum intensity projections of confocal Z-stacks of the aboral pole. Surface and medial stacks are shown on the left; selected medial stacks are shown on the right. Scale bars, 100  $\mu$ m. (B and C) Maximum intensity projections of confocal Z-stacks of outlined regions in (A): (B) corresponds to the right square and (C) to the left. pp2 (yellow), GABA<sub>B</sub> (magenta), and Hoechst nuclear stain (blue). Single channels are shown in the middle and right panels. Scale bars, 50  $\mu$ m.

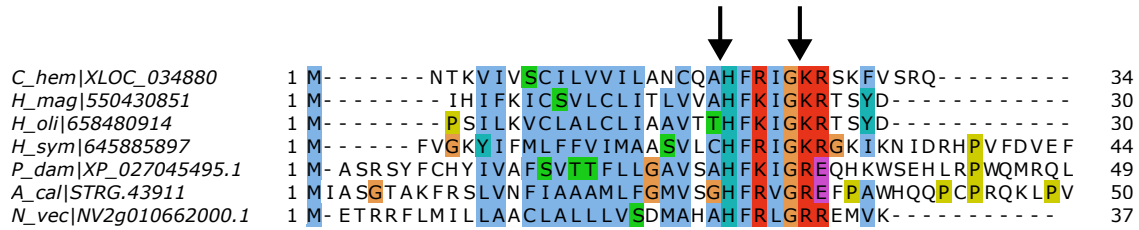

**Fig. S9. Putative HFRlamide neuropeptide in Cnidaria.** Alignment of the N-termini of HFRlamide protein precursors from selected of hydrozoan and anthozoan species. The arrows mark the likely signal peptide cleavage site (left) and neuropeptide cleavage site (right). *C\_hem* = *Clytia hemisphaerica*; *H\_mag* = *Hydra magnipapillata*; *H\_oli* = *Hydra oligactis*; *H\_sym* = *Hydractinia symbiolongicapus*; *P\_dam* = *Pocillopora damicornis*; *A\_cal* = *Astroides calycularis*; *N\_vec* = *Nematostella vectensis*. Coloring conventions are those of Clustal (114).

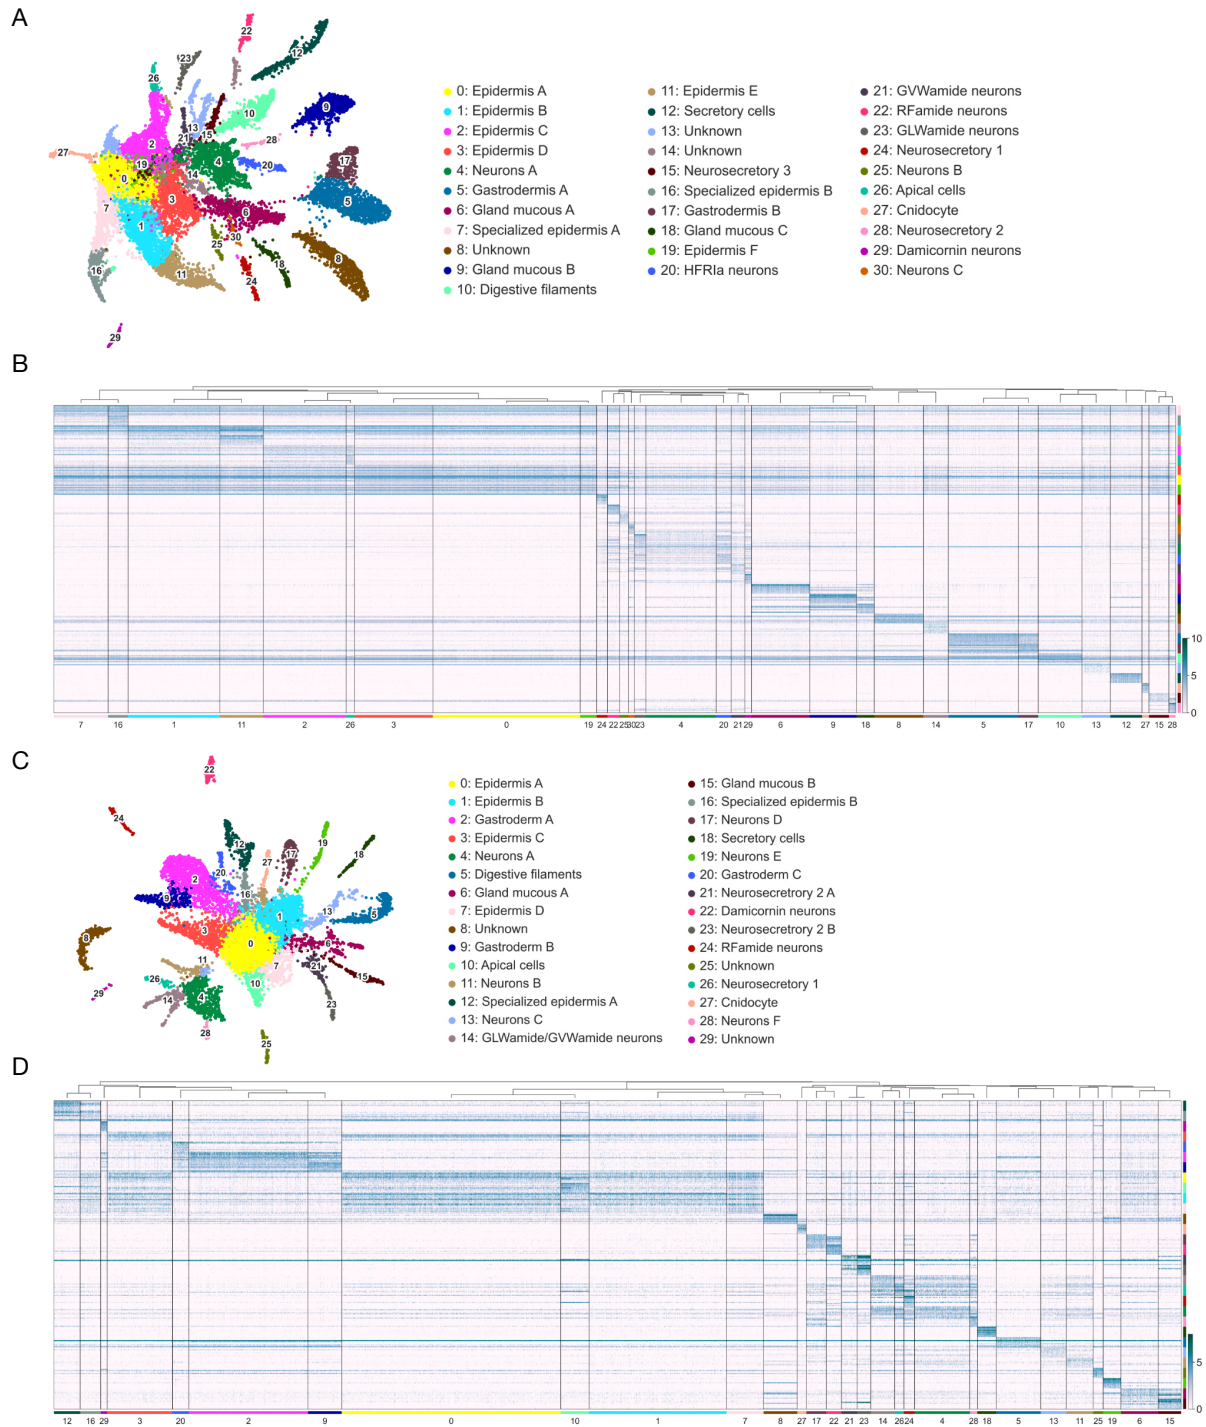

**Fig. S10. The *Astroides* and *Pocillopora* planula cell atlases.** (A and C) UMAP representations of scRNA-seq data from *Astroides* (A) and *Pocillopora* (C) planulae, with all clusters labeled by cell type identity. (B and D) Heatmaps of the 10 top marker genes for each cluster in *Astroides* and *Pocillopora*, respectively. The cluster color labels correspond to their respective atlases.

A

*Astroides calycularis*

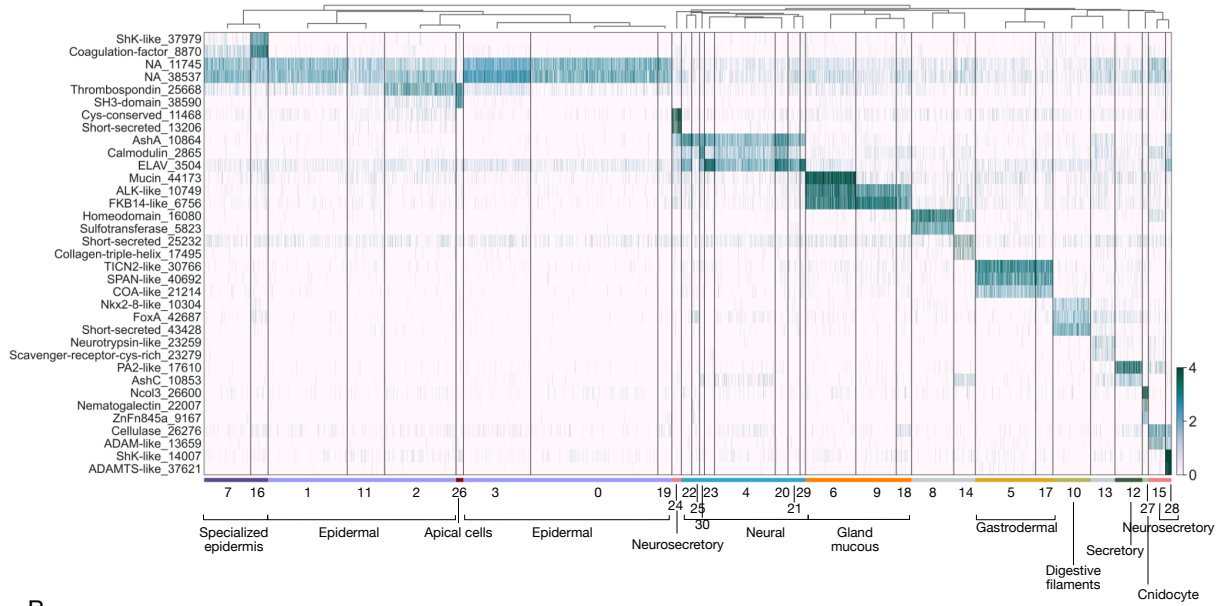

B

*Pocillopora acuta*

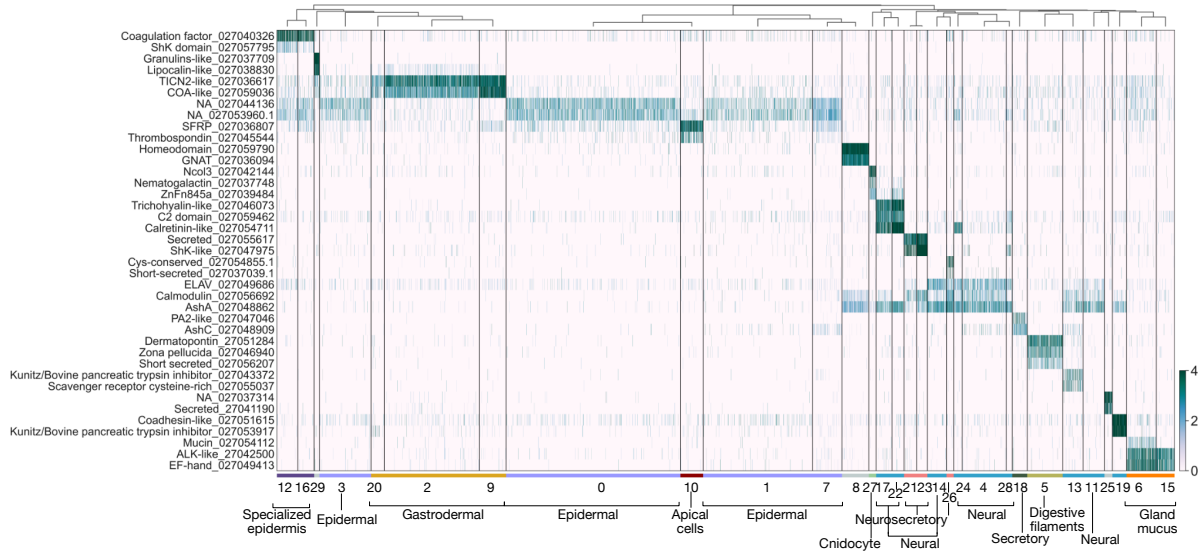

**Fig. S11. Annotation of coral planula cell atlases.** Heatmap of diagnostic marker genes used to annotate cell type classes for *Astroides* (top) and *Pocillopora* (bottom) planula scRNA-seq clusters. Gene names are taken from orthology assignments. In cases where assignment was not clear, the conserved protein domain is indicated. NA indicates absence of orthology assignment and conserved domains. Trailing numbers are unique gene identifiers from this project.

| GENERAL IDENTITY      | CLUSTER                       |                                   | CELL TYPE          | DIAGNOSTIC MARKERS                                   | REFERENCE                                                                                           |
|-----------------------|-------------------------------|-----------------------------------|--------------------|------------------------------------------------------|-----------------------------------------------------------------------------------------------------|
|                       | <i>A. calycularis</i>         | <i>P. acuta</i>                   |                    |                                                      |                                                                                                     |
| Epidermal             | 0, 1, 2, 3, 11, 19            | 0, 1, 3, 7                        |                    | Sox3: STRG.11680 / XP_027038477.1                    | <i>N. vectensis</i> : Steger et al. (ref 61)                                                        |
|                       |                               |                                   |                    | STRG.11745 / XP_027044136.1                          |                                                                                                     |
|                       |                               |                                   |                    | STRG.38537 / XP_027053960.1                          |                                                                                                     |
| Spezialized epidermis | 7, 16                         | 12, 16                            |                    | Shk domain-like: STRG.37979 / XP_027057795.1         |                                                                                                     |
|                       |                               |                                   |                    | STRG.8870 / XP_027040326.1                           |                                                                                                     |
| Apical cells          | 26                            | 10                                |                    | ISX-like: STRG.15235 / XP_027046639.1                | <i>N. vectensis</i> : Gilbert et al. (ref 6) & Sabin et al. (ref 7)                                 |
|                       |                               |                                   |                    | FoxQ2a: STRG.21723 / XP_027053483.1                  | <i>N. vectensis</i> : Sinigaglia et al. (ref 20)                                                    |
|                       |                               |                                   |                    | FGF: STRG.38785 / XP_027049367.1                     | <i>N. vectensis</i> : Rentzsch et al. (ref 31)                                                      |
|                       |                               |                                   |                    | PoxA: STRG.27319 / XP_027045474.1                    | <i>N. vectensis</i> : Gilbert et al. (ref 6)                                                        |
| Gastroderm            | 5, 17                         | 2, 9, 20                          |                    | ZF-C3H11: STRG.10901 / XP_027055412.1                | <i>N. vectensis</i> : Steger et al. (ref 61)                                                        |
|                       |                               |                                   |                    | Testican2-like: STRG.30766 / XP_027036617.1          | <i>N. vectensis</i> : Steger et al. (ref 61)                                                        |
|                       |                               |                                   |                    | COA-like2: STRG.21214 / XP_027059036.1               | <i>N. vectensis</i> : Steger et al. (ref 61)                                                        |
| Digestive filaments   | 10                            | 5                                 |                    | Nkx2-8-like: STRG.10304 / XP_027038915.1             | <i>S. pistillata</i> : Levy et al. (ref 59)                                                         |
|                       |                               |                                   |                    | OIT3-like12: STRG.21702 / XP_027046940.1             | <i>S. pistillata</i> : Levy et al. (ref 59)                                                         |
| Neural                | 4, 20, 21, 22, 23, 25, 30, 29 | 4, 11, 13, 14, 17, 19, 22, 24, 28 |                    | AshA: STRG.10864 / XP_027048862.1                    | <i>N. vectensis</i> : Layden et al. (ref 62) & Steger et al. (ref 61)                               |
|                       |                               |                                   |                    | ELAV - STRG.3504 / XP_027049686.1                    |                                                                                                     |
|                       | 21                            | 14                                | GVWamide neurons   | GVWamide: STRG.21557 / XP_027059473.1                |                                                                                                     |
|                       | 22                            | 24                                | RFamide neurons    | RFamide: STRG.11240 / XP_027051563.1                 |                                                                                                     |
|                       | 23                            | 14                                | GLWamide neurons   | GLWamide: STRG.15971 / XP_027060553.1                |                                                                                                     |
|                       | 29                            | 22                                | Damicornin neurons | Damicornin: STRG.4391 / XP_027051004.1               |                                                                                                     |
| Gland mucous          | 6, 9, 18                      | 6, 15                             |                    | HFR1a: STRG.43911 / XP_027045495.1                   |                                                                                                     |
|                       |                               |                                   |                    | RFX4: STRG.29170 / XP_027047616.1                    | <i>N. vectensis</i> : Steger et al. (ref 61) & Gilbert et al. (ref 6)                               |
|                       |                               |                                   |                    | Mucin : STRG.44173 / XP_027054112.1                  | <i>N. vectensis</i> : Steger et al. (ref 61)                                                        |
| Neurosecretory        | 15, 24, 28                    | 21, 23, 26                        |                    | ALK-like: STRG.10749 / XP_027042500.1                | <i>N. vectensis</i> : Steger et al. (ref 61)                                                        |
|                       |                               |                                   |                    |                                                      |                                                                                                     |
|                       | 24                            | 26                                | Neurosecretory 1   | Secreted, Cys-conserved: STRG.11468 / XP_027054855.1 |                                                                                                     |
|                       |                               |                                   |                    | Nkx2.5: STRG.11493 / XP_027041575.1                  |                                                                                                     |
|                       | 28                            | 21, 23                            | Neurosecretory 2   | Shk domain-like: STRG.14007 / XP_027047975.1         |                                                                                                     |
|                       |                               |                                   |                    | Pax6: STRG.28117 / XP_027036201.1                    |                                                                                                     |
| Secretory             | 12                            | 18                                |                    | AshC: STRG.10853 / XP_027048909.1                    | <i>N. vectensis</i> : Steger et al. (ref 61)                                                        |
|                       |                               |                                   |                    | PA2-like2: STRG.17610 / XP_027047046.1               |                                                                                                     |
| Cnidocyte             | 27                            | 27                                |                    | Znfn845: STRG.9167 / XP_027039484.1                  | <i>C. hemisphaerica</i> : Chari et al. (ref 57)<br><i>N. vectensis</i> : Babonis et al. (ref 115)   |
|                       |                               |                                   |                    | Ncol3: STRG.26600 / XP_027042144.1                   | <i>C. hemisphaerica</i> : Denker et al. (ref 116)<br><i>N. vectensis</i> : Sunagar et al. (ref 117) |
|                       |                               |                                   |                    | Nematogalectin-like: STRG.22007 / XP_027037748.1     | <i>N. vectensis</i> : Babonis & Martindale (ref 118)                                                |

**Fig. S12. Diagnostic marker genes used for assigning cell type identities in the coral planula atlases.**

**Fig. S13. Maximum Likelihood phylogenetic analysis of ligand-gated ion channels.** The tree on the left includes putative ligand-gated ion channel sequences categorized by including the Pfam domains Neur\_chan\_LBD and Neur\_chan\_memb. GABAR: ionotropic GABA receptors; GLRA: Glycine receptors; CHRN = Acetylcholine receptors; HTR3: 5-hydroxytryptamine receptors 3. The tree on the right is a zoomed view of the region outlined by the dotted red box. Values on nodes = Ultrafast bootstrap values from IQ-TREE (1000 replicates). Sequences from *Clytia*, *Astroides*, and *Pocillopora* are highlighted in green, orange, and blue, respectively, and human sequences are marked in red. Magenta stars indicate expression in GLWamide cells. Hs = *Homo sapiens*; pdb = Protein Data Bank (3D structures); c\_int = *Ciona intestinalis*; b\_flo = *Branchiostoma floridae*; s\_pur = *Strongylocentrotus purpuratus*; s\_kow = *Saccoglossus kowalevskii*; Pc = *Priapulius caudatus*; Dm = *Drosophila melanogaster*; La = *Lingula anatina*; Pa = *Phoronis australis*; c\_tel = *Capitella teleta*; Ce = *Caenorhabditis elegans*; c\_gig = *Crassostrea gigas*; a\_cal = *Aplysia californica*; Xb = *Xenoturbella bockii*; n\_vec = *Nematostella vectensis*; e\_dia = *Exaiptasia diaphana*; astro = *Astroides calycularis*; a\_mil = *Acropora millepora*; p\_dam = *Pocillopora damicornis*; o\_fav = *Orbicella faveolata*; a\_aur = *Aurelia aurita*; m\_vir = *Morbakka virulenta*; c\_hem = *Clytia hemisphaerica*; h\_vul = *Hydra vulgaris*.

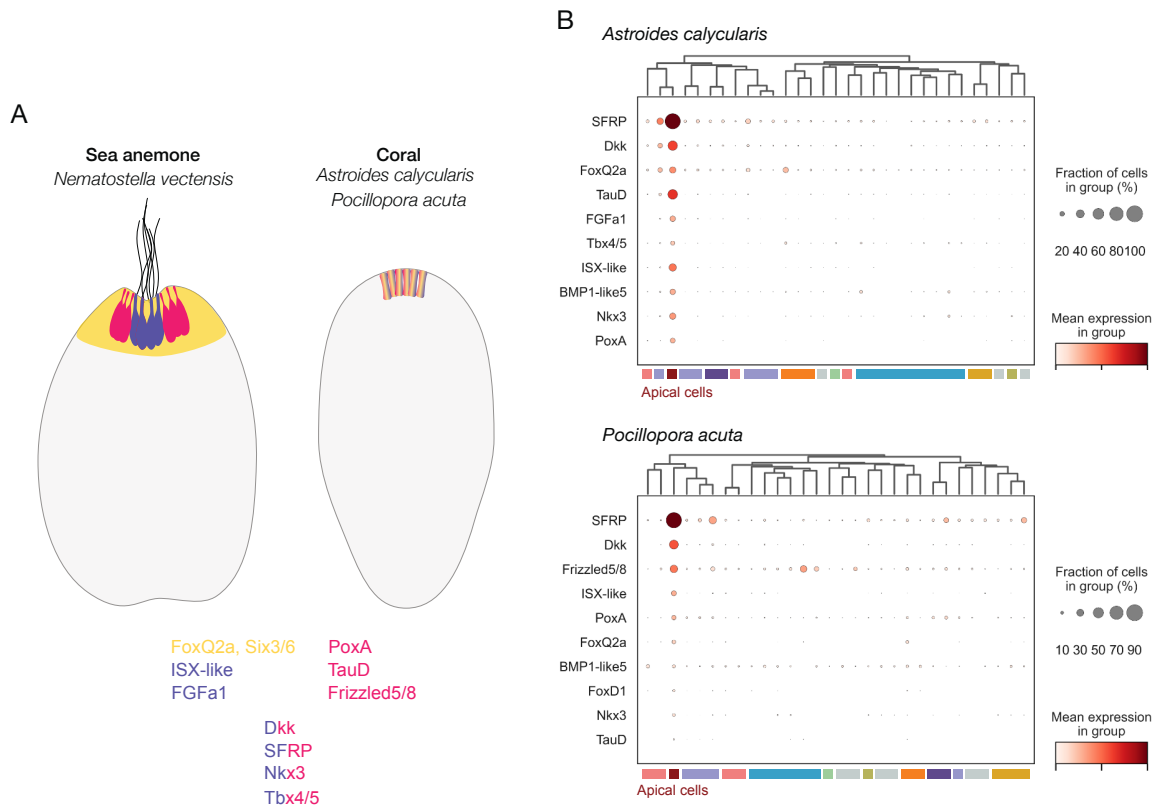

**Fig. S14. Homology of coral planula apical cells to the apical organ of *Nematostella* planula. (A)**

Schematics illustrating spatial expression of known *Nematostella* apical organ genes. Gene names are color-coded according to their expression in specific areas/cell types. Yellow indicates the apical domain area; purple cells correspond to the apical tuft cells and magenta cells correspond to the surrounding larval neurons. Gene names colored half purple and half magenta indicate expression that is not specifically confined to either of the two apical organ cell types and is presumably present in both.

References for spatial gene expression data: FoxQ2a, Six3/6 (20); FGFa1 (6, 20, 31); ISX-like, PoxA (6); TauD, Frizzled 5/8, SFRP (33); Dkk (119); Nkx3 (30, 120); Tbx4/5 (30). (B) Dot plots showing expression of the *Nematostella* apical organ markers across *Astroides* (top) and *Pocillopora* (bottom) cell clusters. Gene names are listed on the left and cluster identities are indicated in colored panels at the bottom. The color coding of the clusters corresponds to the cell class annotations in Fig. 4. The color gradient indicates average expression, and the size of the dots indicates the percentage of cells expressing the gene.

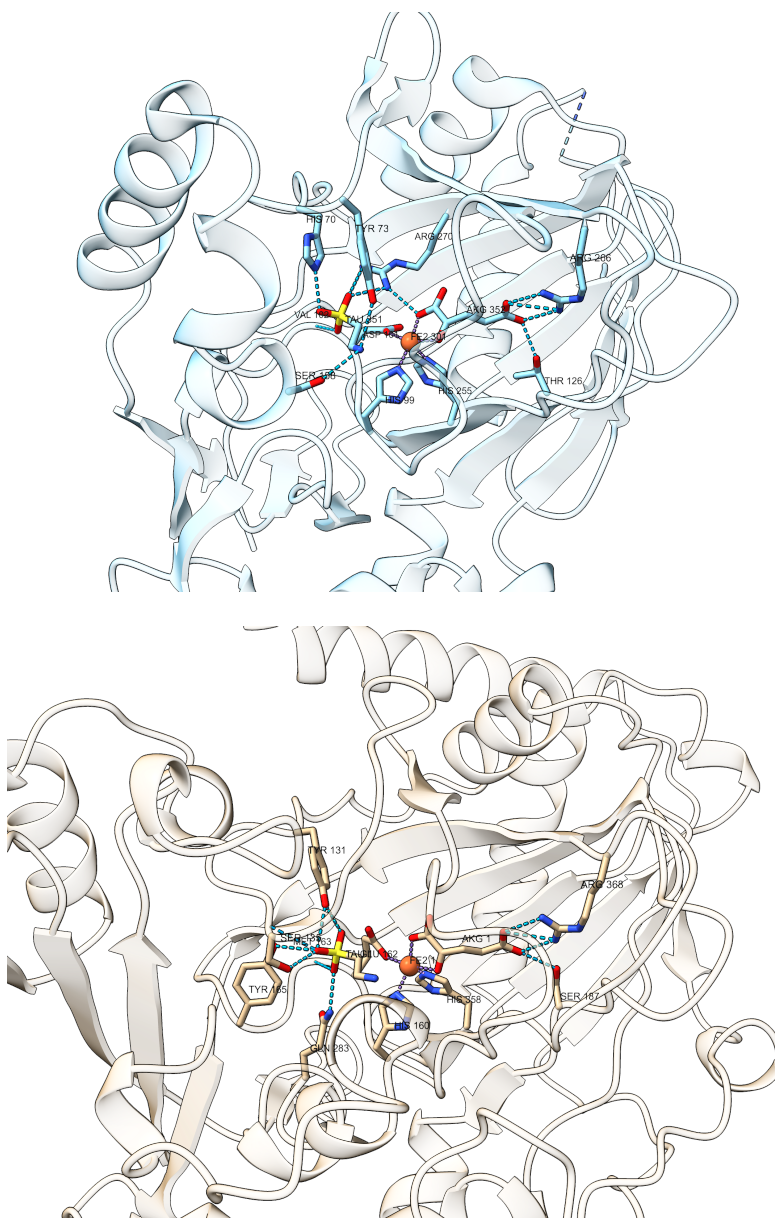

**Fig. S15. Three-dimensional structure of the TauD protein from *E. coli* (top) and the predicted structure from *Clytia* (bottom), showing bound ligands taurine (TAU), 2-oxoglutarate (alpha-ketoglutarate - AKG), and  $\text{Fe}^{2+}$  (FE2).** The *E. coli* structure with ligands was determined by X-ray crystallography (pdb: 1GQW) (68). The *Clytia* structure was predicted from the protein sequence of the MSTRG.12764 gene and SMILES strings for ligands, using boltz-1 (67) - ligand positions were not constrained for the prediction. The protein chains were superimposed using the mmaker command from ChimeraX (121). Blue dashed lines indicate predicted hydrogen bonds and the purple dashed lines protein / metal ion coordination.

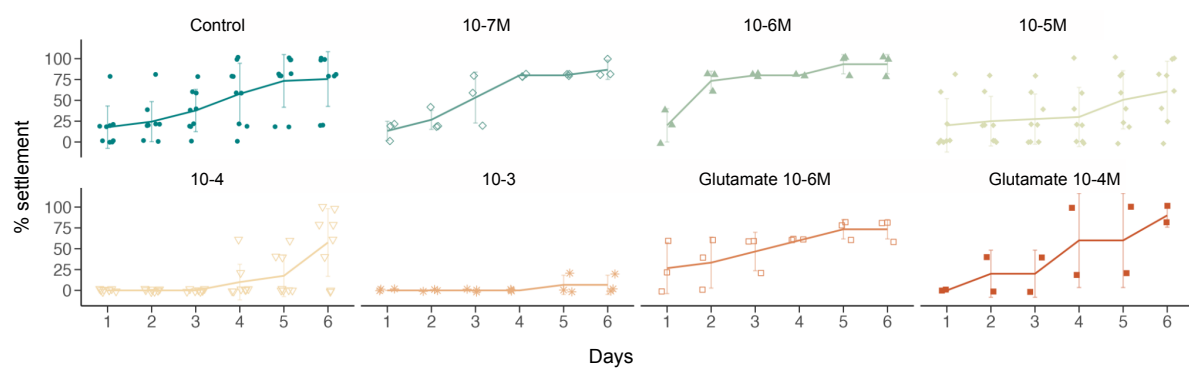

**Fig. S16. Effect of Taurine and Glutamate treatment on *Astroides* settlement over time.** Plots show the percentage of larvae that settled over the course of treatment (days) for each condition. Each dot represents the percentage of larvae that settled in an individual well, with 5 planulae used per treatment condition. Error bars indicate the standard deviation (see raw treatment data in table S4).

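Table S4 gives the share of larvae that had settled in each well or experiment, and the values here are means of the paper's own values. In the first Astroides experiment, on day 5 and with 3 wells per treatment, 80.0 ± 0% of the larvae had settled in the control wells (mean ± SD), 6.67 ± 11.5% with 1 mM taurine, 33.3 ± 30.6% with 0.1 mM and 20.0 ± 20.0% with 0.01 mM. In the second experiment the control had 93.3 ± 11.5% and the taurine wells 13.3 ± 23.1% at 0.1 mM, 80.0 ± 20.0% at 0.01 mM, 93.3% at 0.001 mM and 80.0% at 0.0001 mM, and glutamate at 0.001 mM gave 66.7 ± 11.5%. In the third, none of the larvae had settled with 0.1 mM taurine in 2 wells, 52.5 ± 38.9% at 0.01 mM, 60.0 ± 56.6% with 0.1 mM glutamate in 2 wells and 46.7 ± 46.2% in 3 control wells. Wells of 5 larvae resolve a share only in steps, and wells of 1 experiment are not separate experiments. Exchanging wells between taurine and control within the 3 experiments, a test chosen after these values were seen, gave an exact two-sided p of 7.5e-04 at 0.1 mM (8 and 9 wells, adjusted p 0.0015 over 2 concentrations), where every taurine well was below every control well of its experiment, and 0.12 at 0.01 mM. Both p take wells as the units, so they do not measure the spread between the 3 experiments. The paper's legend counts 8 experiments at 0.1 mM and 0.01 mM, which is the number of taurine wells.
For Clytia the table lists whole experiments. With 1 mM taurine 0.625 ± 0.916% of the larvae settled, beside 94.1 ± 7.68% in the controls (SD, n = 8 experiments), lower in 8 of 8. At 0.1 mM it was 44.1 ± 25.5% beside 92.1 ± 9.08%, and lower in 8 of 8. Both have a two-sided exact sign-flip p of 0.0078, the smallest that 8 experiments can give, and an adjusted p of 0.07 over 18 comparisons. With only these comparisons at that floor, the adjusted p could be no smaller, however large the effect. It is therefore no evidence against an effect of taurine. At 0.01 mM the share was 84.0 ± 15.2%, lower in 5 of 8 (exact p 0.12). With GABA, glutamate, homotaurine, betaine and baclofen, means of 86.0 to 98.5% settled over 3 or 4 experiments each, where the smallest exact p is 0.25 or 0.125.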

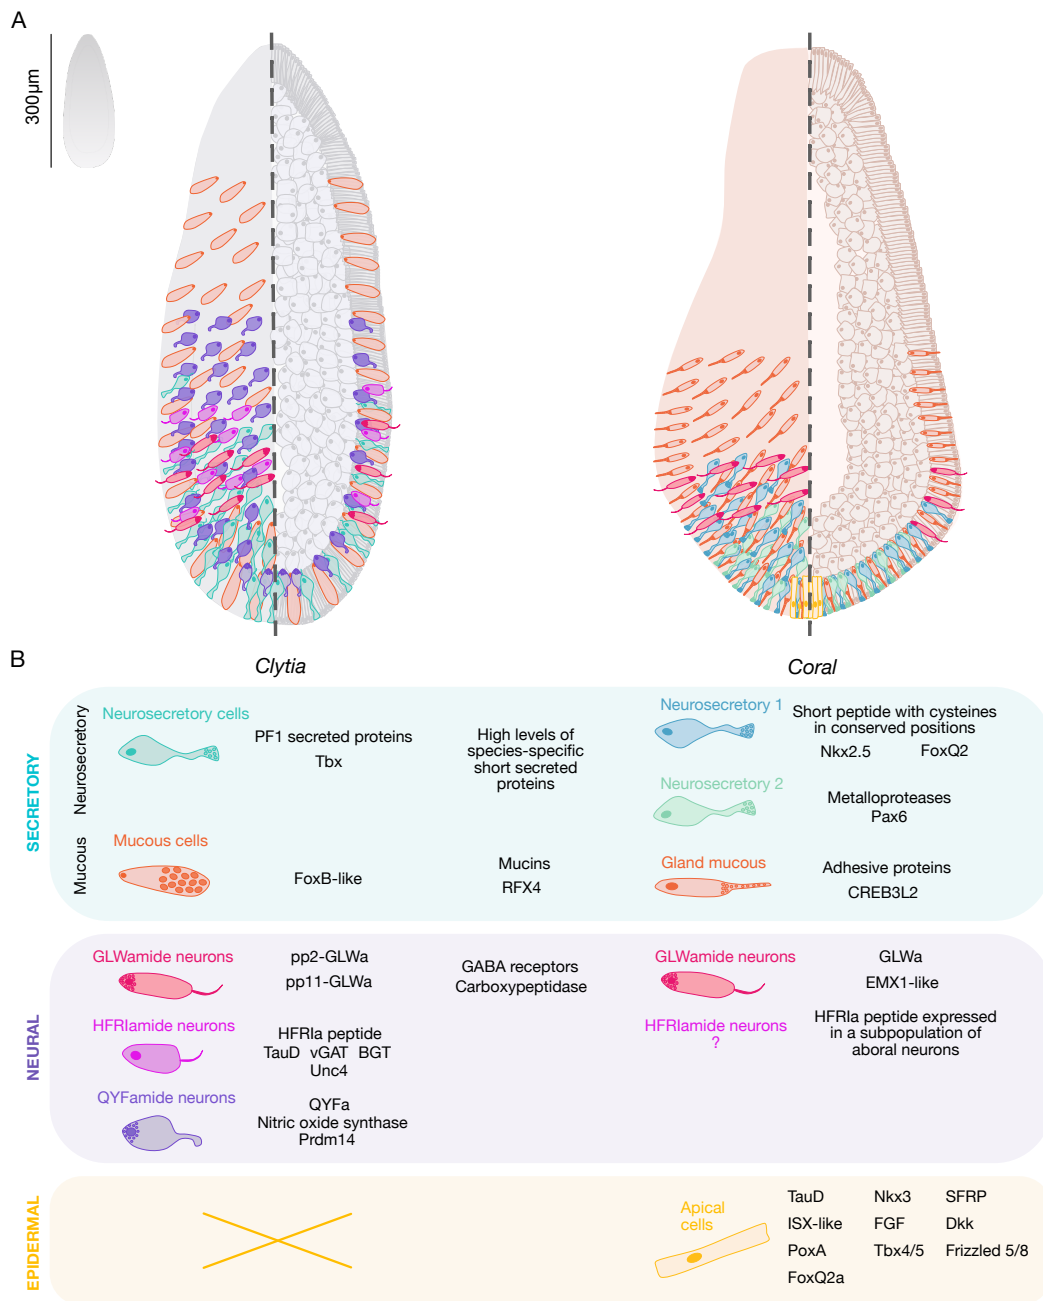

**Fig. S17. Comparison of specialized aboral cell types between *Clytia* and coral planulae.** (A)

Schematics illustrating the distribution of aboral cell types in *Clytia* and coral planulae. The left section shows a surface view, and the right section corresponds to a medial view. The schematics of the two planulae are depicted at the same size for comparison purposes; however, the *Clytia* planula is substantially smaller than the *Astroides* planula.

(B) Comparison of the molecular signatures of aboral cell types between *Clytia* and coral planulae.

**Table S1. Aboral and oral enriched gene sets for *Clytia*, *Astroides* and *Pocillopora* planulae.**

**Table S2. Cluster marker gene sets for *Clytia*, *Astroides* and *Pocillopora* planula cell atlases.**

**Table S3. Genes shared between planula aboral cell types across species.**

**Table S4. Raw data from settlement assays.**

**Table S5. Primers and sequences used for ISH and HCR probe synthesis.**

**Table S6. Details of individual scRNA-seq libraries.**

## REFERENCES AND NOTES

1. W. A. Müller, A. Mitze, J.-P. Wickhorst, H. M. Meier-Menge, Polar morphogenesis in early hydroid development: Action of caesium, of neurotransmitters and of an intrinsic head activator on pattern formation. *Wilehm Roux. Arch. Dev. Biol.* **182**, 311–328 (1977).
2. M. B. Thomas, G. Freeman, V. J. Martin, The embryonic origin of neurosecretory cells and the role of nerve cells in metamorphosis in *Phialidium gregarium* (Cnidaria, Hydrozoa). *Int. J. Invertebr. Reprod. Dev.* **11**, 265–285 (1987).
3. S. Piraino, G. Zega, C. Di Benedetto, A. Leone, A. Dell’Anna, R. Pennati, D. C. Carnevali, V. Schmid, H. Reichert, Complex neural architecture in the diploblastic larva of *Clava multicornis* (Hydrozoa, Cnidaria). *J. Comp. Neurol.* **519**, 1931–1951 (2011).
4. N. Nakanishi, D. Yuan, D. K. Jacobs, V. Hartenstein, Early development, pattern, and reorganization of the planula nervous system in *Aurelia* (Cnidaria, Scyphozoa). *Dev. Genes Evol.* **218**, 511–524 (2008).
5. R. M. F. Attenborough, D. C. Hayward, U. Wiedemann, S. Forêt, D. J. Miller, E. E. Ball, Expression of the neuropeptides RFamide and LWamide during development of the coral *Acropora millepora* in relation to settlement and metamorphosis. *Dev. Biol.* **446**, 56–67 (2019).
6. E. Gilbert, C. Teeling, T. Lebedeva, S. Pedersen, N. Christmas, G. Genikhovich, V. Modepalli, Molecular and cellular architecture of the larval sensory organ in the cnidarian *Nematostella vectensis*. *Development* **149**, dev200833 (2022).
7. K. Z. Sabin, S. Chen, E. M. Hill, K. J. Weaver, J. Yonke, M. Kirkman, W. B. Redwine, A. M. L. Klompen, X. Zhao, F. Guo, M. C. McKinney, J. L. Dewey, M. C. Gibson, Graded FGF activity patterns distinct cell types within the apical sensory organ of the sea anemone *Nematostella vectensis*. *Dev. Biol.* **510**, 50–65 (2024).
8. T. Leitz, M. Lay, Metamorphosin A is a neuropeptide. *Roux Arch. Dev. Biol.* **204**, 276–279 (1995).
9. J. Schmich, S. Trepel, T. Leitz, The role of GLWamides in metamorphosis of *Hydractinia echinata*. *Dev. Genes Evol.* **208**, 267–273 (1998).

10. T. Takahashi, N. Takeda, Insight into the molecular and functional diversity of cnidarian neuropeptides. *Int. J. Mol. Sci.* **16**, 2610–2625 (2015).
11. G. Krasovec, K. Pottin, M. Rosello, É. Quéinnec, J.-P. Chambon, Apoptosis and cell proliferation during metamorphosis of the planula larva of *Clytia hemisphaerica* (Hydrozoa, Cnidaria). *Dev. Dyn.* **250**, 1739–1758 (2021).
12. T. Cavalier-Smith, Origin of animal multicellularity: Precursors, causes, consequences—The choanoflagellate/sponge transition, neurogenesis and the Cambrian explosion. *Philos. Trans. R. Soc. Lond. B Biol. Sci.* **372**, 20150476 (2017).
13. D. Arendt, M. A. Tosches, H. Marlow, From nerve net to nerve ring, nerve cord and brain — Evolution of the nervous system. *Nat. Rev. Neurosci.* **17**, 61–72 (2016).
14. M. Lechable, A. Jan, A. Duchene, J. Uveira, B. Weissbourd, L. Gissat, S. Collet, L. Gilletta, S. Chevalier, L. Leclère, S. Peron, C. Barreau, R. Lasbleiz, E. Houliston, T. Momose, An improved whole life cycle culture protocol for the hydrozoan genetic model *Clytia hemisphaerica*. *Biol. Open* **9**, bio057034 (2020).
15. M. Gilis, A. Meibom, I. Domart-Coulon, O. Grauby, J. Stolarski, A. Baronnet, Biomineralization in newly settled recruits of the scleractinian coral *Pocillopora damicornis*. *J. Morphol.* **275**, 1349–1365 (2014).
16. A. Massé, I. Domart-Coulon, S. Golubic, D. Duché, A. Tribollet, Early skeletal colonization of the coral holobiont by the microboring Ulvophyceae *Ostreobium* sp. *Sci. Rep.* **8**, 2293 (2018).
17. C. Sinigaglia, H. Busengdal, L. Leclère, U. Technau, F. Rentzsch, The bilaterian head patterning gene *six3/6* controls aboral domain development in a cnidarian. *PLOS Biol.* **11**, e1001488 (2013).
18. H. Marlow, M. A. Tosches, R. Tomer, P. R. Steinmetz, A. Lauri, T. Larsson, D. Arendt, Larval body patterning and apical organs are conserved in animal evolution. *BMC Biol.* **12**, 7 (2014).
19. K. A. Yankura, M. L. Martik, C. K. Jennings, V. F. Hinman, Uncoupling of complex regulatory patterning during evolution of larval development in echinoderms. *BMC Biol.* **8**, 143 (2010).

20. P. R. Steinmetz, R. Urbach, N. Posnien, J. Eriksson, R. P. Kostyuchenko, C. Brena, K. Guy, M. Akam, G. Bucher, D. Arendt, Six3 demarcates the anterior-most developing brain region in bilaterian animals. *Evodevo* **1**, 14 (2010).
21. S. Santagata, C. Resh, A. Hejzol, M. Q. Martindale, Y. J. Passamaneck, Development of the larval anterior neurogenic domains of *Terebratalia transversa* (Brachiopoda) provides insights into the diversification of larval apical organs and the spiral nervous system. *Evodevo* **3**, 3 (2012).
22. V. S. Hunnekuhl, M. Akam, An anterior medial cell population with an apical-organ-like transcriptional profile that pioneers the central nervous system in the centipede *Strigamia maritima*. *Dev. Biol.* **396**, 136–149 (2014).
23. C. J. Lowe, M. Wu, A. Salic, L. Evans, E. Lander, N. Stange-Thomann, C. E. Gruber, J. Gerhart, M. Kirschner, Anteroposterior patterning in hemichordates and the origins of the chordate nervous system. *Cell* **113**, 853–865 (2003).
24. J. F. Ryan, M. E. Mazza, K. Pang, D. Q. Matus, A. D. Baxevanis, M. Q. Martindale, J. R. Finnerty, Pre-bilaterian origins of the Hox cluster and the Hox code: Evidence from the sea anemone, *Nematostella vectensis*. *PLOS ONE* **2**, e153 (2007).
25. R. Chiori, M. Jager, E. Denker, P. Wincker, C. Da Silva, H. Le Guyader, M. Manuel, E. Quéinnec, Are Hox genes ancestrally involved in axial patterning? Evidence from the hydrozoan *Clytia hemisphaerica* (Cnidaria). *PLOS ONE* **4**, e4231 (2009).
26. B. M. Steinworth, M. Q. Martindale, J. F. Ryan, Gene loss may have shaped the Cnidarian and Bilaterian Hox and ParaHox complement. *Genome Biol. Evol.* **15**, evac172 (2023).
27. E. Gilbert, J. Craggs, V. Modepalli, Gene regulatory network that shaped the evolution of larval apical organ in Cnidaria. *Mol. Biol. Evol.* **41**, msad285 (2024).
28. F. Rentzsch, J. H. Fritzenwanker, C. B. Scholz, U. Technau, FGF signalling controls formation of the apical sensory organ in the cnidarian *Nematostella vectensis*. *Development* **135**, 1761–1769 (2008).

29. J. Gerhart, C. Lowe, M. Kirschner, Hemichordates and the origin of chordates. *Curr. Opin. Genet. Dev.* **15**, 461–467 (2005).
30. C. Sinigaglia, H. Busengdal, A. Lerner, P. Oliveri, F. Rentzsch, Molecular characterization of the apical organ of the anthozoan *Nematostella vectensis*. *Dev. Biol.* **398**, 120–133 (2015).
31. J. Croce, L. Duloquin, G. Lhomond, D. R. McClay, C. Gache, Frizzled5/8 is required in secondary mesenchyme cells to initiate archenteron invagination during sea urchin development. *Development* **133**, 547–557 (2006).
32. S. Darras, J. Gerhart, M. Terasaki, M. Kirschner, C. J. Lowe,  $\beta$ -Catenin specifies the endomesoderm and defines the posterior organizer of the hemichordate *Saccoglossus kowalevskii*. *Development* **138**, 959–970 (2011).
33. A. M. Pani, E. E. Mullarkey, J. Aronowicz, S. Assimacopoulos, E. A. Grove, C. J. Lowe, Ancient deuterostome origins of vertebrate brain signalling centres. *Nature* **483**, 289–294 (2012).
34. A. Khadka, M. Martínez-Bartolomé, S. D. Burr, R. C. Range, A novel gene's role in an ancient mechanism: Secreted Frizzled-related protein 1 is a critical component in the anterior-posterior Wnt signaling network that governs the establishment of the anterior neuroectoderm in sea urchin embryos. *Evodevo* **9**, 1 (2018).
35. A. J. Poustka, A. Kühn, D. Groth, V. Weise, S. Yaguchi, R. D. Burke, R. Herwig, H. Lehrach, G. Panopoulou, A global view of gene expression in lithium and zinc treated sea urchin embryos: New components of gene regulatory networks. *Genome Biol.* **8**, R85 (2007).
36. P. Lapébie, A. Ruggiero, C. Barreau, S. Chevalier, P. Chang, P. Dru, E. Houliston, T. Momose, Differential responses to Wnt and PCP disruption predict expression and developmental function of conserved and novel genes in a cnidarian. *PLOS Genet.* **10**, e1004590 (2014).
37. J. Jumper, R. Evans, A. Pritzel, T. Green, M. Figurnov, O. Ronneberger, K. Tunyasuvunakool, R. Bates, A. Žídek, A. Potapenko, A. Bridgland, C. Meyer, S. A. A. Kohl, A. J. Ballard, A. Cowie, B. Romera-Paredes, S. Nikolov, R. Jain, J. Adler, T. Back, S. Petersen, D. Reiman, E. Clancy, M. Zielinski, M. Steinegger, M. Pacholska, T. Berghammer, S. Bodenstein, D. Silver, O. Vinyals, A. W. Senior, K.

- Kavukcuoglu, P. Kohli, D. Hassabis, Highly accurate protein structure prediction with AlphaFold. *Nature* **596**, 583–589 (2021).
38. M. Mirdita, K. Schütze, Y. Moriwaki, L. Heo, S. Ovchinnikov, M. Steinegger, ColabFold: Making protein folding accessible to all. *Nat. Methods* **19**, 679–682 (2022).
39. M. van Kempen, S. S. Kim, C. Tumescheit, M. Mirdita, J. Lee, C. L. M. Gilchrist, J. Söding, M. Steinegger, Fast and accurate protein structure search with Foldseek. *Nat. Biotechnol.* **42**, 243–246 (2024).
40. L. Leclère, C. Horin, S. Chevalier, P. Lapébie, P. Dru, S. Peron, M. Jager, T. Condamine, K. Pottin, S. Romano, J. Steger, C. Sinigaglia, C. Barreau, G. Quiroga Artigas, A. Ruggiero, C. Fourrage, J. E. M. Kraus, J. Poulain, J.-M. Aury, P. Wincker, E. Quéinnec, U. Technau, M. Manuel, T. Momose, E. Houliston, R. R. Copley, The genome of the jellyfish *Clytia hemisphaerica* and the evolution of the cnidarian life-cycle. *Nat. Ecol. Evol.* **3**, 801–810 (2019).
41. S. Levy, V. Brekhman, A. Bakhman, A. Malik, A. Sebé-Pedrós, M. Kosloff, T. Lotan, Ectopic activation of GABA<sub>B</sub> receptors inhibits neurogenesis and metamorphosis in the cnidarian *Nematostella vectensis*. *Nat. Ecol. Evol.* **5**, 111–121 (2021).
42. M. S. Islam, T. M. Leissing, R. Chowdhury, R. J. Hopkinson, C. J. Schofield, 2-Oxoglutarate-dependent oxygenases. *Annu. Rev. Biochem.* **87**, 585–620 (2018).
43. H. Pasantes-Morales, Volume regulation in brain cells: cellular and molecular mechanisms. *Metab. Brain Dis.* **11**, 187–204 (1996).
44. P. Saransaari, S. S. Oja, Taurine and neural cell damage. *Amino Acids* **19**, 509–526 (2000).
45. J. Albrecht, A. Schousboe, Taurine interaction with neurotransmitter receptors in the CNS: An update. *Neurochem. Res.* **30**, 1615–1621 (2005).
46. A. Ferraioli, “Comparison of cell types across life cycle stages of the hydrozoan *Clytia hemisphaerica*,” thesis, Sorbonne Université (2022).

47. I. Korsunsky, N. Millard, J. Fan, K. Slowikowski, F. Zhang, K. Wei, Y. Baglaenko, M. Brenner, P.-R. Loh, S. Raychaudhuri, Fast, sensitive and accurate integration of single-cell data with Harmony. *Nat. Methods* **16**, 1289–1296 (2019).
48. V. A. Traag, L. Waltman, N. J. van Eck, From Louvain to Leiden: Guaranteeing well-connected communities. *Sci. Rep.* **9**, 5233 (2019).
49. T. C. G. Bosch, Hydra and the evolution of stem cells. *Bioessays* **31**, 478–486 (2009).
50. S. Siebert, J. A. Farrell, J. F. Cazet, Y. Abeykoon, A. S. Primack, C. E. Schnitzler, C. E. Juliano, Stem cell differentiation trajectories in *Hydra* resolved at single-cell resolution. *Science* **365**, eaav9314 (2019).
51. N. Takeda, Y. Kon, G. Quiroga Artigas, P. Lapébie, C. Barreau, O. Koizumi, T. Kishimoto, K. Tachibana, E. Houliston, R. Deguchi, Identification of jellyfish neuropeptides that act directly as oocyte maturation-inducing hormones. *Development* **145**, dev156786 (2018).
52. T. Takahashi, M. Hatta, The importance of GLWamide neuropeptides in cnidarian development and physiology. *J. Amino Acids* **2011**, 424501 (2011).
53. E. Hayakawa, H. Watanabe, G. Menschaert, T. W. Holstein, G. Baggerman, L. Schoofs, A combined strategy of neuropeptide prediction and tandem mass spectrometry identifies evolutionarily conserved ancient neuropeptides in the sea anemone *Nematostella vectensis*. *PLOS ONE* **14**, e0215185 (2019).
54. T. Chari, B. Weissbourd, J. Gehring, A. Ferraioli, L. Leclère, M. Herl, F. Gao, S. Chevalier, R. R. Copley, E. Houliston, D. J. Anderson, L. Pachter, Whole-animal multiplexed single-cell RNA-seq reveals transcriptional shifts across *Clytia medusa* cell types. *Sci. Adv.* **7**, eabh1683 (2021).
55. Q. I. B. Lemaître, N. Bartsch, I. U. Kouzel, H. Busengdal, G. S. Richards, P. R. H. Steinmetz, F. Rentzsch, *NvPrdm14d*-expressing neural progenitor cells contribute to non-ectodermal neurogenesis in *Nematostella vectensis*. *Nat. Commun.* **14**, 4854 (2023).

56. S. Levy, A. Elek, X. Grau-Bové, S. Menéndez-Bravo, M. Iglesias, A. Tanay, T. Mass, A. Sebé-Pedrós, A stony coral cell atlas illuminates the molecular and cellular basis of coral symbiosis, calcification, and immunity. *Cell* **184**, 2973–2987.e18 (2021).
57. A. Sebé-Pedrós, B. Saudemont, E. Chomsky, F. Plessier, M.-P. Mailhé, J. Renno, Y. Loe-Mie, A. Lifshitz, Z. Mukamel, S. Schmutz, S. Novault, P. R. H. Steinmetz, F. Spitz, A. Tanay, H. Marlow, Cnidarian cell type diversity and regulation revealed by whole-organism single-cell RNA-Seq. *Cell* **173**, 1520–1534.e20 (2018).
58. J. Steger, A. G. Cole, A. Denner, T. Lebedeva, G. Genikhovich, A. Ries, R. Reischl, E. Taudes, M. Lassnig, U. Technau, Single-cell transcriptomics identifies conserved regulators of neuroglandular lineages. *Cell Rep.* **40**, 111370 (2022).
59. M. J. Layden, M. Boekhout, M. Q. Martindale, *Nematostella vectensis* achaete-scute homolog *NvashA* regulates embryonic ectodermal neurogenesis and represents an ancient component of the metazoan neural specification pathway. *Development* **139**, 1013–1022 (2012).
60. O. Castañeda, V. Sotolongo, A. M. Amor, R. Stöcklin, A. J. Anderson, A. L. Harvey, A. Engström, C. Wernstedt, E. Karlsson, Characterization of a potassium channel toxin from the Caribbean Sea anemone *Stichodactyla helianthus*. *Toxicon* **33**, 603–613 (1995).
61. Y. Moran, D. Praher, A. Schlesinger, A. Ayalon, Y. Tal, U. Technau, Analysis of soluble protein contents from the nematocysts of a model sea anemone sheds light on venom evolution. *Mar. Biotechnol.* **15**, 329–339 (2013).
62. Y. Y. Columbus-Shenkar, M. Y. Sachkova, J. Macrander, A. Fridrich, V. Modepalli, A. M. Reitzel, K. Sunagar, Y. Moran, Dynamics of venom composition across a complex life cycle. *eLife* **7**, e35014 (2018).
63. M. Y. Sachkova, M. Landau, J. M. Surm, J. Macrander, S. A. Singer, A. M. Reitzel, Y. Moran, Toxin-like neuropeptides in the sea anemone *Nematostella* unravel recruitment from the nervous system to venom. *Proc. Natl. Acad. Sci. U.S.A.* **117**, 27481–27492 (2020).

64. J. Wohlwend, G. Corso, S. Passaro, M. Reveiz, K. Leidal, W. Swiderski, T. Portnoi, I. Chinn, J. Silterra, T. Jaakkola, R. Barzilay, Boltz-1: Democratizing biomolecular interaction modeling. bioRxiv:624167 [Preprint] (2024). <https://doi.org/10.1101/2024.11.19.624167>.
65. J. M. Elkins, M. J. Ryle, I. J. Clifton, J. C. Dunning Hotopp, J. S. Lloyd, N. I. Burzlaff, J. E. Baldwin, R. P. Hausinger, P. L. Roach, X-ray crystal structure of *Escherichia coli* taurine/ $\alpha$ -ketoglutarate dioxygenase complexed to ferrous iron and substrates. *Biochemistry* **41**, 5185–5192 (2002).
66. R. J. Huxtable, Physiological actions of taurine. *Physiol. Rev.* **72**, 101–163 (1992).
67. I. H. Lambert, D. M. Kristensen, J. B. Holm, O. H. Mortensen, Physiological role of taurine – From organism to organelle. *Acta Physiol.* **213**, 191–212 (2015).
68. P. A. V. Anderson, H. G. Trapido-Rosenthal, Physiological and chemical analysis of neurotransmitter candidates at a fast excitatory synapse in the jellyfish *Cyanea capillata* (Cnidaria, Scyphozoa). *Invert. Neurosci.* **9**, 167–173 (2009).
69. W. A. Müller, T. Leitz, Metamorphosis in the Cnidaria. *Can. J. Zool.* **80**, 1755–1771 (2002).
70. S. Berking, Taurine found to stabilize the larval state is released upon induction of metamorphosis in the hydrozoan Hydractinia. *Roux's Arch. Dev. Biol.* **197**, 321–327 (1988).
71. S. Berking, Is homarine a morphogen in the marine hydroid Hydractinia? *Roux's Arch. Dev. Biol.* **195**, 33–38 (1986).
72. M. Walther, R. Ulrich, M. Kroiher, S. Berking, Metamorphosis and pattern formation in Hydractinia echinata, a colonial hydroid. *Int. J. Dev. Biol.* **40**, 313–322 (1996).
73. F. Bodo, J. Bouillon, Étude histologique du développement embryonnaire de quelques hydroméduses de Roscoff: *Phialidium hemisphaericum* (L.), *Obelia* sp. Péron et Lesueur, *Sarsia eximia* (Allman), *Podocoryne carnea* (Sars), *Gonionemus vertens* Agassiz. *Cah. Biol. Mar.* **9**, 69–104 (1968).
74. J. Vandermeulen, Studies on reef corals. II. Fine structure of planktonic planula larva of *Pocillopora damicornis*, with emphasis on the aboral epidermis. *Mar. Biol.* **27**, 239–249 (1974).

75. X. Li, S. Li, X. Huang, Y. Chen, J. Cheng, A. Zhan, Protein-mediated bioadhesion in marine organisms: A review. *Mar. Environ. Res.* **170**, 105409 (2021).
76. L.-S. He, G. Zhang, P.-Y. Qian, Characterization of two 20kDa-cement protein (cp20k) homologues in *Amphibalanus amphitrite*. *PLOS ONE* **8**, e64130 (2013).
77. M. Monier, V. Courtier-Orgogozo, Drosophila glue: A promising model for bioadhesion. *Insects* **13**, 734 (2022).
78. S. Savoca, D. Di Fresco, A. Alesci, G. Capillo, N. Spanò, Mucus secretions in Cnidarian, an ecological, adaptive and evolutive tool. *Adv. Oceanogr. Limnol.* **13**, 10.4081/aiol.2022.11054 (2022).
79. G. F. Ricardo, R. J. Jones, P. L. Clode, A. P. Negri, Mucous secretion and cilia beating defend developing coral larvae from suspended sediments. *PLOS ONE* **11**, e0162743 (2016).
80. B. E. Brown, J. C. Bythell, Perspectives on mucus secretion in reef corals. *Mar. Ecol. Prog. Ser.* **296**, 291–309 (2005).
81. H. Gröger, V. Schmid, Larval development in Cnidaria: A connection to Bilateria? *Genesis* **29**, 110–114 (2001).
82. S. Birch, D. Plachetzki, Multisensory integration by polymodal sensory neurons dictates larval settlement in a brainless cnidarian larva. *Mol. Ecol.* **32**, 3892–3907 (2023).
83. C. D. Bishop, B. P. Brandhorst, NO/cGMP signaling and HSP90 activity represses metamorphosis in the sea urchin *Lytechinus pictus*. *Biol. Bull.* **201**, 394–404 (2001).
84. S. Comes, A. Locascio, F. Silvestre, M. d’Ischia, G. L. Russo, E. Tosti, M. Branno, A. Palumbo, Regulatory roles of nitric oxide during larval development and metamorphosis in *Ciona intestinalis*. *Dev. Biol.* **306**, 772–784 (2007).
85. C. D. Bishop, A. Pires, S.-W. Norby, D. Boudko, L. L. Moroz, M. G. Hadfield, Analysis of nitric oxide-cyclic guanosine monophosphate signaling during metamorphosis of the nudibranch *Phestilla sibogae* Bergh (Gastropoda: Opisthobranchia). *Evol. Dev.* **10**, 288–299 (2008).

86. W. J. Biggers, A. Pires, J. A. Pechenik, E. Johns, P. Patel, T. Polson, J. Polson, Inhibitors of nitric oxide synthase induce larval settlement and metamorphosis of the polychaete annelid *Capitella teleta*. *Invertebr. Reprod. Dev.* **56**, 1–13 (2012).
87. Y. Zhang, L.-S. He, G. Zhang, Y. Xu, O.-O. Lee, K. Matsumura, P.-Y. Qian, The regulatory role of the NO/cGMP signal transduction cascade during larval attachment and metamorphosis of the barnacle *Balanus* (= *Amphibalanus*) *amphitrite*. *J. Exp. Biol.* **215**, 3813–3822 (2012).
88. N. Ueda, G. S. Richards, B. M. Degnan, A. Kranz, M. Adamska, R. P. Croll, S. M. Degnan, An ancient role for nitric oxide in regulating the animal pelagobenthic life cycle: Evidence from a marine sponge. *Sci. Rep.* **6**, 37546 (2016).
89. H. Song, O. H. Hewitt, S. M. Degnan, Arginine biosynthesis by a bacterial symbiont enables nitric oxide production and facilitates larval settlement in the marine-sponge host. *Curr. Biol.* **31**, 433–437.e3 (2021).
90. C. Carbonne, S. Comeau, P. T. W. Chan, K. Plichon, J.-P. Gattuso, N. Teixidó, Early life stages of a Mediterranean coral are vulnerable to ocean warming and acidification. *Biogeosciences* **19**, 4767–4777 (2022).
91. C. Kopp, I. Domart-Coulon, D. Barthelemy, A. Meibom, Nutritional input from dinoflagellate symbionts in reef-building corals is minimal during planula larval life stage. *Sci. Adv.* **2**, e1500681 (2016).
92. R. Cunning, R. A. Bay, P. Gillette, A. C. Baker, N. Traylor-Knowles, Comparative analysis of the *Pocillopora damicornis* genome highlights role of immune system in coral evolution. *Sci. Rep.* **8**, 16134 (2018).
93. A. Dobin, C. A. Davis, F. Schlesinger, J. Drenkow, C. Zaleski, S. Jha, P. Batut, M. Chaisson, T. R. Gingeras, STAR: Ultrafast universal RNA-seq aligner. *Bioinformatics* **29**, 15–21 (2013).
94. M. I. Love, W. Huber, S. Anders, Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* **15**, 550 (2014).

95. H. García-Castro, N. J. Kenny, M. Iglesias, P. Álvarez-Campos, V. Mason, A. Elek, A. Schönauer, V. A. Sleight, J. Neiro, A. Aboobaker, J. Permanyer, M. Irimia, A. Sebé-Pedrós, J. Solana, ACME dissociation: A versatile cell fixation-dissociation method for single-cell transcriptomics. *Genome Biol.* **22**, 89 (2021).
96. B. Kaminow, D. Yunusov, A. Dobin, STARsolo: Accurate, fast and versatile mapping/quantification of single-cell and single-nucleus RNA-seq data. bioRxiv:442755 [Preprint] (2021).  
<https://doi.org/10.1101/2021.05.05.442755>.
97. F. A. Wolf, P. Angerer, F. J. Theis, SCANPY: Large-scale single-cell gene expression data analysis. *Genome Biol.* **19**, 15 (2018).
98. M. Kolmogorov, J. Yuan, Y. Lin, P. A. Pevzner, Assembly of long, error-prone reads using repeat graphs. *Nat. Biotechnol.* **37**, 540–546 (2019).
99. M. Perte, G. M. Perte, C. M. Antonescu, T.-C. Chang, J. T. Mendell, S. L. Salzberg, StringTie enables improved reconstruction of a transcriptome from RNA-seq reads. *Nat. Biotechnol.* **33**, 290–295 (2015).
100. B. J. Haas, A. Papanicolaou, M. Yassour, M. Grabherr, P. D. Blood, J. Bowden, M. B. Couger, D. Eccles, B. Li, M. Lieber, M. D. MacManes, M. Ott, J. Orvis, N. Pochet, F. Strozzi, N. Weeks, R. Westerman, T. William, C. N. Dewey, R. Henschel, R. D. LeDuc, N. Friedman, A. Regev, *De novo* transcript sequence reconstruction from RNA-seq using the Trinity platform for reference generation and analysis. *Nat. Protoc.* **8**, 1494–1512 (2013).
101. F. A. Simão, R. M. Waterhouse, P. Ioannidis, E. V. Kriventseva, E. M. Zdobnov, BUSCO: Assessing genome assembly and annotation completeness with single-copy orthologs. *Bioinformatics* **31**, 3210–3212 (2015).
102. W. R. Pearson, D. J. Lipman, Improved tools for biological sequence comparison. *Proc. Natl. Acad. Sci. U.S.A.* **85**, 2444–2448 (1988).
103. P. Kapli, T. Flouri, M. J. Telford, Systematic errors in phylogenetic trees. *Curr. Biol.* **31**, R59–R64 (2021).

104. R. D. Finn, P. Coghill, R. Y. Eberhardt, S. R. Eddy, J. Mistry, A. L. Mitchell, S. C. Potter, M. Punta, M. Qureshi, A. Sangrador-Vegas, G. A. Salazar, J. Tate, A. Bateman, The Pfam protein families database: Towards a more sustainable future. *Nucleic Acids Res.* **44**, D279–D285 (2016).
105. J. J. Almagro Armenteros, K. D. Tsirigos, C. K. Sønderby, T. N. Petersen, O. Winther, S. Brunak, G. von Heijne, H. Nielsen, SignalP 5.0 improves signal peptide predictions using deep neural networks. *Nat. Biotechnol.* **37**, 420–423 (2019).
106. C. Sinigaglia, D. Thiel, A. Hejnl, E. Houliston, L. Leclère, A safer, urea-based in situ hybridization method improves detection of gene expression in diverse animal species. *Dev. Biol.* **434**, 15–23 (2018).
107. S. Chevalier, A. Martin, L. Leclère, A. Amiel, E. Houliston, Polarised expression of FoxB and FoxQ2 genes during development of the hydrozoan *Clytia hemisphaerica*. *Dev. Genes Evol.* **216**, 709–720 (2006).
108. H. S. Bruce, G. Jerz, S. R. Kelly, J. McCarthy, A. Pomerantz, G. Senevirathne, A. Sherrard, D. A. Sun, C. Wolff, N. H. Patel, “Hybridization chain reaction (HCR) in situ protocol,” *protocols.io* (2021); <https://dx.doi.org/10.17504/protocols.io.bunznvf6>.
109. O. Koizumi, S. Hamada, S. Minobe, K. Hamaguchi-Hamada, M. Kurumata-Shigeto, M. Nakamura, H. Namikawa, The nerve ring in cnidarians: its presence and structure in hydrozoan medusae. *Fortschr. Zool.* **118**, 79–88 (2015).
110. J. Schindelin, I. Arganda-Carreras, E. Frise, V. Kaynig, M. Longair, T. Pietzsch, S. Preibisch, C. Rueden, S. Saalfeld, B. Schmid, J.-Y. Tinevez, D. J. White, V. Hartenstein, K. Eliceiri, P. Tomancak, A. Cardona, Fiji: An open-source platform for biological-image analysis. *Nat. Methods* **9**, 676–682 (2012).
111. E. Kayal, B. Benthage, M. Sabrina Pankey, A. H. Ohdera, M. Medina, D. C. Plachetzki, A. G. Collins, J. F. Ryan, Phylogenomics provides a robust topology of the major cnidarian lineages and insights on the origins of key organismal traits. *BMC Evol. Biol.* **18**, 68 (2018).
112. D. T. Schultz, S. H. D. Haddock, J. V. Bredeson, R. E. Green, O. Simakov, D. S. Rokhsar, Ancient gene linkages support ctenophores as sister to other animals. *Nature* **618**, 110–117 (2023).

113. E. Houlston, T. Momose, M. Manuel, *Clytia hemisphaerica*: A jellyfish cousin joins the laboratory. *Trends Genet.* **26**, 159–167 (2010).
114. M. A. Larkin, G. Blackshields, N. P. Brown, R. Chenna, P. A. McGettigan, H. McWilliam, F. Valentin, I. M. Wallace, A. Wilm, R. Lopez, J. D. Thompson, T. J. Gibson, D. G. Higgins, Clustal W and Clustal X version 2.0. *Bioinformatics* **23**, 2947–2948 (2007).
115. L. S. Babonis, C. Enjolras, J. F. Ryan, M. Q. Martindale, A novel regulatory gene promotes novel cell fate by suppressing ancestral fate in the sea anemone *Nematostella vectensis*. *Proc. Natl. Acad. Sci.* **119**, e2113701119 (2022).
116. E. Denker, E. Baptiste, H. Le Guyader, M. Manuel, N. Rabet, Horizontal gene transfer and the evolution of cnidarian stinging cells. *Curr. Biol.* **18**, R858–R859 (2008).
117. K. Sunagar, Y. Y. Columbus-Shenkar, A. Fridrich, N. Gutkovich, R. Aharoni, Y. Moran, Cell type-specific expression profiling unravels the development and evolution of stinging cells in sea anemone. *BMC Biol.* **16**, 108 (2018).
118. L. S. Babonis, M. Q. Martindale, *PaxA*, but not *PaxC*, is required for cnidocyte development in the sea anemone *Nematostella vectensis*. *Evodevo* **8**, 14 (2017).
119. P. N. Lee, K. Pang, D. Q. Matus, M. Q. Martindale, A WNT of things to come: Evolution of Wnt signaling and polarity in cnidarians. *Semin. Cell Dev. Biol.* **17**, 157–167 (2006).
120. H. Marlow, D. Q. Matus, M. Q. Martindale, Ectopic activation of the canonical wnt signaling pathway affects ectodermal patterning along the primary axis during larval development in the anthozoan *Nematostella vectensis*. *Dev. Biol.* **380**, 324–334 (2013).
121. E. C. Meng, T. D. Goddard, E. F. Pettersen, G. S. Couch, Z. J. Pearson, J. H. Morris, T. E. Ferrin, UCSF ChimeraX: Tools for structure building and analysis. *Protein Sci.* **32**, e4792 (2023).

How the deposited data were processed for this re-analysis (not part of the article)

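Single-cell RNA sequencing of planulae of Clytia hemisphaerica, Astroides calycularis and Pocillopora acuta was taken up from 12 count matrices made with the 10x Genomics method. Clytia has 6 matrices from 4 biological samples, which are 52 hpf and 66 hpf planulae with 2 technical replicates each, 5 captures of ACME-dissociated cells of 52 hpf planulae in 1 matrix, and methanol-fixed cells of 52 hpf planulae. Astroides has 3 matrices from 2 biological samples, unsorted cells and sorted cells, the latter in 2 runs of which run 1 holds 2 captures. Pocillopora has 3 matrices from 2 samples, colony C3 and colony C6 with 2 technical replicates. The condition of each sample was taken from the labels of the deposit and the supplementary tables of the paper. The bulk RNA sequencing of bisected planulae and the settlement assays were not analysed here from files of their own, so the lists of aboral and oral genes are the paper's (Table S1), and the settlement values are the paper's (Table S4).
The authors mapped reads with STARsolo, whose version the paper's text does not name, called cells with its EmptyDrops procedure and a minimum of 300 UMIs per barcode, and deposited raw UMI counts per gene and barcode without normalization. The mitochondrial genome is 1 feature in each matrix. Reads, alignments and barcodes that were not called were not used here, so mapping, cell calling and free RNA in empty droplets could not be examined. The share of cells with a UMI is therefore given beside that in another cell type, the mucous-like cells of Clytia and the gastroderm-like cells of the corals, where free RNA and expression of their own were not separated. After filtering, the median of UMIs per cell was 941 to 1643 in the Clytia matrices, 814 to 1041 in Astroides and 746 to 820 in Pocillopora, so a transcript at 200 CPM is missed in most cells that hold it, and the share of cells with a UMI rises with depth and also with free RNA.
Cells with at least 300 UMIs and 200 genes were kept, with at most 75000 UMIs, 5000 genes and 20% mitochondrial UMIs in Clytia, 10000 UMIs, 3000 genes and 0.4% in Astroides, and 20000 UMIs, 4000 genes and 5% in Pocillopora, as the study states. Genes in at least 3 cells were used. Counts were scaled to 10000 UMIs per cell and log-transformed, variable genes were chosen from their dispersion as in Scanpy, values were scaled and limited to 10, and 22, 26 and 23 principal components were taken for Clytia, Astroides and Pocillopora. The Clytia matrices were integrated by the Harmony algorithm with 1 batch per matrix, and the corals were not integrated, as in the study. A graph of 50 nearest neighbors was clustered by the Leiden method (leidenalg 0.10.2, igraph 0.11.9) at resolutions of 1, 0.9 and 1. In Clytia and Astroides 1 cluster was removed and the rest clustered again. The study removed a cluster with no unique genes and with markers of all clusters expressed. The rule used here is simpler, the cluster with the fewest unique markers and, among equals, the fewest markers, and in Clytia 2 other clusters with no unique marker stayed in. The steps were recoded from their published form with python 3.11.15, numpy 2.4.6, scipy 1.17.1 and scikit-learn 1.9.0 so that they give the same result on every run, and Wilcoxon rankings were made with scanpy 1.11.5.
Clusters were named from lists of genes taken from the study's own marker tables. A cluster received a type's name when at least 3 and at least 50% of its naming genes had 10 UMIs or more and over 4 times the level of all other cells, and it stayed unnamed when its 10 genes with the highest fold held more naming genes of another type. A name ends in "-like" because the clusters are not those of the paper. The genes that the paper names for a type were listed beforehand, kept out of the variable genes, and never used to name that type. The values of the paper's own tables were seen when the list was made. A rule set beforehand then added, after the fit, the 3 markers of each aboral type with the largest log2 fold change that were higher than in every other cluster in every sample and had named no cluster. The general neural class was named from ELAV and AshA or Synaptotagmin with 1 more gene each, and gave way to any type with a list of its own. Clusters that raised the naming genes of more than 1 type were clustered again on 15 neighbors at resolution 0.5. Parts of such a cluster that took the same name, or none, were then joined. This renewed clustering and the limit of 10 on scaled values were chosen after seeing where the naming genes fell, and both were also undone as alternatives. The naming genes of the aboral and the muscle-enriched epidermis of Clytia were raised in the same clusters, so after the clusters were seen they were joined to 1 class of 14 genes that needs 3 raised, and its clusters are reported by number.
UMI counts were summed for each biological sample over the cells of a type and over all its other cells, with technical replicates summed. The pairs of sums were compared with edgeR 4.0.16 in R 4.3.3, with TMM normalization, filterByExpr at a minimum count of 10, the biological sample as a block, and the quasi-likelihood test with Benjamini-Hochberg adjustment. Both sums of a pair come from the same cells' dissociation or colony, so the pairing follows from the design. Clytia gives 4 pairs and each coral 2, which leaves 1 residual degree of freedom in the corals, so the test rests largely on the variance pooled across genes. A marker has an adjusted p under 0.05 and a log2 fold change above 1. Levels are counts per 1000000 UMIs (CPM), as mean and SD over biological samples. Fold changes come from the fit and are relative to all other cells, which hold other aboral types too.
Enrichment of the aboral genes of Table S1 among the markers of a cluster was tested by a one-sided Fisher's exact test against all genes in the fit, adjusted over the clusters of a species with at least 10 cells in every biological sample. The test counts genes, which are not independent replicates, and the aboral lists come from the same study. The share of UMIs from aboral genes was computed per cluster and sample. Correlations within the Nk2d-like cluster and the shared detection of apical genes were computed per biological sample over cells and carry no p, since cells are not replicates. The settlement values of Table S4 were compared by an exact sign-flip test over experiments in Clytia, and in Astroides by exact permutation of wells within experiments, a test chosen after the values were seen.
The code was tested on simulated data. On simulated cells of 6 types in 3 batches, the adjusted Rand index between clusters and types was 0.530 before and 0.967 after Harmony. With no true enrichment 1.40% of 500 simulated gene lists had a p under 0.05. For each type 200 genes were raised or lowered in counts simulated at its depth and spread. At an adjusted p under 0.05 the edgeR test called from 9.38% of those tested (Pocillopora GLWamide-like) to 95.3% (Clytia epidermis-like), none with the wrong sign. These calls count both directions and need no log2 fold change above 1, so they are not shares of markers found. At most 7.35% of calls were false, except in the Pocillopora GLWamide-like cells, where 6 of 24 were. A gene that is no marker of that type is therefore weak evidence of its absence.
No doublets were removed for the values reported, since the study names no caller. As an alternative, the Scrublet algorithm left 15005 of 15372 Clytia cells, 18752 of 19933 Astroides cells and 9452 of 9734 Pocillopora cells. The alternatives were another cell minimum, other resolutions, removal of doublets called by the Scrublet algorithm, Harmony exchanged between Clytia and the corals, variable genes with the genes reported or without any aboral gene, no cluster removed, DESeq2 1.42.0 in place of edgeR, its size factors or library size alone in place of TMM, no filter on low counts, no replicate block, technical replicates as separate sums, each biological sample left out, markers from the Wilcoxon ranking over cells, a log2 threshold of 2, another background and a shorter aboral list. They were set before the data were examined, apart from the 2 named above and a Wilcoxon ranking with a background of all detected genes. Expression trees, in situ hybridization, immunofluorescence, and bulk sequencing were not analysed here.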

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

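The tests of counting error in this part were chosen only after the outlying samples were seen. In 61 sets of values from the 4 Clytia samples, 3 had 1 sample further from the others than Dixon's 95% limit allows. Chance gives about 1 in 20, so 3 such sets are no more than chance alone can give.

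In the HFRIamide-like cells the 52 hpf ACME sample had 3686 CPM of TauDa (MSTRG.12764), and the other 3 samples 1006 to 1348. Counting error is excluded as the whole cause, since 595 UMIs among 161417 put the lower 95% Poisson bound at 3396 CPM. Without this sample the log2 fold change of TauDa was 7.88 in place of 8.19. Age does not set this sample apart, because 2 of the others were also taken at 52 hpf. Fixation in ACME alone does not set it apart either, because the new 52 hpf and 66 hpf samples were fixed in ACME as well. Its date, animals and further handling came with this 1 sample and cannot be told apart. A different mix of cells in the cluster stays open and was not tested, and no biological explanation was tested.

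The methanol-fixed 52 hpf sample was low in the other 2 sets. In the QYFamide-like cells it had 716 CPM of PRDM14 (XLOC_016107) against 1669.7 to 1758 in the others, and the upper Poisson bound from its 42 UMIs is 968 CPM. In the Nk2d-like cluster aboral genes gave 8.57% of its UMIs against 15.9 to 17.4%, with an upper bound of 8.94% from 2148 UMIs. Both bounds stay below the other samples, so counting error alone is excluded. A few genes carry the second difference. Without the 10 aboral genes with the most UMIs in that cluster, the share was 3.36 ± 0.383% over the 4 samples (SD). The sample has the lowest depth, a median of 941 UMIs per cell, which by itself lowers no CPM or share. Fixation, date and batch cannot be told apart here, and no biological explanation was tested.

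Among 32 genes compared between the apical-like and other types of the corals, 1 moved in opposite ways in every sample, Six3/6 in the apical-like cells. Its log2 fold change was 0.25 in Astroides (STRG.44164, adjusted p 0.88) and -1.28 in Pocillopora (XP_027043093.1, 3.5e-04), a difference of 1.53 that was not tested. Neither sign is firm. Without the limit on scaled values Astroides was at -0.27, and with the reported genes among the variable genes Pocillopora was at 1.25. Cells of another type in the Pocillopora cluster could hide a higher level, and the test for such cells went that way (naming UMIs 3.89 times as many per cell in cells with apical genes). A species difference and the use of the genome of another Pocillopora species both stay open and untested.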

How the results depend on the processing

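The alternatives without the limit on scaled values, with mixed clusters left whole, and with Wilcoxon markers against all detected genes, and the test that swaps sums within samples, were chosen only after the results were seen. The other alternatives were planned. Where a new clustering is the alternative, a type is compared through the cluster that its naming genes mark there, which can hold other cells, and the cause of a changed value was not tested unless it is named. Of 177 odds ratios for aboral genes in Clytia clusters under alternatives, 174 kept their direction and their side of an adjusted p of 0.05, as did 70 of 74 in Astroides and 85 of 94 in Pocillopora. Genes reported for a type kept direction and call in 1015 of 1015 Clytia values. Counts of these genes that were markers stayed within 1.5 times in all 98, 69 and 61 values of the Clytia, Astroides and Pocillopora types, and so did the numbers of cells per matrix, genes and clusters under their alternatives.

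Some types were not tested for markers under every alternative, because a sample held fewer than 10 of their cells. They then gave a share of UMIs but no marker count, odds ratio or fold change. This holds for the HFRIamide-like cluster at resolutions 0.6 and 1.5, with doublets removed, at 500 UMIs per cell, without Harmony and without the limit on scaled values. It also holds for the GLWamide-like cluster of Clytia at resolution 0.6 and without Harmony, and for the Nk2d-like cluster with aboral genes left out of the variable genes. Without Harmony the Nk2d-like cells fell into 2 clusters, which were tested for markers together, and the one matched to the Nk2d-like cluster had no enrichment value because a sample held too few of its cells, nor had those matched to epidermis-like clusters 1 and 7. Other types were not named at all and gave no value. In Pocillopora no apical-like cluster was found at resolution 0.6, with aboral genes left out or without the limit, and in Astroides none with aboral genes left out. With mixed clusters left whole the neurosecretory-like type of Clytia and the neurosecretory 1-like type of Pocillopora had no cluster of their own. Removing no cluster is no alternative for Pocillopora, where none was removed.

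Epidermis-like cluster 2 of Clytia reversed from an odds ratio of 0.725 to 4.14 at resolution 0.6, 3.75 with doublets removed and 3.39 without Harmony, each for the cluster matched to it there. For the GLWamide-like cluster of Astroides the odds ratio of 2.61 lost its significance at 2.14 with Wilcoxon markers (adjusted p 0.3), 2.82 with Wilcoxon markers against all detected genes (0.098), 2.25 with the aboral list at a log2 fold change above 2 (0.056) and 1.74 without the limit on scaled values (0.11), and over all its alternatives the adjusted p lay between 5.6e-04 and 0.3. Pocillopora gland mucous-like cluster 13, at 2.59, passed an adjusted p of 0.05 at 3.97 with Wilcoxon markers, 3.42 at a marker threshold of 2, 4.31 with aboral genes left out of the variable genes and 4.46 without the limit. Neurosecretory 2-like cluster 21, at 7.15, fell short at 2.67 at resolution 0.6, 2.10 with Harmony, 1.62 with the reported genes among the variable genes and 1.57 without the limit. The Pocillopora GLWamide-like cluster, not enriched at 2.02, was enriched at 3.38 with mixed clusters left whole (adjusted p 9.9e-05, and 9.9e-05 and 0.68 over its alternatives), where it also held the cells of another type.

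Clusters made with the reported genes among the variable genes reversed single genes. In the apical-like cells of Pocillopora the log2 fold changes of XP_027043093.1 (Six3/6), XP_027040304.1 and XP_027036270.1 went from -1.28, 3.89 and 3.75 to 1.25, -1.95 and -2.16 (adjusted p 3.9e-04, 0.23 and 0.012, the second not past 0.05). In the neurosecretory 2-like cells of Astroides STRG.17661 and STRG.17657 went from 8.53 and 8.40 to -1.02 and -10.01, at adjusted p of 0.8 and 0.75, so the reversed signs are not firm. At 500 UMIs per cell STRG.17661 was at -2.44, and without the limit on scaled values STRG.44164 (Six3/6) in the apical-like cells was at -0.27 instead of 0.25, neither past 0.05. With no replicate block 3 of the Pocillopora genes were lost (XP_027049367.1, XP_027053483.1 and XP_027045474.1), and no other reported gene of the 3 species changed its call. Among 790 values of single Pocillopora genes, 17 lost and 19 gained significance. Of those lost, 7 were lost with DESeq2. In the corals a fold change also depends on the sample. Leaving out 1 of the 2 samples moved the log2 fold change by more than the SD of the 2 single values in 43 of 72 Astroides and 46 of 88 Pocillopora values, by at most 1.07 and 1.71, and none changed its sign.

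The number of markers of a type changed by over 1.5 times in 8 of 110 Clytia values, 11 of 79 in Astroides and 19 of 71 in Pocillopora. For Clytia it was 971 in GLWamide-like, 1234 in QYFamide-like and 963 in Nk2d-like cells, and 1606, 1964 and 1662 with library size alone. The Nk2d-like cells had 1470 without Harmony, and with mixed clusters left whole the HFRIamide-like cells, here with 819, had 1313. Each sample left out in turn gave 520 to 1049 for 947 markers of the neurosecretory-like, 516 to 942 for the GLWamide-like and 561 to 1068 for the Nk2d-like cells. The low value is always that without the 66 hpf sample, without which the odds ratios of these types were 22.9, 12.0 and 9.19, the highest of the 4. In the corals leaving out 1 sample leaves a single pair, so these are values with no test.

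Astroides markers numbered 740 in gland mucous-like, 192 in neurosecretory 1-like, 164 in neurosecretory 2-like, 433 in GLWamide-like and 230 in apical-like cells. DESeq2 gave 419 for gland mucous-like cells. With no replicate block, so that the 2 sums of a sample were not paired, they had 264 and the GLWamide-like cells 282. Library size alone gave 409 apical markers, and separate sums of the technical replicates 293 neurosecretory 1 markers. New clusters changed the neurosecretory 1 count to 582 at resolution 0.6, 531 with doublets removed and 1207 with aboral genes left out. Others were 441 apical markers at resolution 0.6, 92 neurosecretory 2 markers with the reported genes among the variable genes, and 788 GLWamide markers without the limit. In Pocillopora the counts were 627 gland mucous, 212 neurosecretory 1, 326 neurosecretory 2, 217 GLWamide and 551 apical markers. DESeq2 gave 392 gland mucous, 211 neurosecretory 2 and 144 apical markers, and no replicate block 215 neurosecretory 2 and 350 apical markers. By library size alone there were 375 neurosecretory 1, 365 GLWamide and 1157 apical markers, and with separate technical sums 343 neurosecretory 1 markers. Resolution 0.6 gave 941 gland mucous markers, doublet removal 769 neurosecretory 1 markers, and the reported genes among the variable genes 303 apical markers. The GLWamide-like cells, 59 in the values reported, had 1113 markers in the cluster named so at resolution 0.6, 784 at 500 UMIs per cell, 1024 with Harmony, 772 with the reported genes, 1099 without aboral genes, 1107 without the limit and 974 unsplit. Each of these held 197 to 204 of the 217.

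Scaling sets how many genes are called higher and how many lower in a type. With library size alone in place of TMM these numbers, at an adjusted p under 0.05, went from 982 and 1745 to 736 and 3122 in neurosecretory-like, 992 and 1954 to 1623 and 976 in GLWamide-like, 1335 and 2565 to 2030 and 1416 in QYFamide-like and 978 and 2176 to 1674 and 1041 in Nk2d-like cells of Clytia. They went from 938 and 1256 to 609 and 2113 in gland mucous-like, 192 and 203 to 281 and 488 in neurosecretory 1-like and 230 and 686 to 469 and 588 in apical-like cells of Astroides, and from 793 and 914 to 612 and 1982 in gland mucous-like, 212 and 324 to 379 and 383 in neurosecretory 1-like, 222 and 697 to 382 and 371 in GLWamide-like and 868 and 2276 to 1625 and 1663 in apical-like cells of Pocillopora.

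In most types the shares of UMIs from aboral genes rest on a few genes. Without the 10 aboral genes with the most UMIs the share fell from 47.5, 38.1, 14.6 and 6.54% to 10.5, 14.5, 6.53 and 1.86% in the neurosecretory-like, HFRIamide-like, Nk2d-like and all epidermis-like cells of Clytia. It fell from 7.95, 25.5, 5.18, 16.9 and 3.46% to 1.07, 6.94, 1.13, 1.14 and 2.68% in the gland mucous-like, neurosecretory 1-like, neurosecretory 2-like, GLWamide-like and apical-like cells of Astroides, and from 13.2, 7.12, 1.09, 10.2 and 1.67% to 1.34, 2.03, 0.438, 0.0623 and 0.700% in those of Pocillopora. The share changed little in the GLWamide-like and QYFamide-like cells of Clytia, from 18.8 to 17.0% and from 7.76 to 6.88%. Here the genes left out are the 10 most abundant over all cells. The ranks given for the apical-like cells leave out the 10 of each cluster. The shorter aboral list gave 5.59% for 7.76% in the QYFamide-like cells and 12.7% in the Pocillopora gland mucous-like cells. In Clytia the GLWamide-like cells went from 18.8% to 26.8% at resolution 0.6, the HFRIamide-like cells to 47.5% with no cluster removed and the epidermis-like cells to 8.30% with doublets removed.

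Coral shares moved with the clusters by more than the SD of 2 samples. The Astroides neurosecretory 1-like share was 13.1% at resolution 0.6, 12.1% at 1.5, 13.1% with doublets removed, 23.1% with Harmony, 23.8% with the reported genes among the variable genes, 4.87% without aboral genes there and 27.4% without the limit. For the neurosecretory 2-like cells it was 10.3% at resolution 1.5, 12.7% at 500 UMIs per cell and 18.0% with the reported genes, and for the apical-like cells 1.89% and 3.16% at resolutions 0.6 and 1.5, 2.95% with doublets removed, 3.07% at 500 UMIs, 3.13% with the reported genes, 3.11% with no cluster removed and 1.73% without the limit. Pocillopora gland mucous-like cells had 10.4% and 13.7% at those resolutions, 15.5% with doublets removed, 14.0% at 500 UMIs, 12.7% with Harmony, 10.7% with the reported and 13.4% without the aboral genes, and 14.4% without the limit. Neurosecretory 1-like cells had 3.11% with doublets removed and 7.98% with Harmony, and GLWamide-like cells 4.24% at resolution 0.6, 5.94% at 500 UMIs, 4.73% with Harmony, 5.73% with the reported and 4.64% without the aboral genes, 5.31% without the limit and 6.15% unsplit. The apical-like share rose to 5.32% with the reported genes among the variable genes.

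Over all apical-like cells instead of quartiles of depth, the median log2 ratio of shared detection was 0.18 for 0.12 in Astroides and 1.45 for 1.20 in Pocillopora. Spearman's correlation in the Nk2d-like cells was -0.33 without thinning in place of -0.57, and -0.57 with Nk2d left out. Depth limits what can be called. In simulated counts at the depth and spread of each type the test found 9.38% of changed genes in the Pocillopora GLWamide-like, 14.7% in its neurosecretory 1-like and 29.0% in the Astroides neurosecretory 1-like cells. Depth also sets the share of cells with a UMI. Thinned to 500 or 1000 UMIs per cell it moved beyond its binomial interval in 58 of 88 Clytia, 56 of 74 Astroides and 38 of 92 Pocillopora values.

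Swapping the sums of a type and of all other cells within samples gives 8 splits of the 4 Clytia pairs. For each of the 6 types the real split, 1 of 8, alone gave as many markers, and the others at most 40. With 8 splits the share is never under 0.05, so the count cannot exclude chance whatever its outcome, and nothing is concluded from it. The corals have too few pairs for it.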

Differences from the paper's values

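No test in this part was chosen only after the result was seen, but 3 of the alternatives were: scaled values without a limit, mixed clusters left whole, and Wilcoxon markers against all detected genes. The paper's markers come from a ranking in which cells are the replicates, and those here from sums per biological sample, so the p of the Fisher tests are not on equal footing. Where more than 1 cluster of a type was found in the paper and here, these were paired by ascending p. Most of the p below are smaller here.

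For Clytia the Fisher p of the paper and the p found here were 2.47e-72 and 1.8e-95 in the neurosecretory cells, 8.48e-23 and 9.6e-72 in the HFRIamide cells, 4.12e-20 and 3.0e-44 in the GLWamide cells, 9.62e-10 and 1.3e-31 in the QYFamide cells, 8.47e-13 and 6.4e-36 in the Nk2d cells, 2.41e-15 and 2.1e-46 in the first epidermal cluster, and 3.04e-10 and 2.5e-31 in the second. No alternative that gave a value for these clusters, whether set before the data were examined or added, came within 1.5 times of the paper's p, the study's own kind of ranking (Wilcoxon over cells) included.

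For Astroides the pairs were 1.75e-06 and 1.3e-15 in the gland mucous, 3.38e-22 and 1.3e-31 in the neurosecretory 1, 8.97e-05 and 1.4e-05 in the neurosecretory 2, 0.71 and 0.0021 in the GLWamide and 1.38e-30 and 4.7e-82 in the apical cells. With doublets removed the neurosecretory 2 value was 6.5e-05, within 1.5 times of the paper's, and every other alternative for it and all alternatives for the other 4 stayed outside. For Pocillopora they were 2.71e-05 and 2.6e-21 in the first and 0.09 and 0.025 in the second gland mucous cluster, 5.06e-05 and 2.9e-07 in the neurosecretory 1, 6.57e-04 and 3.3e-04 in the first neurosecretory 2, 0.73 and 0.20 in the GLWamide and 8.92e-20 and 3.5e-23 in the apical cells. The second gland mucous cluster came to 0.13 with aboral genes above a log2 fold change of 2, and the first neurosecretory 2 cluster to 5.3e-04 at resolution 1.5 and 7.9e-04 with aboral genes left out of the variable genes, all within 1.5 times of the paper's. All other alternatives of these 2 and every alternative of the remaining 4 stayed outside.

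Table S6 of the paper lists 3888 cells after filtering for the sorted Astroides run 2, the count it also lists for the unsorted library, where 9382 passed the stated filters here. The alternatives, 7879 cells at 500 UMIs and 9400 and 9389 cells without the upper or the mitochondrial limit, all differ from the paper's count too.

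The paper counts 7 Clytia clusters enriched for aboral genes, and here 10 of 25 clusters were. The further ones are a mucous-like cluster at an odds ratio of 3.60, a neural-like cluster at 2.98 and 1 more epidermis-like cluster at 3.95. These 3 were also enriched with Wilcoxon markers against all detected genes, a choice made after seeing the values.

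The paper lists ELAV and AshA as expressed in both coral neurosecretory types. In the neurosecretory 2-like cells neither was raised over all other cells in either species. Those other cells include the neural types, so this does not contradict expression as such. The log2 fold changes of ELAV were -0.21 and -0.62 in Astroides and Pocillopora, and those of AshA -0.96 and 0.42. In the neurosecretory 1-like cells AshA was higher without passing an adjusted p of 0.05 (1.81 and 2.08), and ELAV was at -0.12 and 1.09. No alternative was run for these 2 genes.

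The paper gives the apical cluster the highest proportion of aboral genes. Over markers this held in Astroides (32.2%). In Pocillopora a gland mucous-like cluster was slightly higher (6.65% against 6.35%), although the p was smaller for the apical-like cluster. With Wilcoxon markers against all detected genes it again held in Astroides (28.0%). In Pocillopora the apical-like cluster then had 7.20%. Above it were neurosecretory 2-like cluster 21 (12.9%), gland mucous-like cluster 6 (8.33%) and unnamed clusters 0 (7.69%) and 3 (7.29%). The Fisher p was then smaller for cluster 6 (1.0e-10) than for the apical-like cluster (3.1e-07). Over UMIs the apical-like cells ranked 7 of 29 in Astroides and 11 of 31 in Pocillopora, and 2 and 3 without the 10 most abundant aboral genes of each cluster.

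The paper names Six3/6, Frizzled5/8 and further genes as specific markers of the apical cells. Most were markers, but most were not specific. Of 14 listed in Astroides and 14 in Pocillopora, TauD genes among them, 12 and 10 were markers. Of these lists, 4 and 0 genes had no other cluster above 10% of their level in the apical-like cells. Six3/6 was not raised in Astroides (0.25, STRG.44164), where no alternative called it, and was lower in Pocillopora (-1.28, XP_027043093.1), where only the reported genes among the variable genes made it a marker (1.25). Frizzled5/8 of Astroides (STRG.44114) had 2 UMIs in these cells and was not tested, and FoxQ2a-clytia of Pocillopora (XP_027055233.1) was too rare to test. NKX3, FoxQ2a1, TBX5 and Frizzled5/8 of Pocillopora were markers with a higher mean in another cluster. TauDa of Pocillopora (XP_027047514.1), a further marker in the paper, was higher by 2.49 from 6 UMIs, not past an adjusted p of 0.05. It was past it with doublets removed (2.78), at 500 UMIs per cell (2.77), with Harmony (2.50) and with the reported genes among the variable genes (4.74).

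Some genes the paper calls specific were also found outside their type, at a lower or a higher level. RFX4 of Astroides (STRG.29170) was higher in 3 other clusters than in the gland mucous-like cells. GABRB1-like of Astroides (STRG.2823) had 53.7 CPM in the unnamed cluster 16 against 63.9 in the GLWamide-like cells, and that of Pocillopora (XP_027040858.1) exceeded 10% of its level in 5 other clusters. Of the 5 receptors the paper finds in no Clytia cluster but the GLWamide cells, XLOC_037594 reached 31.7 CPM in the HFRIamide-like and MSTRG.16269 11.3 CPM in the mucous-like cluster. In the Pocillopora GLWamide-like cells XP_027040340.1 (2.97) and XP_027051642.1 (3.51), shown for them in the paper, were no markers. Both were called at resolution 0.6 (2.29 and 5.77), at 500 UMIs per cell (3.33 and 3.74), with Harmony (2.46 and 6.37), with the reported genes among the variable genes (3.23 and 3.64) and with aboral genes left out of them (2.40 and 5.84), and XP_027040340.1 also with DESeq2 (3.12). The alternatives chosen after seeing the values, without the limit (2.65 and 5.61) and with mixed clusters left whole (3.52 and 3.24), called both as well. Without the limit no apical cluster was named in Pocillopora, so all its apical items are lost there, and with mixed clusters left whole the neurosecretory 1 items are.

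The paper describes an almost complete block of settlement at its 2 highest taurine concentrations in both species. In its own Table S4 the mean share of settled Clytia larvae was 0.625% at 1 mM and 44.1% at 0.1 mM. In Astroides it was 6.67% at 1 mM, and at 0.1 mM 33.3%, 13.3% and 0% in 3 experiments, beside 80.0%, 93.3% and 46.7% of the controls. These Astroides values are of day 5, while the paper plots the first day on which over 50% of the control larvae had settled, so they do not bear directly on its statement.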

Other observations

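The tests of free RNA or apical cells as the whole cause were chosen only after the results were seen, and several gene sets and comparisons were looked at for each, so such a cause is called excluded only where all of them exclude it; the question of other cells in a cluster comes from its markers. No biological explanation was tested for the patterns below.

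Aboral genes among the markers of the epidermis-like Clytia clusters 0, 1 and 7 may come from free RNA of other cell types, a possibility the paper raises for its own epidermal clusters. If so, their level would not exceed that of every cluster outside the epidermis. The median log2 ratio of the aboral markers to the highest of those clusters was -0.20 in cluster 0, -0.12 in cluster 1 and -0.63 in cluster 7, above 0 in 1, 1 and 0 of 4 samples. This alone leaves free RNA open, as it does expression at a similar or lower level. If free RNA enters the cells of all clusters alike, as the whole cause it would give the aboral genes as many UMIs per cell in the 13 clusters that are neither enriched nor epidermis-like. Their median was 24.4 UMIs, against 255 in cluster 7, 205 in cluster 1 and 49.4 in cluster 0. Without the 10 aboral genes with the most UMIs the log2 ratio to that median was 2.47 in cluster 7 and 2.04 in cluster 1, above 0 in all 4 samples, which argues against free RNA as the whole cause there. The highest of the same clusters is a stricter comparison. With all aboral genes clusters 7 and 1 were above it in all 4 samples, by 1.78 and 1.30, but without the 10 genes only in 3 and 2 of 4, at 0.35 and -0.08. A cluster with a high level may express these genes itself or hold more free RNA, which was not measured, so free RNA is not excluded in clusters 7 and 1 either. In cluster 0, whose cells are shallow, the log2 ratio to the median was 1.06 with all aboral genes, above 0 in all 4 samples. Without the 10 genes it was 0.19 and above 0 in 3 of 4 samples. Free RNA and expression cannot be told apart in these 3 clusters. The 14 of 106, 29 of 122 and 29 of 150 aboral markers that were higher in the cluster than in every such cluster in all 4 samples are the part for which free RNA is the harder explanation.

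Of the enriched coral clusters, 4 had no name by the rule. Astroides cluster 2, 1504 cells, had 66 aboral genes among 470 markers (odds ratio 19.0) and cluster 16, 389 cells, 14 among 404 (2.83). Pocillopora cluster 0, 1629 cells, and cluster 3, 709 cells, had 17 each (5.98 and 7.30). Apical cells in a cluster, or their free RNA, could give this, and would leave these genes below the apical-like cells. In Astroides cluster 16 they were above, by a median log2 ratio of 4.44, and 10 of 14 were higher in both samples, which argues against that source. In Astroides cluster 2 and Pocillopora clusters 0 and 3 the medians were -1.06, -0.61 and -0.76, with 10 of 66, 1 of 17 and 1 of 17 higher in both samples. Apical cells bring all their abundant transcripts at the share they make up. The 39 aboral markers of the Astroides apical-like cells at 100 CPM or more had a median log2 ratio of -2.66 in cluster 2 and -4.69 in cluster 16, more than 1 log2 unit under the level needed in both samples. In cluster 16 this held for all 8 sets of such markers that were looked at (from 50, 100, 200 or 500 CPM, aboral or all), which excludes apical cells as the whole cause there. In cluster 2 it held for 3 of the 8. All 115 markers from 100 CPM were at -1.38 there, and the 24 from 500 CPM at -1.13, near the level needed, so apical cells stay open as its cause. In Pocillopora clusters 0 and 3 the 11 aboral ones were at -0.96 and -0.78, near the level of the clusters' own aboral markers. In Astroides cluster 2 and these 2 clusters a share of apical cells and a true lower level cannot be told apart, since both put most of these genes below the apical-like cells.

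The apical-like cluster of Pocillopora holds 708 cells, and few of its cells have UMIs of the apical genes. Cells of another type in the cluster are a candidate explanation, which predicts fewer naming UMIs in cells without apical genes. At equal depth of 500 UMIs, cells with at least 2 of the apical genes had 3.89 times as many naming UMIs as cells with none (3.31 in colony C3 and 4.48 in colony C6), a value consistent with such a mixture. In Astroides the ratio was 2.47 in the sorted and 1.19 in the unsorted sample, from 13 and 2 cells with none. With 70.9% and 61.4% of cells with none, the cluster may therefore be broader than the apical cells of the paper, and its fold changes too low for them.

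In Clytia, the genes with the names of coral apical genes were not highest in 1 cluster. FoxQ2a (XLOC_014597) was highest in the Nk2d-like cells at 857 ± 397 CPM (log2 fold change 3.81) and next in the neurosecretory-like cells at 600.0 ± 225 (4.50). An FGF gene (XLOC_032698) was highest in the QYFamide-like cells at 266 ± 212 CPM (4.60). Frizzled5/8 (XLOC_039886) was a marker of all 5 neural and neurosecretory types, with log2 fold changes from 1.76 to 3.92, and Dkk (XLOC_006543) of 3, at 3.64 in the HFRIamide-like, 2.97 in the neurosecretory-like and 2.51 in the QYFamide-like cells. Six3/6 (XLOC_010764) gave 8 UMIs in the Nk2d-like and 10 in the GLWamide-like cells. No alternative was run for these genes.

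Other coral peptide genes were highest outside the GLWamide-like cells. In Astroides the highest means (± SD, n = 2) were HFRIamide (STRG.43911) 45668 ± 12250.0 CPM in the unnamed cluster 22, GVWamide (STRG.21557) 4057 ± 82.4 CPM in the unnamed cluster 16, RFamide (STRG.11240) 25632 ± 1005 CPM in the unnamed cluster 19 and Damicornin (STRG.4391) 99811 ± 90161 CPM in the unnamed cluster 27. In Pocillopora they were HFRIamide (XP_027045495.1) 4875 ± 6895 CPM in the neurosecretory 1-like cluster, GVWamide (XP_027059473.1) 12728 ± 10962 CPM in the unnamed cluster 18, RFamide (XP_027051563.1) 51438 ± 10773 CPM in the unnamed cluster 24 and Damicornin (XP_027051004.1) 935 ± 223 CPM in the unnamed cluster 19. For HFRIamide in Pocillopora the spread exceeds the mean, since it comes from 1 of the 2 colonies.

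The 3 genes with the largest log2 fold change in each type, among markers that the paper does not name and that were above every other cluster in every sample, are given with that value. In Clytia they were MSTRG.6485 (9.45), XLOC_031790 (8.76), XLOC_037792 (8.76) in neurosecretory-like, XLOC_035231 (8.94), MSTRG.4504 (8.36), XLOC_044632 (7.91) in GLWamide-like and MSTRG.15414 (8.76), MSTRG.15728 (8.55), XLOC_005842 (8.24) in HFRIamide-like cells. Further ones were XLOC_036636 (8.32), XLOC_005703 (7.87), MSTRG.7288 (7.84) in QYFamide-like, XLOC_015965 (6.90), XLOC_006000 (6.90), XLOC_038817 (6.57) in Nk2d-like and XLOC_000995 (8.08), XLOC_038648 (7.47), XLOC_003851 (7.36) in epidermis-like cells. The last 3 were found in only 2.77, 1.12 and 1.80% of the epidermis-like cells. In Astroides they were STRG.44159 (9.34), STRG.20551 (6.31), STRG.36035 (6.28) in gland mucous-like, STRG.261 (10.30), STRG.14245 (9.92), STRG.13498 (9.64) in neurosecretory 1-like and STRG.24835 (9.62), STRG.17661 (8.53), STRG.17657 (8.40) in neurosecretory 2-like cells. The GLWamide-like and apical-like cells of that species had STRG.2747 (8.58), STRG.17011 (7.63), STRG.19703 (6.75) in GLWamide-like and STRG.16231 (7.49), STRG.21874 (6.39), STRG.5333 (6.32) in apical-like cells. In Pocillopora they were XP_027047910.1 (9.04), XP_027039804.1 (8.99), XP_027050697.1 (8.69) in gland mucous-like, XP_027057507.1 (11.06), XP_027052671.1 (9.65), XP_027059576.1 (9.27) in neurosecretory 1-like and XP_027060225.1 (12.33), XP_027045100.1 (11.53), XP_027040528.1 (9.45) in neurosecretory 2-like cells. The last 2 types there had XP_027046504.1 (8.79), XP_027035723.1 (6.66), XP_027059602.1 (6.18) in GLWamide-like and XP_027044314.1 (4.08), XP_027040304.1 (3.89), XP_027036270.1 (3.75) in apical-like cells. STRG.44159, XP_027047910.1, XP_027039804.1, XP_027057507.1, XP_027060225.1 and XP_027045100.1 had 0 CPM in every other cluster. A comparison with 0 counts sets no exact fold change, so their values and ranks are not firm. Few cells carry many of the genes listed. Of them, 4 of 18 in Clytia, 12 of 15 in Astroides and 5 of 15 in Pocillopora had a UMI in under 10% of the cells of their type, among them STRG.24835 and STRG.17661 in 2.71 and 5.85%, although STRG.17661 had a mean of 1681 CPM.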
